# Damage activates *EXG1* and *RLP44* to suppress vascular differentiation during regeneration in *Arabidopsis*

**DOI:** 10.1016/j.xplc.2025.101256

**Published:** 2025-01-16

**Authors:** Shamik Mazumdar, Frauke Augstein, Ai Zhang, Constance Musseau, Muhammad Shahzad Anjam, Peter Marhavy, Charles W. Melnyk

**Keywords:** wounding, xylem, grafting, cell wall, regeneration, stress

## Abstract

Plants possess remarkable regenerative abilities to form *de novo* vasculature after damage and in response to pathogens that invade and withdraw nutrients. To identify common factors that affect vascular formation upon stress, we searched for *Arabidopsis thaliana* genes differentially expressed upon *Agrobacterium* infection, nematode infection, and plant grafting. One such gene is cell wall-related and highly induced by all three stresses, which we named *ENHANCED XYLEM AND GRAFTING1* (*EXG1*), since its mutations promote ectopic xylem formation in a vascular cell induction system and enhance graft formation. Further observations revealed that *exg1* mutants show inhibited cambium development and callus formation but enhanced tissue attachment, syncytium size, phloem reconnection, and xylem formation. Given that brassinosteroids also promote xylem differentiation, we analyzed brassinosteroid-related genes and found that mutations in *RLP44* encoding a receptor-like protein cause similar regeneration-related phenotypes as mutations in *EXG1*. Like *EXG1*, *RLP44* expression is also induced by grafting and wounding. Mutations in *EXG1* and *RLP44* affect the expression of many genes in common, including those related to cell walls and genes important for vascular regeneration. Our results suggest that *EXG1* integrates information from wounding or pathogen stress and functions with *RLP44* to suppress vascular differentiation during regeneration and healing.

## Introduction

The ability of plants to regenerate tissues after injury is of fundamental importance to maintain tissue integrity and promote regrowth. Upon wounding, plants activate defense and regeneration responses to deter further injury and heal damage. Wounding induces cell-wall damage, causes auxin accumulation, and increases auxin response around the injury. These processes activate several transcriptional factors such as *ETHYLENE RESPONSE FACTOR* (*ERF115*), *TARGET OF MONOPTEROS 6* (*TMO6*), and *HIGH CAMBIAL ACTIVITY* (*HCA2*) that are important for wound healing (Canher et al., 2020; Hoermayer et al., 2020; Zhang et al., 2022). During early stages of regeneration, cells close to the wound site expand and deposit cell-wall materials such as pectin, which can help tissues adhere (Sala et al., 2019; Zhang et al., 2022). Cells dedifferentiate and divide to form a mass of pluripotential stem cells known as callus, which are regulated by cell-cycle genes including *CYCLIN D3;1* (*CYCD3;1*) and the transcription factor *WOUND INDUCED DIFFERENTIATION1* (*WIND1*) that activates cytokinin responses (Iwase et al., 2011a; Ikeuchi et al., 2017). Callus tissues fill the wound and differentiate to reform missing cell types and reconnect vasculature by forming new phloem and xylem (Iwase et al., 2021).

Similar recognition and healing processes occur during plant grafting, a horticulturally relevant technique, when two plants are cut and joined to create a new plant. At the graft junction, thousands of genes are differentially expressed, with cambium-related genes activating first, followed by phloem-related and then xylem-related genes (Melnyk et al., 2018). Several genes have been identified as important for graft formation, including the auxin-related genes *ABERRANT LATERAL ROOT FORMATION 4* (*ALF4*) and *AUXIN RESISTANT 1* (*AXR1*) that are needed below the graft junction, and cambium-related genes such as *HCA2*, *TMO6*, *WUSCHEL-RELATED HOMEOBOX4* (*WOX4*), and *NAC DOMAIN-CONTAINING PROTEIN 96* (*NAC096*9) (Melnyk et al., 2015, 2018; Matsuoka et al., 2016; Thomas et al., 2022; Zhang et al., 2022). Mutations in these genes reduce vascular connectivity or cambium formation; however , no recessive mutations that improve grafting have been identified to date.

Given the importance of cell walls during regeneration, it is surprising that during graft healing no role has been found for brassinosteroids (Nanda and Melnyk, 2018), a group of plant hormones involved in vascular development and maintaining cell-wall homeostasis (Caño-Delgado et al., 2004; Ibañes et al., 2009; Wolf et al., 2012; Lozano-Elena and Caño-Delgado, 2019; Oh et al., 2020). Activating brassinosteroid signaling is critical for forming ectopic xylem from leaf mesophyll cells using the vascular cell induction culture system using *Arabidopsis* leaves (VISUAL) system (Kondo et al., 2015). By enhancing or suppressing brassinosteroid signaling, more or less ectopic xylem is formed (Kondo et al., 2015). However, during normal root development, mutations in the genes encoding brassinosteroid receptors including BRASSINOSTEROID INSENSITIVE 1 (BRI1) promote xylem formation and suppress cambium (Kang et al., 2017), yet this role of BRI1 seems independent of canonical brassinosteroid signaling and instead is related to its interaction with RECEPTOR-LIKE PROTEIN 44 (RLP44) (Holzwart et al., 2018). During root development, BRI1–RLP44 associates with the phytosulfokine pathway to promote cambial identity but repress xylem differentiation (Holzwart et al., 2018). Phytosulfokine signaling is known to be activated by wound-induced *ERF115* (Heyman et al., 2013). However, the role of canonical and non-canonical brassinosteroid signaling during grafting and regeneration remains poorly characterized.

Although most pathogens induce plant defense responses, some can activate the regeneration pathways to infect their hosts more efficiently. *Agrobacterium* enters plant wound sites and induces auxin and cytokinin production to cause cell differentiation, cell division, vascularization, and tumor growth (Deeken et al., 2007; Zhang et al., 2015). Root-knot nematodes and cyst nematodes feed on plant roots and cause cell proliferation to derive nutrients from host plants (Shanks et al., 2016; Olmo et al., 2020). They also activate host genes that regulate vascular development, such as *HOMEOBOX-8* (*ATHB8*), *WOX4*, and *TRACHEARY ELEMENT DIFFERENTIATION INHIBITORY FACTOR RECEPTOR* (*TDR/PXY*) (Yamaguchi et al., 2017). The cyst nematode *Heterodera schachtii* releases CLE-like effector proteins into plant cells to induce cell proliferation and activate the *WOX4*-mediated cambium-promoting pathway (Guo et al., 2017). Thus, *WOX4* activation during both nematode infection and grafting suggests an overlap in common processes induced during various forms of regeneration or parasitism (Melnyk, 2017d). However, what genes regulate these common processes and how they promote or inhibit parasitism and regeneration remain largely unknown. In this study, we investigated these aspects and identified and characterized a gene, AT3G08030, also known as *ATHA2-1* due to its phylogenetic relatedness to a clade of DUF642 protein genes (Vázquez-Lobo et al., 2012). Mutants of *AT3G08030* exhibit enhanced vascular formation in grafting and VISUAL assays, and increased xylem formation in primary roots, leading us to name this gene *ENHANCED XYLEM AND GRAFTING 1* (*EXG1*). This gene regulates multiple regeneration and developmental processes, and its mutants appeared phenotypically similar to mutants of *RLP44* in affecting development and regeneration. Given that *EXG1* is highly and rapidly activated upon wounding, we propose that it acts as a stress-responsive gene that functions with *RLP44* to balance cambial proliferation and vascular differentiation.

## Results

### *EXG1* is stress-responsive and regulates regeneration post wounding

To identify genes differentially expressed in response to stress, we compared previously published *Arabidopsis thaliana* transcriptomic datasets related to *Agrobacterium* infection, nematode infection, and plant grafting (Deeken et al., 2007; Szakasits et al., 2009; Barcala et al., 2010; Melnyk et al., 2018). Of those differentially expressed in at least two datasets, we selected genes associated with vascular development and narrowed our list to 22 candidates, which include previously described vascular-related genes such as *ATHB8* (AT4G32880) and *WRKY23* (AT2G47260) (Baima et al., 2001; Prát et al., 2018) (Figure 1A). As a second method to find novel vascular regulators, we employed the VISUAL system of ectopic xylem formation, which can rapidly identify mutants related to vascular development (Kondo et al., 2015). Transfer-DNA (T-DNA) mutant lines were tested using VISUAL, and many showed reduced ectopic xylem formation, consistent with a role for their corresponding genes in promoting vascular development (Figure 1B). However, AT3G08030/*EXG1* appeared exceptional, since its mutants of this gene exhibited increased levels of ectopic xylem formation (Figure 1B). We obtained a second T-DNA mutant line of *EXG1* named *exg1-2* and an overexpression line, *35Spro:EXG1-cDNA* (*EXG1-OE*), from the FOX hunting system (Ichikawa et al., 2006), and confirmed the relative transcript levels of *EXG1* in the respective lines (Supplemental Figure 1A–1C). In subsequent VISUAL assays for xylem formation, *exg1-2* showed enhanced ectopic xylem formation, like *exg1-1*, whereas *EXG1-OE* exhibited reduced ectopic xylem formation compared with the wild-type Columbia-0 (Col-0) (Figure 1C and 1D). During VISUAL, (pro)cambium-related gene expression peaks at 24 h post induction and subsequently decreases at later time points (Kondo et al., 2015). We found that *EXG1* transcript levels were also elevated at 24 h and reduced as time progressed (Supplemental Figure 1D). We generated transcriptional and translational reporters to further understand spatiotemporal dynamics of *EXG1* expression. In *Arabidopsis* primary roots, transcriptional reporters showed highest fluorescence in the root epidermis, with little signal in the cortex or stele (Figure 1E; Supplemental Figure 1E–1G). Previously published datasets confirmed the expression of *EXG1* in outer cell layers of the root (Supplemental Figure 1H) (https://rootcellatlas.org/) (Denyer et al., 2019; Jean-Baptiste et al., 2019; Ryu et al., 2019; Shulse et al., 2019; Zhang et al., 2019; Wendrich et al., 2020; Shahan et al., 2022). However, in lateral root primordia, we observed strong *EXG1* expression throughout the inner and outer cell layers (Figure 1F). We tested the *EXG1* transcriptional reporter during graft formation, and found that the signal increased at the cut site and in vascular tissues compared with unwounded intact plants (Figure 1G). Moreover, we found the signal in both the grafted top and the grafted bottom at 1 day after grafting (1 DAG) and at the graft junction at 5 DAG, consistent with *EXG1* transcriptional dynamics during graft formation from a previously published dataset (Melnyk et al., 2018) (Figure 1G and 1H). To test the role of *EXG1* during graft formation, we performed *Arabidopsis* hypocotyl grafting experiments. We applied the vascular mobile dye carboxyfluorescein diacetate (CFDA) to grafted scions or rootstocks using previously described assays (Melnyk et al., 2015; Melnyk, 2017a). The *exg1-1* mutant showed enhanced phloem reconnection at both 3 and 4 DAG and enhanced xylem reconnection compared with Col-0 plants at 7 DAG (Figure 1I and 1J; Supplemental Figure 1I and 1J). However, *EXG1-OE* significantly reduced phloem connectivity but had an insignificant effect on xylem connectivity compared with Col-0 (Figure 1I and 1J; Supplemental Figure 1I and 1J). We performed heterografting assays and found that *exg1-1* grafted as a scion on a Col-0 rootstock enhanced grafting, whereas overexpression of *EXG1* either in the scion or in the rootstock reduced grafting efficiency (Supplemental Figure 1K). We checked tissue attachment during grafting, since tissue attachment is needed for phloem and xylem connection (Melnyk et al., 2015; Melnyk and Meyerowitz, 2015). The *exg1-1* mutant improved tissue attachment at the graft junction, whereas *EXG1-OE* reduced tissue attachment compared with Col-0 (Supplemental Figure 1L). Since wounding typically produces wound-induced callus (Ikeuchi et al., 2017, 2020, 2022; Iwase et al., 2021), we tested this for *exg1-1* and found that it showed reduced wound-induced callus formation from petioles compared with Col-0; however, *EXG1-OE* exhibited little effect (Figure 1K and 1L). In hypocotyl callus, however, *exg1-1* showed an insignificant effect (Supplemental Figure 1M). The effects of *EXG1* appeared most prominent in regenerating tissues, since we could not detect any phenotypic differences between non-wounded Col-0 and *exg1-1* grown in pots (Supplemental Figure 1N). Next, we analyzed the predicted protein structure and subcellular localization of EXG1, and noticed that EXG1 is predicted to be a highly coiled extracellular protein and localized to the cell wall (Supplemental Figure 2A–2C). EXG1 also possesses a putative transmembrane domain and signal peptide motif at the N terminus, suggesting that it could be secreted (Supplemental Figure 2D and 2E; Supplemental Data 1) (Krogh et al., 2001; Jumper et al., 2021; Teufel et al., 2022; Varadi et al., 2022). To test the subcellular localization of EXG1, we generated an *EXG1pro:EXG1-mCherry* line and performed plasmolysis with 0.6 M sorbitol using *UBQpro:tdTomato* as a control. Post plasmolysis, we observed that, while tdTomato is localized with the plasma membrane, EXG1-mCherry is localized with the cell wall (Supplemental Figure 2F). Taken together, these results indicate that *EXG1* is cell-wall associated and activated by stress and wounding, and plays a role in suppressing graft formation and ectopic xylem formation.

**Figure 1:**
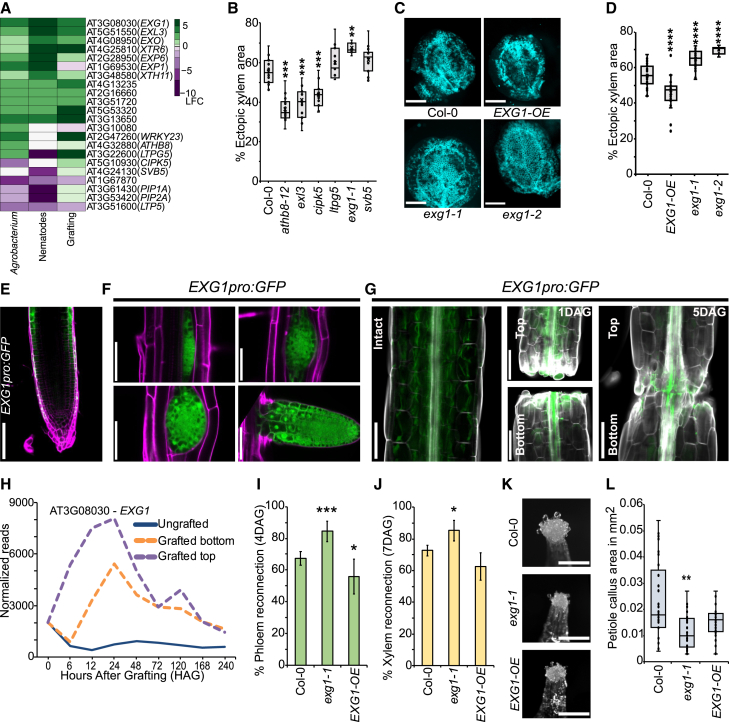
*EXG1* is activated by stress and affects regeneration in VISUAL and grafting assays. **(A)** Heatmap showing differentially expressed genes in *Agrobacterium*-infected hosts (Deeken et al., 2007), nematode-infected hosts (Szakasits et al., 2009; Barcala et al., 2010), and grafted top versus ungrafted at 24 h (Melnyk et al., 2018). **(B)** VISUAL assay quantification of percentage ectopic xylem area. Dots represent individual samples. **(C)** VISUAL assay images of ectopic xylem formation in *EXG1* mutants. Scale bars represent 1 mm. **(D)** Percentage ectopic xylem area quantification. Dots represent individual samples. **(E)***EXG1pro:GFP* fluorescence at the root tip. Cell walls were stained by PI (magenta). Scale bar represents 100 μm. **(F)***EXG1pro:GFP* fluorescence in different stages of lateral root development. Cell walls were stained by PI (magenta). Scale bars represent 100 μm. **(G)***EXG1pro:GFP* (green) during graft formation. Comparison of intact, grafted top, and grafted bottom 1 and 5 days after grafting (DAG) . Cell walls were stained by Calcofluor white (gray). Scale bars represent 100 μm. **(H)** Dynamics of *EXG1* expression during grafting (Melnyk et al., 2018). **(I and J)** Reconnection percentage of phloem (4 DAG) and xylem (7 DAG). The mean ± SD of five experiments is shown. **(K)** Representative images of callus formation in petiole explants. Scale bars represent 250 μm. **(L)** Petiole callus area quantification. Asterisks indicate statistical significance compared to Col-0. For VISUAL and petiole callus assays significance was calculated by Wilcoxon’s test: ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. For grafting assays significance was calculated by pairwise *t*-tests with Benjamini–Hochberg adjustment: ∗*p* < 0.05 and ∗∗*p* < 0.01.

### *EXG1* affects cambium development and nematode infection

To test the role of *EXG1* beyond wounding, we measured xylem morphology in *exg1* primary roots, since it affects ectopic xylem formation in leaves (Figure 1B–1D). We found that *exg1-1* had a greater number of metaxylem cell files compared with the wild-type Col-0 (Figure 2A). Cross sections 2 mm below the hypocotyl–root junction in 21-day-old seedlings showed reduced cambium and reduced xylem area in *exg1-1* compared with the wild-type Col-0 (Figure 2B–2D). We did not observe any changes in the number of xylem cells or the cambium-to-xylem area ratio between Col-0 and *exg1-1* (Figure 2E; Supplemental Figure 3A). However, when normalized for unit xylem area, *exg1-1* had more xylem cells per unit area than Col-0 (Figure 2F). Moreover, the total cross-sectional area was also lower in *exg1-1* compared with Col-0 (Supplemental Figure 3B). Next, we analyzed previously published datasets and found that *EXG1* was upregulated by multiple stress treatments including osmotic, salt, heat, drought, cold, UV-B, and nematode infection (Supplemental Figure 3C) (data from ePlant Browser, Bar Toronto) (Kilian et al., 2007; Fucile et al., 2011; Siddique et al., 2022; Waese et al., 2017) (Supplemental Figure 3D). We performed infection assays with the plant-parasitic cyst nematode, *H. schachtii*. Nematodes characteristically develop feeding sites near the vasculature and induce *de novo* phloem formation, assumed to symplastically connect the syncytial feeding structures to the vascular bundles for continuous supply of nutrients (Melnyk, 2017d). At the infection site, *exg1-1* had larger syncytium than the wild-type Col-0, whereas in *EXG1-OE*, the syncytium size was reduced compared with the wild-type Col-0 (Figure 2G and 2H). Twelve days post infection, the total number of male nematodes was significantly increased in *exg1-1* compared with *EXG1-OE* (Figure 2I). Female nematodes did not change in number but were reduced in size in *EXG1-OE*, while there were no changes in the combined total number of nematodes (Figure 2J and 2K; Supplemental Figure 3E). Taken together, these results suggest that, while *EXG1* promotes cambium formation, it suppresses xylem differentiation and inhibits syncytium development.

**Figure 2:**
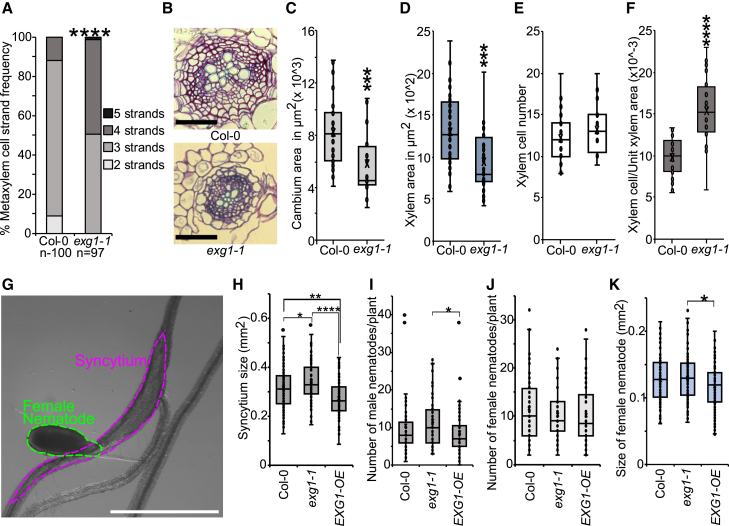
*EXG1* affects cambium development and nematode infection. **(A)** Metaxylem strand number (*n* ≥ 97). **(B)** Cross sections 2 mm below 21-day-old shoot–root junction. Scale bars, 200 μm. **(C)** Cambium area quantification. Dots represent individual samples. **(D)** Xylem area quantification. Dots represent individual samples. **(E)** Number of xylem cells. Dots represent individual samples. **(F)** Xylem cell/unit xylem area quantification. Dots represent individual samples. **(G)** Picture showing infection of Col-0 root by a female nematode (*Heterodera schachtii*). Green dotted line indicates female size, magenta dotted line indicates syncytium size. Scale bar, 1 mm. **(H)** Syncytium size at 14 days post infection (dpi). Dots indicate individual samples. **(I)** Number of male nematodes per plant at 12 dpi. Dots indicate individual samples. **(J)** Number of female nematodes per plant. Dots indicate individual samples. **(K)** Size of female nematodes at 14 dpi. Dots indicate individual samples. Asterisks indicate statistical significance. For cross sections and nematode assay, significance was calculated by Wilcoxon’s test: ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. For metaxylem number, significance was calculated using Fisher’s exact test with Benjamini–Hochberg adjustment: ∗∗∗∗*p* < 0.0001.

### *RLP44* mutants phenocopy *EXG1* mutants during development

Our finding that *exg1-1* displayed more xylem in VISUAL coupled to the observation of increased metaxylem cell files in primary roots prompted us to investigate the role of brassinosteroids, given that this hormone is known to promote xylem differentiation (Caño-Delgado et al., 2004; Ibañes et al., 2009; Furuya et al., 2021). We analyzed ectopic xylem formation using the VISUAL system for mutants in the brassinosteroid-signaling-related genes *BRASSINOSTEROID INSENSITIVE 1* (*BRI1*), *BRASSINOSTEROID INSENSITIVE 2* (*BIN2*), *BRI1-EMS SUPPRESSOR 1* (*BES1*), *BRASSINAZOLE RESISTANT 1* (*BZR1*), and *RLP44*. Brassinosteroid mutants have been previously implicated in affecting VISUAL (Kondo et al., 2014, 2015). We found that *bes1-2* and *bin2-1* showed reduced ectopic xylem formation, while *bes1-D* displayed increased ectopic xylem, compared with Col-0 (Figure 3A and 3B) (Kondo et al., 2015). However, we also found that *rlp44-3* had enhanced ectopic xylem formation, whereas *RLP44ox* showed a reduction in ectopic xylem formation compared with Col-0 (Figure 3A and 3B). The canonical brassinosteroid mutants, with the exception of *bri1-301*, showed little effect on metaxylem strand number in the primary root, but *rlp44-3* had extra metaxylem strands as previously reported (Figure 3C) (Holzwart et al., 2018) and similar to *exg1-1* (Figure 2A). We then treated *rlp44-3*, *bri1-301*, *bes1-2*, *bes1-D*, *bzr1-D*, and *bin2-1* with 10 nM epiBrassinolide (epiBL) or mock conditions to observe if there are any developmental changes. epiBL rescued the metaxylem phenotype in all mutants. However, *bes1-2*, *bri1-301*, and *rlp44-3* were resistant to xylem identity changes compared with treated Col-0 (Supplemental Figure 4A and B). We also observed similar resistance to xylem identity changes in *exg1-1* roots when treated with epiBL (Supplemental Figure 4C). We then checked cross sections 2 mm below the hypocotyl–root junction in 21-day-old seedlings. We observed that in *rlp44-3*, both cambium area and xylem area were reduced compared with Col-0 (Figure 3D–3F), while *bes1-2* and *bri1-301* had no discernible reduction in cambium area compared with wild-type Col-0, but they showed reduced xylem area (Figure 3D–3F). Moreover, *bin2-1* showed a reduction in cambium and xylem area compared with Col-0 (Figure 3D–3F). The total cross-sectional area was reduced in *rlp44-3* and *bin2-1*, while no discernible difference was observed for the ratio of cambium to xylem area (Supplemental Figure 4D and 4E). Moreover, while all mutants had fewer xylem cells compared with Col-0, when normalized to unit xylem area, both *rlp44-3 and bin2-1* had more xylem cell per unit area (Supplemental Figure 4F). Overall, it appeared that only *rlp44-3* showed a complete overlap of phenotype with *exg1-1* during vascular development, suggesting that these two genes might share a common function.

**Figure 3:**
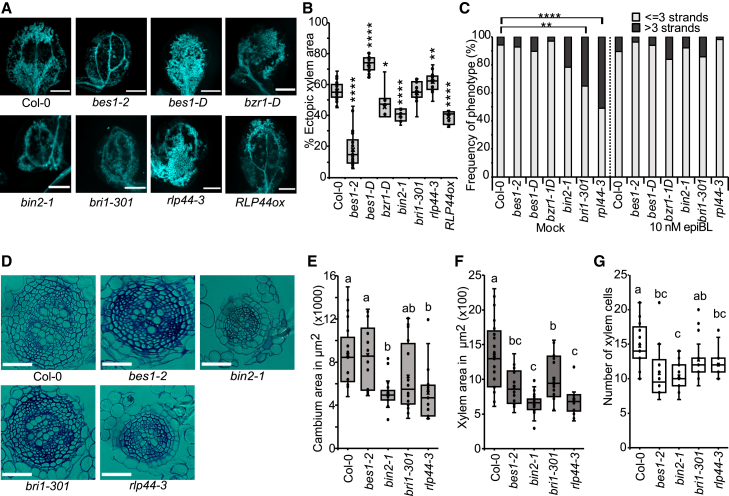
*RLP44* mutants behave like *EXG1* mutants in non-wounded conditions. **(A)** Images showing bikinin-treated cotyledons of brassinosteroid-related mutants in VISUAL. Scale bars, 1 mm. **(B)** Percentage of ectopic xylem area quantification. Dots represent samples. **(C)** Metaxylem strand number under mock and epiBL treatments (*n* ≥ 32). **(D)** Cross sections 2 mm below the shoot–root junction. Scale bars, 50 μm. **(E)** Cambium area comparison. Dots represent individual samples. **(F)** Xylem area comparison. Dots represent individual samples. **(G)** Xylem cell number comparison. Dots represent samples. Asterisks indicate statistical significance compared to Col-0. For VISUAL, significance was calculate by Wilcoxon’s test: ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗∗*p* < 0.0001. For metaxylem number, significance was calculated by Fisher’s exact test with Benjamini–Hochberg adjustment: ∗∗*p* < 0.01 and ∗∗∗∗*p* < 0.0001. For cross sections, significance was calculated by one-way ANOVA with Tukey’s *post hoc* test. Lowercase letters indicate significant differences.

### *RLP44* mutants phenocopy *EXG1* mutants during regeneration

To further understand the relationship between *RLP44* and *EXG1*, we analyzed their mutants during regeneration by performing grafting and callus formation assays. Expression of *RLP44* was initially repressed during graft formation but within 120 h increased compared with non-grafted controls (Figure 4A) (Melnyk et al., 2018). Genes reported to be induced by brassinosteroids, such as *BR ENHANCED EXPRESSION 1* (*BEE1*), *BEE2*, *BEE3*, *PHYB ACTIVATION TAGGED SUPPRESSOR 1* (*BAS1*), *TOUCH4/XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 22* (*TCH4/XTH22*), *KIDARI/PRE6*, *SMALL AUXIN UPREGULATED-AC1* (*SAUR-AC1*), *INDOLE ACETIC ACID INDUCED 5* (*IAA5*), *IAA19*, and *VASCULAR RELATED NAC DOMAIN 6* (*VND6*) (Neff et al., 1999; Friedrichsen et al., 2002; Nakamura et al., 2004; Kubo et al., 2005; Vert et al., 2005; Liu et al., 2020), along with other core brassinosteroid pathway genes, showed some changes in gene expression during graft formation or petiole wounding, but there was no consistent pattern of up- or downregulation (Supplemental Figure 5A–5C) (Melnyk et al., 2018; Pan et al., 2019; Zhang et al., 2022). Grafting *bri1-301*, *bes1-2*, *bzr1-D*, and *bin2-1* reduced phloem and xylem reconnection, but exceptionally, *rlp44-3* showed increased rates of phloem connectivity compared with Col-0 at both 3 and 4 DAG and had a slight but non-significant increase in xylem connectivity (Figure 4B and 4C; Supplemental Figure 5D). We obtained a *35Spro:RLP44-RFP* (*RLP44ox*) line (Wolf et al., 2014) and found that it behaved opposite to *rlp44-3*, showing reduced phloem and xylem connectivity (Figure 4B and 4C). In addition, *rlp44-3* exhibited improved attachment of the grafts (Figure 4D). Heterografting assays revealed that mutations in *RLP44* in the rootstock reduced phloem reconnection, whereas its mutations in the scion non-significantly improved grafting (Supplemental Figure 5E and 5F). As a second test, we analyzed callus formation levels in wounded petiole explants and observed that only *bes1-D* and *rlp44-3* showed significantly reduced petiole callus formation compared with Col-0 (Figure 4E and 4F). Taken together, these results show that, while core brassinosteroid signaling promotes vascular regeneration and callus formation, mutations in *RLP44* exihbit regeneration phenotypes similar to those of mutations in *EXG1*, and both genes appear to repress vascular connectivity but promote petiole callus formation. Moreover, our results also suggest that, while *RLP44* mutants show similarities to *EXG1* mutants, these phenotypes are unlike to those of canonical brassinosteroid signaling mutants, and these genes potentially act through a different pathway.

**Figure 4:**
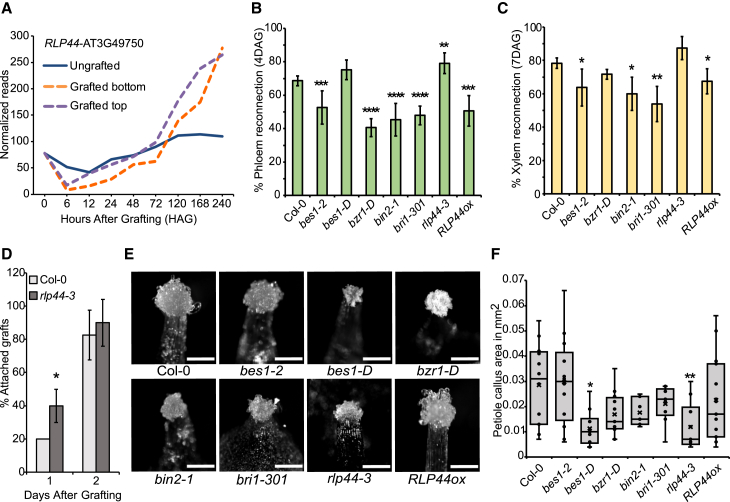
*RLP44* mutants behave like *EXG1* mutants during regeneration. **(A)***RLP44* expression during graft formation (Melnyk et al., 2018). **(B and C)** Reconnection percentage of phloem (4 DAG) and xylem (7 DAG) in homografted brassinosteroid-related mutants. Mean ± SD of three to seven experiments is shown. **(D)** Attachment rate. The mean ± SD of three experiments is shown. **(E)** Images showing callus formation in petiole explants. Scale bars, 200 μm. **(F)** Petiole callus area quantification. Dots indicate samples. Asterisks indicate significant difference compared to Col-0. For grafting assays, significance was calculated by pairwise *t*-tests with Benjamini–Hochberg adjustment: ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗∗*p* < 0.0001. For attachment rates, significance was calculated by Student’s *t*-test: ∗*p* < 0.05. For petiole callus assays, significance was calculated using Wilcoxon’s test: ∗*p* < 0.05 and ∗∗*p* < 0.01.

### *EXG1* and *RLP44* affect a common set of stress-responsive and cell-wall-related genes

Our previous data suggest that *EXG1* and *RLP44* might regulate similar pathways. Thus, we compare their expression patterns. *EXG1* and *RLP44* translational reporters showed different expression patterns: *EXG1* was primarily epidermal in root tips, while *RLP44* was in the inner vascular tissues and lateral root cap (Figure 5A). However, in hypocotyls, *EXG1* was expressed in multiple cell files, and we could observe its vascular expression similar to *RLP44* (Figure 5B). We also found that *EXG1* transcripts were highly and rapidly induced upon cutting or wounding, whereas *RLP44* transcripts were delayed but increased as time progressed (Pan et al., 2019; Matosevich et al., 2020) (Supplemental Figure 6A and 6B). We performed grafting with the translational reporters and found that after cutting, *EXG1* and *RLP44* reporters were activated in the vascular region (Figure 5B). A similar co-expression pattern of *EXG1* and *RLP44* was also observed in the vasculature in cut petioles (Supplemental Figure 6C). To understand whether *exg1-1* affects any cambium-related genes, we performed qPCR assays with markers for cambium (*WOX4* and *ATHB8*) and xylem (*VND6*) but found no discernible difference in transcript levels when comparing mutants with Col-0 (Supplemental Figure 6D–6F).

**Figure 5:**
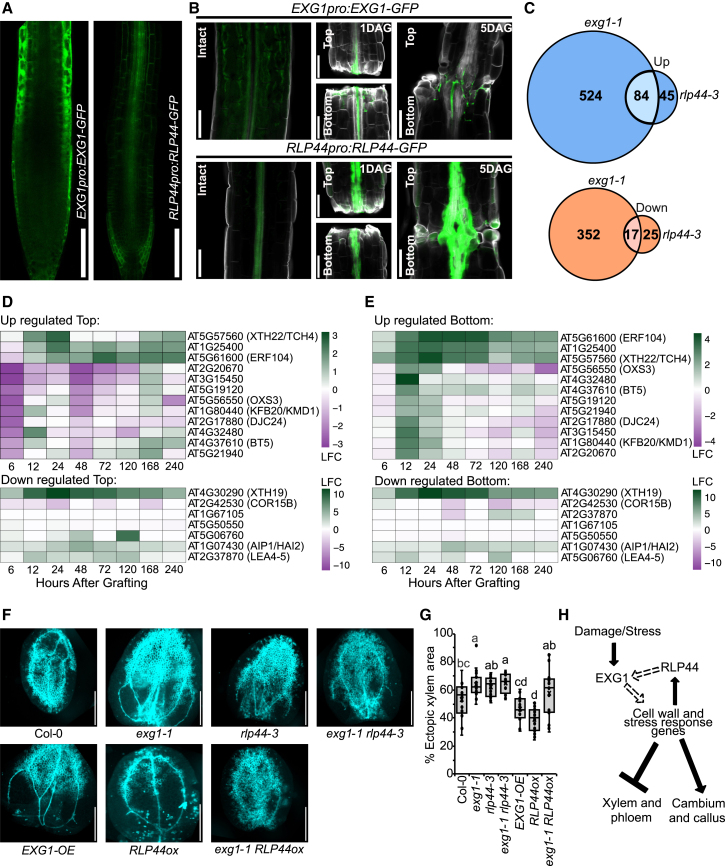
*EXG1* and *RLP44* share common target genes that modify regeneration potential. **(A)***EXG1pro:EXG1-GFP* and *RLP44pro:RLP44-GFP* fusion protein fluorescence in root tips. Scale bars represent 100 μm. **(B)***EXG1pro:EXG1-GFP* and *RLP44pro:RLP44-GFP* fusion protein fluorescence during grafting at 1 and 5 DAG compared to intact. Cell walls were stained by Calcofluor white (gray). Scale bars represent 100 μm. **(C)** Venn diagram representing overlap between differentially expressed genes (DEGs) in *exg1-1* and *rlp44-3. p* = 1.114E−28 for overlapping downregulated genes and 1.511E−35 for overlapping upregulated genes by hypergeometric test. **(D)** Heatmap of common up- and downregulated DEGs between *exg1-1* and *rlp44-3* in WT Col-0 grafted top during graft formation compared to ungrafted Col-0 (Melnyk et al., 2018). **(E)** Heatmap of common up- and downregulated DEGs between *exg1-1* and *rlp44-3* in WT Col-0 grafted bottom during graft formation compared to ungrafted Col-0 (Melnyk et al., 2018). **(F)** Images of samples in VISUAL. **(G)** Percentage of ectopic xylem area quantification. Dots represent individual samples. Significance was calculated by one-way ANOVA with Tukey’s *post hoc* test. Lowercase letters indicate significant differences. **(H)** A proposed model depicting the possible action mechanism of *EXG1* and *RLP44*. Damage or stress activates *EXG1* to potentially cause changes in cell walls. Such changes are perceived by RLP44, which modifies EXG1 function further. The interplay between EXG1 and RLP44 causes downstream phenotypic and developmental changes.

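Transcriptomes were obtained from whole seedlings of 3 genotypes of *Arabidopsis thaliana*: wild-type Col-0, the *exg1-1* mutant, which carries a T-DNA insertion in *EXG1* (AT3G08030), and the *rlp44-3* mutant of *RLP44* (AT3G49750), which encodes a receptor-like protein. Seedlings were 7 days old and grew at 20 °C in short days of 8 h light and 16 h dark, and 3 libraries were made per genotype. The authors selected polyadenylated mRNA, prepared directional libraries, trimmed the reads with fastp, mapped them to TAIR10 with HISAT2 and counted them per gene with HTSeq-count. The paper's DESeq2 comparison then took Col-0 as the reference and an adjusted p under 0.05 as the threshold. Whether the counting used the strand of the reads was not given in the sources used here, so values of genes that overlap a gene on the other strand are uncertain.

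The deposited table is named as raw counts, but its values were not counts. None of its values was a whole number. Across all 25717 genes with values, the 3 columns of a genotype were exact multiples of one another, with a largest relative deviation of 1.9e-14. The log2 ratio of *exg1-1* to Col-0 differed from the log2 fold change in the paper's Supplemental Data 2 by 1 constant, 0.34, with a largest deviation of 4.9e-06 over the 977 listed genes, and the same held for *rlp44-3* with a constant of 0.31 over 171 genes. The table therefore held 1 fitted value per gene and genotype, multiplied by a factor for each library, and no spread between replicates. Each value given here is the authors' fitted value for a genotype, with no standard deviation, and no count test, paired comparison or omission of single replicates could be run on it. The log2 fold changes are for this reason the authors' fitted values on another scale, and not an independent estimate.

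The fitted values summed to between 8364383 and 9606982 per Col-0 library (median 9418524), between 10396228 and 12971468 per *exg1-1* library (median 12625426) and between 11015026 and 11535985 per *rlp44-3* library (median 11158452). These sums stand in for the depth, since read totals are not in the table. The values of a genotype's 3 columns were summed, scaled between genotypes with the trimmed mean of M values (TMM) and expressed as CPM of the Col-0 sum (fitted CPM). A gene was kept if it reached 0.908 CPM in all libraries of at least 1 genotype, which left 19454 genes. As a measure of error, the standard error implied by the paper's own log2 fold change and p-value is given for listed genes, assuming a 2-sided Wald test, which the paper does not name. It had a median of 0.135 over the *exg1-1* list and of 0.144 over the *rlp44-3* list. Adjusted p-values are those of the paper's DESeq2 tables.

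The mutated genes were examined first. *EXG1* had a fitted CPM of 103 in Col-0, 33.8 in *exg1-1* and 93.6 in *rlp44-3*, a log2 fold change of −1.61 in *exg1-1* (implied standard error 0.150, the paper's adjusted p = 6.4e-23, DESeq2) and −0.14 in *rlp44-3*. In reads, this was 943 per Col-0 library and 392 per *exg1-1* library, so reads of *EXG1* remained in *exg1-1*. A single value per gene does not show whether these reads came from intact transcript. *RLP44* had 34.0 reads per library in Col-0, 34.9 in *exg1-1* and 0.358 in *rlp44-3*, about 1 read over the 3 *rlp44-3* libraries. It was 118-fold lower in *rlp44-3* than in Col-0, with a 95% counting interval from 22.2-fold to 5.04e+03-fold, and its log2 fold change in *exg1-1* was −0.31. Intervals of this kind cover counting error only.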

We next performed genome-wide transcriptomic analyses on *exg1-1* and *rlp44-3* seedlings to identify differentially expressed genes (DEGs). We found 977 DEGs in *exg1-1* compared with the wild-type Col-0, with 369 genes downregulated and 608 genes upregulated (Supplemental Data 2). 

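All 608 genes listed as upregulated in *exg1-1* had a higher fitted value in *exg1-1* than in Col-0, and all 369 genes listed as downregulated had a lower one. The upregulated genes had a median log2 fold change of 0.51, from 0.18 to 9.54, and 96 of them reached 2-fold. The downregulated genes had a median of −0.66, from −8.86 to −0.23, and 90 of them reached 2-fold. Among the 19454 genes kept, irrespective of the paper's test, 186 were at least 2-fold higher and 313 at least 2-fold lower in *exg1-1*. Of these, 90 higher and 223 lower genes were not listed by the paper, and the lower genes were low in reads, with a median of 13.9 per library. The filter on low values moved these counts most: without it, 998 genes were at least 2-fold higher and 1877 at least 2-fold lower.

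The largest rises among listed genes with a mean of at least 1 CPM were AT3G01345 (log2 fold change 9.54, implied standard error 1.07), AT1G75945 and AT5G44575 (2.54, implied standard error 0.583). AT3G01345 rose from 2.94 to 2775 reads per library. AT1G75945 was at the lowest value of the table in Col-0, which stands for no reads, and was at least 62.5-fold higher in *exg1-1* against a floor of 3 reads over the Col-0 libraries. The largest falls were in *MRD1* (AT1G53480), *ECP63* (AT2G36640; log2 fold change −3.55, implied standard error 1.13) and *LEA4-5* (AT5G06760; −3.32, implied standard error 1.06). *MRD1*, which overlaps AT1G53490 on the other strand, fell from 245 to 0.667 reads per library, a 466-fold difference with a 95% counting interval from 128-fold to 3.85e+03-fold.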

In *rlp44-3*, we identified 171 DEGs, including 129 genes upregulated and 42 genes downregulated compared with the wild-type Col-0 (Supplemental Data 3). 

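Each of the 129 genes listed as upregulated in *rlp44-3* was higher, and each of the 42 listed as downregulated was lower, in *rlp44-3* than in Col-0. Median log2 fold changes were 0.83 for the upregulated genes, from 0.25 to 2.38, and −0.77 for the downregulated genes, from −6.88 to −0.29. A 2-fold difference was reached by 56 of the 171 genes. Of the 19454 genes kept, 114 were at least 2-fold higher and 212 at least 2-fold lower in *rlp44-3*, of which 72 and 199 were not in the paper's list. Log2 fold changes over all kept genes were narrower than in *exg1-1*, with an interquartile range of 0.22 against 0.319.

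Among listed genes with a mean of at least 1 CPM, the largest falls apart from *RLP44* itself were in *ATOEP16-2* (AT4G16160) and *LEA4-5* (log2 fold change −4.12, implied standard error 1.07). *ATOEP16-2* fell from 25.6 reads per library in Col-0 to 0.358 in *rlp44-3*, with a 95% counting interval from 16.6-fold to 3.82e+03-fold. The largest rises among the same listed genes were in *ORA47* (AT1G74930; log2 fold change 2.38, implied standard error 0.535), AT5G51190 (2.21, implied standard error 0.507) and *WRKY70* (AT3G56400; 2.17, implied standard error 0.456). *ORA47* and AT5G51190 overlap genes on the other strand. In *exg1-1* these 3 genes had log2 fold changes of 0.69, 0.76 and 0.35, and none was listed there.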

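Cellular component terms were not part of the deposited table, so genes were taken as cell wall genes where the gene notes of RefSeq's TAIR10.1 annotation place the product in the cell wall. Of the 9914 kept genes with such a location note, 381 were cell wall genes. Of the 581 annotated genes in the paper's *exg1-1* list, 39 were cell wall genes where 22.3 were expected, a 1.75-fold enrichment (Fisher's exact test, 1-sided, p = 0.000449). Among 353 annotated upregulated genes there were 25 against 13.6 expected (1.84-fold, Fisher's exact test, p = 0.00235), and among 228 downregulated genes 14 against 8.76 (1.6-fold, Fisher's exact test, p = 0.0566). These 3 tests treat genes as independent, which they are not, and were not adjusted for one another. With all genes that had values as background, the enrichments were 1.85-fold, 1.95-fold and 1.69-fold, and the p for downregulated genes became 0.0385. The median log2 fold change of the 381 cell wall genes in *exg1-1* was −0.02.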

We performed a Gene Ontology (GO) analysis on *exg1-1*-regulated transcripts and observed a large and significant enrichment for cellular components associated with the cell wall (Supplemental Data 4). Cell-wall-related genes such as *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 19* (*XTH19*), *XTH20*, *XTH31*, and *TRICHOME BIREFRINGENCE-LIKE 15* (*TBL15*) were downregulated, while *XTH4*, *XTH6*, *XTH16*, *XTH22*, *XTH24*, and *XTH27* were upregulated. 

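XTH enzymes cut and rejoin xyloglucan in the cell wall. In *exg1-1*, *XTH19* (AT4G30290) fell from 15.2 to 4.36 fitted CPM, a log2 fold change of −1.80 (implied standard error 0.272, the paper's adjusted p = 1.26e-08, DESeq2). *XTH20* (AT5G48070) fell by 1.08 on the log2 scale (implied standard error 0.279) and *XTH31* (AT3G44990) fell by 0.39 (implied standard error 0.112). *TBL15* (AT2G37720) fell by 1.95 (implied standard error 0.467), from 25.2 to 8.31 reads per library, the fewest reads of the 10 genes. Among the upregulated genes, *XTH22* (AT5G57560) had the largest log2 fold change, 1.52 (implied standard error 0.299), followed by *XTH24* (AT4G30270) with 1.20 (implied standard error 0.262). *XTH4* (AT2G06850), *XTH6* (AT5G65730), *XTH16* (AT3G23730) and *XTH27* (AT2G01850) had log2 fold changes of 0.68, 0.57, 0.45 and 0.41, with implied standard errors of 0.099, 0.099, 0.125 and 0.099. Each of the 10 changes kept its direction under every scaling tried.

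Over the 26 kept members of the XTH family, 16 were higher and 10 lower in *exg1-1*, and 7 were listed as upregulated and 3 as downregulated. In *rlp44-3*, only *XTH19* and *XTH22* of these 10 genes were listed, with log2 fold changes of −0.97 and 1.68. Those of the other genes lay between −0.45 for *TBL15* and 0.29 for *XTH4*.

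**Figure D1:**
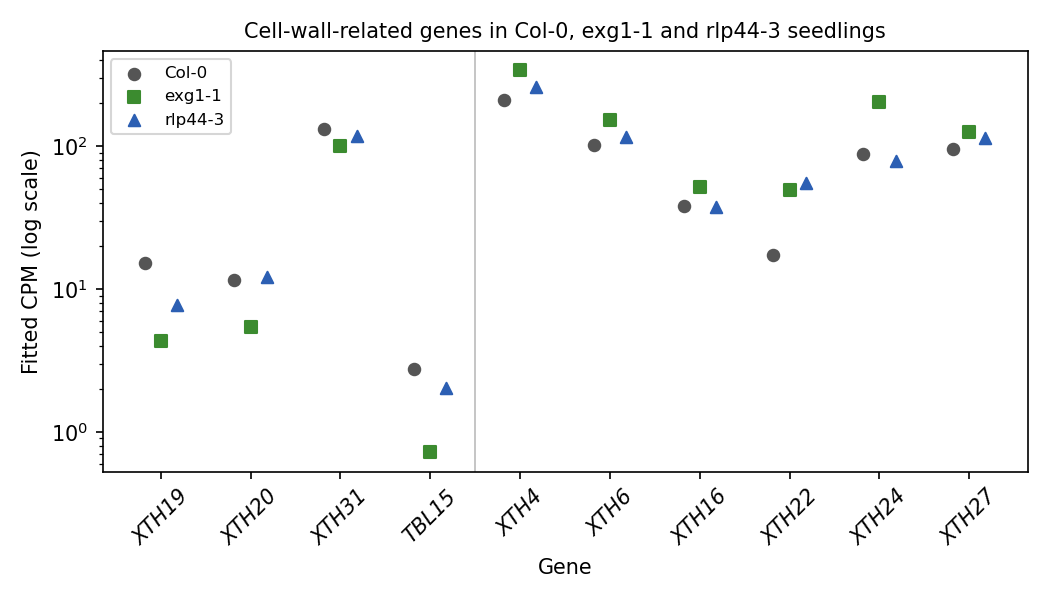
Fitted CPM (vertical log axis) of 10 cell-wall-related genes in Col-0 (circles), *exg1-1* (squares) and *rlp44-3* (triangles). Each point is the authors' fitted value for a genotype, without replicate error. Left of the line, the 4 downregulated genes lie lower in *exg1-1* than in Col-0, such as *XTH19* at 4.36 against 15.2, and right of it the 6 upregulated genes lie higher, such as *XTH24* at 203 against 88.2.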

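Expansins are proteins that loosen the cell wall. *EXPB3* (AT4G28250) fell from 175 to 90.0 fitted CPM in *exg1-1*, a log2 fold change of −0.96 (implied standard error 0.135, the paper's adjusted p = 5.53e-10, DESeq2). *EXPA15* (AT2G03090) followed with −0.82 (implied standard error 0.159) and *EXPA4* (AT2G39700) with −0.61 (implied standard error 0.139). *EXPA5* (AT3G29030), *EXPA8* (AT2G40610) and *EXPA3* (AT2G37640) had log2 fold changes of −0.50, −0.44 and −0.41, with implied standard errors of 0.139, 0.103 and 0.104. None of the 6 genes reached 2-fold under the main scaling, while *EXPB3* reached it with library totals (−1.01) and with upper quartile scaling. In *rlp44-3* none of the 6 was listed, and their log2 fold changes lay between −0.44 for *EXPA15* and −0.07 for *EXPA3*.

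Of the 38 expansin family members in the annotation, 23 passed the filter on low values, and 19 of these were lower in *exg1-1*, with a median log2 fold change of −0.36. This median was lower than that of all 10000 random lists of the same size and expression, 95% of which had a median between −0.13 and 0.11. It ranged from −0.41 to −0.33 over the scalings and filters tried. In *rlp44-3*, 20 of the 23 were lower, with a median of −0.18, where 95% of random lists lay between −0.08 and 0.08. Since the paper picked members of this family from the same libraries, the median was also taken without the expansins it names. It was −0.29 in *exg1-1* (percentile 0.11 among random lists) over the 16 others, of which 13 were lower. In *rlp44-3* it was −0.23 (percentile 0.01), also with 13 lower, so the fall was not limited to *exg1-1*. Both medians were taken against the same Col-0 libraries, so a difference of Col-0 alone could lower the family in both mutants. The random lists treat genes as independent and carry no replicate spread, so these percentiles are no test of an effect of the mutations.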

Genes enriched for cell-wall loosening, including *EXPANSIN B3* (*EXPB3*), *EXPA3*, *EXPA4*, *EXPA5*, *EXPA8*, and *EXPA15*, were also downregulated (Supplemental Data 2). Genes related to stress response, such as *RESPONSE TO DESICCATION 29A* (*RD29A*), *KIN1*, *COR6.6*, *COLD RELATED 15B* (*COR15B*), and *ETHYLENE RESPONSE FACTOR 104* (*ERF104*), were also differentially expressed. 

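*RD29A* (AT5G52310) had a log2 fold change of −0.66 in *exg1-1* (implied standard error 0.158, the paper's adjusted p = 0.0016, DESeq2), at 1008 reads per Col-0 library and 808 per *exg1-1* library before scaling. *KIN1* (AT5G15960) fell the most of the 5 genes, from 23.0 to 4.06 fitted CPM, a log2 fold change of −2.50 with the largest implied standard error, 0.568. *COR6.6* (AT5G15970) fell from 151 to 75.2 CPM (implied standard error 0.135) and *COR15B* (AT2G42530) had a log2 fold change of −1.54 (implied standard error 0.182). *KIN1* and *COR6.6* lie side by side and are near-identical copies, as are *COR15A* and *COR15B*, so reads shared between copies make the single values uncertain, and *COR15B* overlaps a gene on the other strand. *ERF104* (AT5G61600) went up, with a log2 fold change of 0.81 (implied standard error 0.258, the paper's adjusted p = 0.0368, DESeq2), from 4.44 to 7.80 CPM.

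In *rlp44-3*, *RD29A*, *COR6.6* and *COR15B* were also listed as downregulated, with log2 fold changes of −0.84, −0.61 and −0.85, and *ERF104* as upregulated with 1.59. *KIN1* was not listed in *rlp44-3*, where its log2 fold change was −1.62. Over a list of 18 genes induced by abscisic acid or cold, of which 17 passed the filter, 16 were lower than in Col-0 in *exg1-1* and 16 in *rlp44-3*. The median log2 fold change was −1.13 in *exg1-1* and −0.84 in *rlp44-3*. The paper listed 11 of the 17 as downregulated in *exg1-1* and 7 in *rlp44-3*, and its tables had been read when the list was fixed, so the position of these medians among random lists is no test and is not given. All 13 kept genes of a seed list, *ECP63* and *ATOEP16-2* among them, were also lower in each mutant. Their medians were −3.14 in *exg1-1* and −3.57 in *rlp44-3*. Seed material or later germination in Col-0 therefore stays open as a source of the lower abscisic acid and cold genes.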

We then compared the gene expression profiles of *exg1-1* and *rlp44-3*, and observed a significant overlap between their profiles (Figure 5C). 

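The paper's lists had 84 upregulated genes in common, 65.1% of the 129 upregulated in *rlp44-3*, and 17 downregulated genes in common, 40.5% of the 42 in *rlp44-3*. Lists drawn independently from the 19454 kept genes would share 4.03 and 0.797, but these lists are not independent, because both comparisons used the same Col-0 libraries. Only AT1G29090 was listed in opposite directions, with a log2 fold change of 1.52 in *exg1-1* (implied standard error 0.347) and −2.11 in *rlp44-3* (implied standard error 0.434). The 84 upregulated genes had a median log2 fold change of 0.78 in *exg1-1* and 0.87 in *rlp44-3*, and 53 of them rose more in *rlp44-3*. The 17 downregulated genes had medians of −0.95 and −0.85. Of the genes listed in *exg1-1* only, 407 of 524 upregulated (77.7%) and 261 of 352 downregulated genes (74.1%) had the same direction in *rlp44-3*. Of those listed in *rlp44-3* only, 40 of 45 upregulated (88.9%) and 17 of 25 downregulated genes (68%) had the same direction in *exg1-1*. AT1G29090, listed in both but in opposite directions, is counted here in each.

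The common Col-0 libraries make both comparisons alike without any effect of the mutations. Across the 19454 kept genes, which are not independent replicates, the log2 fold changes of both mutants had a Pearson correlation of 0.549 and a Spearman correlation of 0.400. In 20 simulations of unchanged groups against shared Col-0 libraries, with a dispersion of 0.01, the Pearson correlation averaged 0.538, from 0.524 to 0.558, and the observed value lay within that range. With a dispersion of 0.0902, it averaged 0.512, from 0.496 to 0.520, and the observed value lay above it. The Spearman correlation averaged 0.500 and 0.491 in these simulations. The same direction in both mutants was seen for 63.6% of kept genes, where the simulations gave 67.7% and 67%. When as many genes as the paper lists were taken from each simulated comparison by the size of their change over its error, the direction was the same in the other comparison for 92.4% and 91% of the 977 genes and for 96.4% and 96% of the 171. In the data it was 78.7% of the 977 genes listed in *exg1-1* and 92.4% of the 171 listed in *rlp44-3*. Lists of the paper's sizes taken in this way for each direction had a mean of 44.4 upregulated genes in common at the lower dispersion and 51.5 at the higher one, at most 57 and 61, where the paper's lists had 84. For downregulated genes the mean was 10.9 and 8.4, at most 14 and 12, where the paper's lists had 17. Of the kept genes, 47 were at least 2-fold higher and 118 at least 2-fold lower in both mutants. The simulations gave at most 10 and 4 such genes at the lower dispersion, and at most 44 and 17 at the higher one. Both dispersions were derived from the implied standard errors, since the deposited values hold no spread. These exist for listed genes only, so unlisted genes with a larger spread are not covered by the simulations. The paper describes the overlap as significant from its own hypergeometric test (Figure 5C), and takes the shared genes as a common set affected by *EXG1* and *RLP44*.

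**Figure D2:**
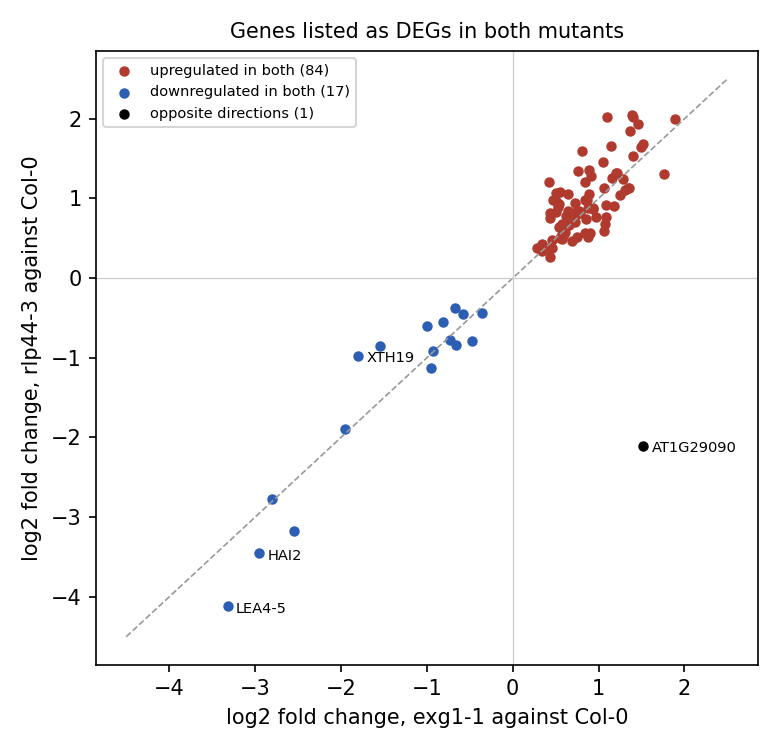
Log2 fold change against Col-0 in *exg1-1* (horizontal axis) and *rlp44-3* (vertical axis) of the genes listed as DEGs in both mutants. Each point is a gene, without replicate error, and the dashed line marks equal change. The 84 upregulated and 17 downregulated genes lie along the line, and AT1G29090 lies apart at 1.52 and −2.11.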

We selected a subset of genes based on those most highly expressed and analyzed their transcription dynamics during graft formation based on an existing dataset (Melnyk et al., 2018). 

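Of the 84 genes upregulated in both mutants, 12 had a log2 fold change of at least 1.5 in 1 mutant or both, and 7 of the 17 downregulated genes fell by at least 1.5 in 1 mutant or both, which matches the numbers of genes shown in the heatmaps. The grafting data themselves were not analysed here.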

We found that the overlapping upregulated genes in the genome-wide transcriptomic analyses were also those highly upregulated in the grafted bottom, whereas overlapping downregulated genes showed no clear trend (Figure 5D and 5E). These results demonstrate that *EXG1* and *RLP44* affect a common set of genes and provide targets in the rootstock that might explain changes in grafting success. 

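The mutants were also compared with each other. None of the 84 shared upregulated and 17 shared downregulated genes differed 2-fold between *exg1-1* and *rlp44-3*. The log2 ratio of *exg1-1* to *rlp44-3* ranged from −0.92 to 0.48 over the upregulated and from −0.83 to 0.80 over the downregulated genes, with medians of −0.08 and −0.02. These genes were selected for a change from the same Col-0 libraries in the same direction, which by itself makes their values in the mutants alike. Among all kept genes, 391 were at least 2-fold apart between the mutants, and the interquartile range of the log2 ratio was 0.306. No test of these differences was possible without replicate values.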

We selected *EXORDIUM LIKE 3* (*EXL3*), which was one of the 22 genes shortlisted (Figure 1A) and a common upregulated gene in *exg1-1* and *rlp44-3* (Supplemental Figure 6G; Supplemental Data 2 and 3). 

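*EXL3* (AT5G51550) had 69.5 fitted CPM in Col-0, 84.6 in *exg1-1* and 90.6 in *rlp44-3*, at 634, 980 and 1026 reads per library. The log2 fold change was 0.28 in *exg1-1* (implied standard error 0.093, the paper's adjusted p = 0.0442, DESeq2) and 0.38 in *rlp44-3* (implied standard error 0.092, the paper's adjusted p = 0.0065, DESeq2). The rise in *exg1-1* was the smallest of the 84 shared upregulated genes. The mutants differed from each other by −0.10 on the log2 scale, about the size of 1 implied standard error.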

An *exl3* mutant showed reduced graft phloem reconnection and reduced VISUAL ectopic xylem formation (Supplemental Figure 6H–6J), consistent with this gene being important for vascular formation and a possible candidate for how *exg1* and *rlp44* mutations enhanced grafting.

To understand the biological relationship between *EXG1* and *RLP44*, we generated various double-mutant combinations (Supplemental Figure 6K). We analyzed ectopic xylem formation with VISUAL and observed that *exg1-1 rlp44-3* showed similar enhanced ectopic xylem levels compared with *exg1-1* and *rlp44-3* single mutants (Figure 5F and 5G). The *exg1-1 RLP44ox* plants had lower ectopic xylem levels more similar to those of *exg1-1* (Figure 5F and 5G). A similar trend was also observed with the metaxylem cell file numbers in the roots of *exg1-1 RLP44ox* plants (Supplemental Figure 6L). These data suggest that *EXG1* and *RLP44* act in the same genetic pathway and that *EXG1* function is required for the *RLP44ox* phenotype.

## Discussion

In this study, we identified *EXG1* as a stress-responsive gene that represses vascular differentiation. Upon wounding, induction of *EXG1* was rapid, occurring between 10 min and 6 h after cutting (Figures 1 and 6), suggesting its regulation by hormones, reactive oxygen species, cell-wall modifications, turgor pressure, or other rapid responses (Hoermayer et al., 2020; Bellandi et al., 2022; Zhang et al., 2022). *EXG1* upregulation occurred with various biotic and abiotic stressors that cause tissue damage or tissue invasion, demonstrating a common plant response. Unlike short-acting defense responses that occur during plant grafting (Melnyk et al., 2018), *EXG1* induction lasted for several days, suggesting it had developmental roles during regeneration. *exg1* mutants showed reduced callus formation yet enhanced phloem connectivity, xylem connectivity, and tissue attachment during wounding or grafting. To our knowledge, *exg1* is the first identified recessive mutation that enhances grafting success. These phenotypes were surprising, given the rapid and strong induction of *EXG1* by grafting, suggesting that induction of a negative regulator is of benefit. Moreover, *exg1* increased graft attachment rates but reduced cambium levels (Figures 1 and 2). Given the importance of cambium during grafting (Melnyk, 2017c; Melnyk et al., 2018), our results seem paradoxical but could be explained by an enhancement of attachment or earlier vascular differentiation in *exg1* despite limited cambium formation. We did not observe any vascular- or cambium-related genes differentially expressed in *exg1* (Supplemental Figure 6). In contrast, we found genes differentially expressed in *exg1* that were related to cell-wall dynamics and modifications (Supplemental Data 2 and 4). We propose that *EXG1* contributes to cambial divisions but represses vascular differentiation by affecting cell-wall-related genes. Such cell-wall changes could explain the enhanced tissue attachment, which is often pectin related during grafting (Feng et al., 2024), and changes in cambium cell size (Figures 1 and 2) in its mutants. Modifying cell-wall-related genes, including a pectin lyase-like gene, is known to affect phloem, xylem, and cambium formation (Bush et al., 2022; Kalmbach et al., 2023), consistent with a link between cell walls and vascular development. *EXG1* also plays important developmental roles under non-stress conditions and might promote cell division at the expense of cellular differentiation during vascular development.

The molecular and biochemical function of EXG1 remains elusive, but *in silico* analyses have found two Domains of Unknown Function 642 (DUF642) in the EXG1 protein (Vázquez-Lobo et al., 2012). DUF642 is a highly conserved protein family in spermatophytes involved in cell-wall modification, cell-wall maintenance (Salazar-Iribe et al., 2016; Cruz-Valderrama et al., 2019), and, in *Amaranthus*, abiotic stress response (Palmeros-Suárez et al., 2017). EXG1 has also been found in cell-wall proteomes and interacts with cellulose and hemicellulose *in vitro* (Borner et al., 2003; Ndimba et al., 2003; Vázquez-Lobo et al., 2012). Our own analyses suggest that the EXG1 protein is localized in the cell wall or extracellular space (Supplemental Figure 2A–2F; Supplemental Data 4) (Krogh et al., 2001; Jumper et al., 2021; Teufel et al., 2022; Varadi et al., 2022). Analyses of DEGs in *exg1* revealed that many genes related to cell-wall organization, biogenesis, and cell-wall loosening. *XTH4*, which affects xylem cell expansion and secondary cell-wall development (Kushwah et al., 2020), were upregulated when *EXG1* function was lost. 

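Of the expansin genes that the paper discusses for the *exg1-1* transcriptome, *EXPA16* (AT3G55500) had 1.38 fitted CPM in Col-0, 1.40 in *exg1-1* and 0.972 in *rlp44-3*. Its log2 fold change was 0.03 in *exg1-1* and −0.50 in *rlp44-3*, at 12.6, 16.2 and 11 reads per library in Col-0, *exg1-1* and *rlp44-3*, and it was in neither of the paper's lists. With library totals or upper quartile scaling the *exg1-1* value was −0.02. *EXPA4* fell from 38.6 CPM in Col-0 to 25.3 in *exg1-1*, and *EXPA8* from 107 to 79.1.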

Multiple genes encoding expansins such as *EXPA4*, *EXPA8*, *EXPA16*, and *EXPB3* were also downregulated in *exg1*. We thus speculate that *EXG1* appears to be closely linked to cell-wall function and cell-wall signaling. Previous analyses found that *EXG1* mRNA is highly expressed in developing seeds. Thus, and it is possible that *EXG1* is relevant to some aspects of seed germination such as pectin-related mucilage formation (Vázquez-Lobo et al., 2012; Garza-Caligaris et al., 2012). Further work is needed to understand EXG1’s precise molecular function and its function in the cell wall, including interactions with pectin and cellulose.

Although we obtained little evidence for a consistent brassinosteroid response at the graft junction, many brassinosteroid genes were needed for efficient grafting success (Figure 4). *RLP44* was exceptional since it repressed grafting success. Previously, this gene has been implicated in promoting cambium and repressing xylem formation (Wolf et al., 2014; Holzwart et al., 2018). In this study, we verified and extended these observations to demonstrate that *RLP44* was activated by wounding and suppressed vascular regeneration and graft formation (Figures 3 and 4). Although *RLP44* and *EXG1* mutants were phenotypically indistinguishable in our assays, the cellular localization of *RLP44* was primarily in the vascular cylinder, whereas *EXG1* was primarily in the epidermis and cortex in root tips and more broadly expressed in hypocotyls (Figure 5A and 5B). During grafting or wound healing, *EXG1* was activated earlier than *RLP44*, and both proteins were induced in similar tissues (Figure 5B; Supplemental Figure 6C). The differential activation of *RLP44* and its non-overlapping expression pattern with *EXG1* suggest that these two proteins may have independent cell-specific roles or, potentially, proteins or RNAs are cell-to-cell mobile so as to function in the same cell. Cell-wall-derived signals are proposed to act non-autonomously to regulate vascular development (Bush et al., 2022), and *EXG1* may be related to such a signal that promotes cell proliferation.

The transcriptomic overlap between *exg1* and *rlp44* identified numerous genes regulated in common, including *EXL3*, *XTH19*, *COR15B*, *HIGHLY ABA-INDUCED PP2C GENE 2* (*HAI2*), *XTH22*, *ERF104*, and *AT1G25400*, many of which have been implicated in cell-wall changes (Cosgrove, 2000, 2016; Miedes et al., 2013). Such overlapping genes may present factors that distinguish cell division from differentiation and deserve further investigation. 

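*HAI2* (AT1G07430) encodes a protein phosphatase induced by abscisic acid. It had 2.596 fitted CPM in Col-0, 0.335 in *exg1-1* and 0.237 in *rlp44-3*, with log2 fold changes of −2.95 (implied standard error 0.869, the paper's adjusted p = 0.0185, DESeq2) and −3.45 (implied standard error 0.914, the paper's adjusted p = 0.0234, DESeq2). These rest on 23.7, 3.88 and 2.68 reads per library. AT1G25400 rose from 3.38 CPM in Col-0 to 8.97 in *exg1-1* and 9.76 in *rlp44-3*, log2 fold changes of 1.41 (implied standard error 0.268) and 1.53 (implied standard error 0.267). For both genes the difference between the mutants, 0.50 and −0.12 on the log2 scale, was smaller than the implied standard error of either comparison.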

Our epistasis analysis found that single and double mutants of *EXG1* and *RLP44* looked phenotypically the same, suggesting these genes may act in the same pathway (Figure 5F and 5G; Supplemental Figure 6K). A combined line between *exg1* and *RLP44ox* also supported a role for *EXG1* acting downstream of, or together with, *RLP44*, although RNA levels of the *RLP44* transgene were slightly reduced in the *exg1* background (Supplemental Figure 6M and 6N). Such activation of two negative regulators during graft formation could be important to balance or modify the speed of cambial proliferation and cellular differentiation. In summary, we propose a model in which *EXG1* responds to stress and, through interactions with *RLP44*, mediates cell-wall signaling to repress vascular differentiation and promote cambial proliferation (Figure 5H). Such a framework could help modify grafting success and the regenerative abilities of plants.

## Methods

### Plant material and growth conditions

*A. thaliana* accession Col-0 was used as the wild-type control in this study, and all mutants used are in the Col-0 background unless mentioned otherwise. A list of mutants used in this study is described in Supplemental Table 1. Primers used for checking homozygosity or for transcript quantification are described in Supplemental Tables 2 and 3. Seeds were surface sterilized with 75% (v/v) ethanol for 20 min and then 99.5% (v/v) ethanol for 5 min and then dried in a sterile hood. Sterilized seeds were then placed on half-strength Murashige and Skoog (MS) (Murashige and Skoog, 1962) medium with 1.2% plant agar unless mentioned otherwise. Seeds stratified for 48–72 h in 4°C were moved to the growth chamber under short-day conditions (8 h light/16 h dark, ∼110 mmol m^−2^ s^−1^, 20°C, Conviron A1000 chamber) or long-day conditions (16 h light/8 h dark, 120 mmol m^−2^ s^−1^, 22°C day temperature, and 20°C night temperature) unless mentioned otherwise. Plates were kept vertically for vertical plant growth.

### Plasmid construction and transgenic line generation

To generate *EXG1pro:GFP* and *EXG1pro:EXG1-GFP*, a 2112 bp promoter region as described in Salazar-Iribe et al. (2016) and the *EXG1* coding sequence without a stop codon were cloned into the promoter module (A–B overhang) and CDS module (C–D overhang), respectively, in the GreenGate cloning system (Lampropoulos et al., 2013). Following the cloning protocol, all necessary modules, including the GFP coding sequence module (C–D overhang) for *EXG1pro:GFP*, the GFP linker sequence (D–E overhang), and the mCherry linker sequence (D–E overhang) module were used in the final cloning reaction to create *EXG1pro:GFP*, *EXG1pro:EXG1-GFP*, and *EVP1pro:EXG1-mCherry*, respectively. The module for selection was obtained from pHDE-35S-Cas9-mCherry-UBQ, which was a gift from Yunde Zhao (Addgene plasmid no. 78932; http://n2t.net/addgene:78932; RRID: Addgene_78932) (Gao et al., 2016). Transgenic lines were generated using the floral dip method (Clough and Bent, 1998). All primers used for cloning are listed in Supplemental Table 4.

### Ectopic xylem formation in cotyledons

Ectopic xylem formation assays were performed according to a previously published method VISUAL (Kondo et al., 2015, 2016), with one minor change in the induction medium with the addition of BF-170 (Nurani et al., 2020), a lignin-binding secondary cell-wall indicator for easier imaging of xylem. In brief, *Arabidopsis* seeds were grown for 6 days under 24 h light conditions. The cotyledons were then excised and transferred to induction medium. At the end of the 4-day induction period, cotyledons were fixed overnight in a solution of acetic acid and 99.5% ethanol (1:3, v/v). Samples were then placed in a chloral hydrate solution and mounted on slides with chloral hydrate for visualization of autofluorescence (UV filter) with a Leica M205 FA stereo fluorescence microscope. The area of ectopic xylem was calculated from autofluorescence levels using Fiji and normalized to the total cotyledon area. Cotyledon veins were excluded from the quantification.

### Plant micrografting and attachment

Seven-day-old short-day-grown seedlings were used for micrografting (Melnyk, 2017b). In brief, for attachment assays, grafted plants were picked up with forceps at the root–hypocotyl junction and placed back down at 1 and 2 DAG. If the scion remained attached during the entire movement, the plant was scored as positive for attachment. Percentage attached grafts was calculated as a function of the number of attached grafts to the total grafted plants. For the phloem reconnection assay, the cotyledon was damaged with forceps, and CFDA was placed on the wound site. Phloem reconnection was scored successful if the fluorescent signal appeared in the root after 1 h at tested time points. Percentage phloem reconnection was calculated as a function of the number of plants with fluorescent roots versus number of plants grafted. New plants were used for each time point. For the xylem reconnection assay, the root was cut 1–2 cm below the hypocotyl and then CFDA was dropped on the wound site. After 20 min, xylem reconnection was scored successful if the fluorescent signal was found in the cotyledon at tested time points. Percentage xylem reconnection was calculated as a function of the number of plants with fluorescent cotyledons versus number of plants grafted. New plants were used for each time point. For imaging reporters during grafting, tissues were collected 1 and 5 DAG, fixed with 4% paraformaldehyde in PBS for 10 min, and cleared with ClearSee solution following a modified protocol from Ursache et al. (2018)

### Callus regeneration and wounding assays

Callus induction in petiole explants was performed using a previously published method with some changes (Iwase et al., 2017). Cotyledons with petioles were excised from 10-day-old, long-day-grown seedlings. They were then placed on full-strength MS medium plates supplemented with 1% sucrose and 0.6% Gelrite under long-day conditions. Callus induction in hypocotyl explants was performed using a previously published method with some changes (Iwase et al., 2011b). The seeds were grown in the dark to generate etiolation on MS medium supplemented with 0.05% MES, 0.5% sucrose, and 0.8% Gelrite. Seven days of dark growth was followed with a cut that was performed at approximately 7 mm above the hypocotyl–root junction to induce callus. After 8 days of induction, sample tissues from both petiole explants and hypocotyl explants were imaged with a Leica M205 FA stereo fluorescence microscope. Projected callus area in the image was measured using the freehand tool in Fiji. For imaging reporters during callus regeneration, tissues were collected 3 and 4 days post infection (dpi), fixed with 4% paraformaldehyde in PBS for 10 min, and cleared with ClearSee solution following a modified protocol from Ursache et al. (2018).

### Histological sections

To avoid lateral roots, 21-day-old long-day-grown seedling samples were cut 2 cm below the shoot tip and were collected and vacuum infiltrated using a fixation solution (1% glutaraldehyde, 4% formaldehyde, and 0.05 M sodium phosphate). After keeping in the fixation solution for at least overnight and subsequent ethanol dehydration, the samples were oriented with shoot pointing to the top in a mold, with the leaves removed. The samples were then infiltrated and embedded with Leica Historesin. Cross sections (2.5 μm thick) were cut 2 mm below the shoot–root junction with a Leica microtome, followed by staining with toluidine blue and imaging with a Zeiss Axioscope A1 microscope.

### Plasmolysis

Plants were stained with 0.1% Calcofluor white dissolved in water or 0.1% Calcofluor white dissolved in 0.6 M sorbitol for 15 min and then washed with water or 0.6 M sorbitol, respectively. Images were taken with a Zeiss LSM780 inverted Axio Observer. For Calcofluor white, 405 nm excitation and 410–451 nm emission were used; for reporter lines expressing mCherry, 561 nm excitation and 598–696 nm emission; and for tdTomato, 561 nm excitation and 576–691 nm emission. Images were taken with a 63× water objective with 2× digital magnification.

### Confocal microscopy

For confocal microscopy, roots were mounted in 10 μM propidium iodide (PI) solution between two coverslips and imaged immediately. Confocal micrographs were captured using a Zeiss LSM780 inverted Axio Observer with GaAsP detectors for *EXG1pro:GFP* and Zeiss LSM800 for *EXG1pro:EXG1-GFP* and *RLP44pro:RLP44-GFP*. For reporter lines expressing GFP and stained with PI, 488 nm excitation and 500–553 nm emission were used for both GFP and PI signals. For analysis of fluorescence during grafting, grafted plants were mounted on water between two coverslips and analyzed 24 h after grafting.

### Root xylem architecture

Sterilized and stratified seeds were placed on 25-mm-pore Sefar Nitex 03-25/19 mesh (Ramachandran et al., 2018) on a half-strength MS plate supplemented with 1.2% plant agar and then grown vertically in long-day conditions for 3 days. After 3 days the plants were transferred to half-strength MS, 1.2% plant agar plates supplemented with DMSO, or 10 nM epiBL and kept vertically in long-day conditions for an additional 3 days. Roots were mounted on chloral hydrate solution and imaged at 40× with a Zeiss Axioscope A1 with differential interference contrast to analyze xylem morphology.

### RNA isolation and quantitative real-time PCR

Total RNA was isolated using a Roti-Prep RNA MINI Kit. RNA samples were quantified using a NanoDrop ND-1000 spectrometer (Thermo Fisher Scientific). cDNA was prepared using 500 ng of total RNA using a Maxima First Strand cDNA Synthesis Kit containing oligo(dT) and random hexamer primers. The cDNA was diluted 1:9 with nuclease-free water. The iCycler iQ real-time PCR detection system with 10 μl reaction volumes (5 μl of 2× Maxima SYBR Green qPCR/ROX Master Mix, 1.2 μM forward and reverse primers, and 2.5 μl of diluted cDNA) was used to perform the qPCR. The program used for real time-qPCR was as follows: initial denaturation for 10 min at 95°C followed by 40 cycles of 95°C for 30 s and 60°C for 30 s. This was followed by a melt-curve analysis. Relative expression levels of selected genes were calculated using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001). For analysis of transcript levels in *exg1-1* and *exg1-2*, *UBC9*, *TIP41-like*, and *PP2A* were used as loading references (Czechowski et al., 2005).To analyze *EXG1* transcript levels during VISUAL, *APT1* was used as a loading reference (Gutierrez et al., 2008). Three biological replicates were prepared for each genotype.

### Preparation, sequencing and analysis of transcriptomic library

For RNA sequencing library preparation, 200 ng of total RNA extracted from 7-day old, short-day-grown seedlings was treated using a Poly(A) mRNA Magnetic Isolation Module kit. The library was prepared with the resulting mRNA using a NEBNext Ultra II Directional RNA Library Prep Kit for Illumina and NEBNext Multiplex Oligos for Illumina. Libraries were sequenced at Novogene on a NovaSeq 6000 in 150 bp paired-end mode. For RNA sequencing analyses, the raw data were cleaned using fastp to remove the low-quality reads (Chen et al., 2018). Hisat2 was used to map the cleaned reads to the *Arabidopsis* reference TAIR10 (Kim et al., 2015). Counts of reads were determined using HTseq-count (Anders et al., 2015). DEGs were defined using the DESeq2 R package. Genes with an adjusted *p* < 0.05 were considered to have statistically significant expression differences between samples, with wild-type Col-0 as the reference. The list of DEGs between *exg1-1* and Col-0 is provided in Supplemental Data 2. GO term enrichment analysis for *exg1-1* DEGs was performed using the GO term enrichment tool on TAIR relying on PANTHER (Ashburner et al., 2000; Mi and Thomas, 2009; Mi et al., 2013, 2019, 2021; Gene Ontology Consortium et al., 2021) and is provided in Supplemental Data 4. The list of DEGs between *rlp44-3* and Col-0 is provided in Supplemental Data 3. Heatmaps show the expression of common up- and downregulated genes in *exg1-1* and *rlp44-3* in wild-type Col-0 grafted top and grafted bottom during graft formation compared to ungrafted Col-0 by calculating log2(grafted/ungrafted) (Melnyk et al., 2018). A threshold of log2FC ≥ 1.5 or ≤ −1.5 for up- or downregulation in either or both *exg1-1* and *rlp44-3* was selected.

### Nematode infection assays

The nematode infection was performed following the protocol mentioned in previous reports (Anjam et al., 2020). Briefly, 12-day-old *Arabidopsis* plants grown on modified Knop medium were infected with approximately 100 freshly hatched surface-sterilized second-stage juvenile *H. schachtii*. Twelve days post infection, developed male and female nematodes were counted using a Leica MZ16 stereo zoom microscope. At 14 dpi, syncytia and females were imaged using a Leica MZ16 stereo zoom microscope mounted with a Leica MC190HD camera. The area of the corresponding images was measured using ImageJ.

### Statistical analyses

All statistical analyses were performed using R Studio with R version 4.2.0. Student’s *t*-test with two-tailed distribution or pairwise *t*-test with Benjamini–Hochberg adjustment was used to compare two groups in the case of normal distribution; otherwise, Wilcoxon’s signed rank test was used. For categorical values, Fisher’s exact test with Benjamini–Hochberg correction was used. For comparison between multiple groups, one-way ANOVA followed by a *post hoc* Tukey HSD test was performed. A *p* < 0.05 was considered statistically significant.

## Data and code availability

All data are available from the corresponding author upon request. mRNA sequencing data from this study have been deposited in the Gene Expression Omnibus database https://www.ncbi.nlm.nih.gov/geo under accession GEO: GSE224565. Other sequence data from this article can be found in the EMBL/GenBank data libraries under the following accession numbers: *EXG1*, AT3G08030; *CIPK5*, AT5G10930; *LTPG5*, AT3G22600; *SVB5*, AT4G24130; *RLP44*, AT3G49750; *EXL3*, AT5G51550; *BRI1*, AT4G39400; *BES1*, AT1G19350; *BZR1*, AT1G75080; and *BIN2*, AT4G18710.

## Funding

S.M. and C.W.M. were supported by a Vetenskapsrådet grant (2017-05122). A.Z. and C.W.M. were supported by a Wallenberg Academy Fellowship (2016-0274). F.A., C.M. and C.W.M. were supported by a European Research Council starting grant (GRASP-805094). M.S.A. and P.M. were supported by a Vetenskapsrådet grant (2019-05634) and an MSCA Postdoctoral Fellowship (101066035-PREENER).

## Acknowledgments

We thank the Nottingham Arabidopsis Seed Center (NASC), Sebastian Wolf (University of Tübingen, Germany), Yuki Kondo (Kobe University, Japan), and RIKEN BRC for materials. We would also like to thank Igor Sabljic (Swedish University of Agricultural Sciences) for help with protein prediction software and Abdul Kareem V.K. (Swedish University of Agricultural Sciences) for confocal microscopy assistance. No conflict of interest is declared.

## Author contributions

S.M. and C.W.M. designed the study. S.M. and F.A. conducted the experiments, analyzed the data, and designed the figures. A.Z. performed the transcriptomic analyses. C.M. performed the histological sections. C.M. and S.M. analyzed the histological data. M.S.A. and P.M. performed and analyzed nematode infection data. S.M. and C.W.M. wrote the manuscript. All authors approved the final manuscript. Funding acquisition was by M.S.A., P.M., and C.W.M.

# Supplementary material for: Damage activates EXG1 and RLP44 to suppress vascular differentiation during regeneration in Arabidopsis
**Source:** Plant Commun. 2025 Jan 16;6(4):101256. doi: 10.1016/j.xplc.2025.101256
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S4

**Plant Communications, Volume 6**

**Supplemental information**

**Damage activates *EXG1* and *RLP44* to suppress vascular differentiation during regeneration in *Arabidopsis***

**Shamik Mazumdar, Frauke Augstein, Ai Zhang, Constance Musseau, Muhammad Shahzad Anjam, Peter Marhavy, and Charles W. Melnyk**

# Damage activates *EXG1* and *RLP44* to suppress vascular differentiation during regeneration in *Arabidopsis*

Shamik Mazumdar<sup>1,a</sup>, Frauke Augstein<sup>1</sup>, Ai Zhang<sup>1,b</sup>, Constance Musseau<sup>1,c</sup>, Muhammad Shahzad Anjam<sup>2</sup>, Peter Marhavy<sup>2</sup>, Charles W. Melnyk<sup>1\*</sup>

a - Present address: Department of Molecular Sciences, Linnean Center for Plant Biology, Swedish University of Agricultural Sciences, Almas allé 5, 756 51, Uppsala, Sweden

b - present address: College of Life Sciences, Northwest A&F University, No.3 Taicheng Road, Yangling, Shaanxi, China, 712100

c - Present address: Syngenta Seeds, Westeinde 62, 1601 BK Enkhuizen, Netherlands

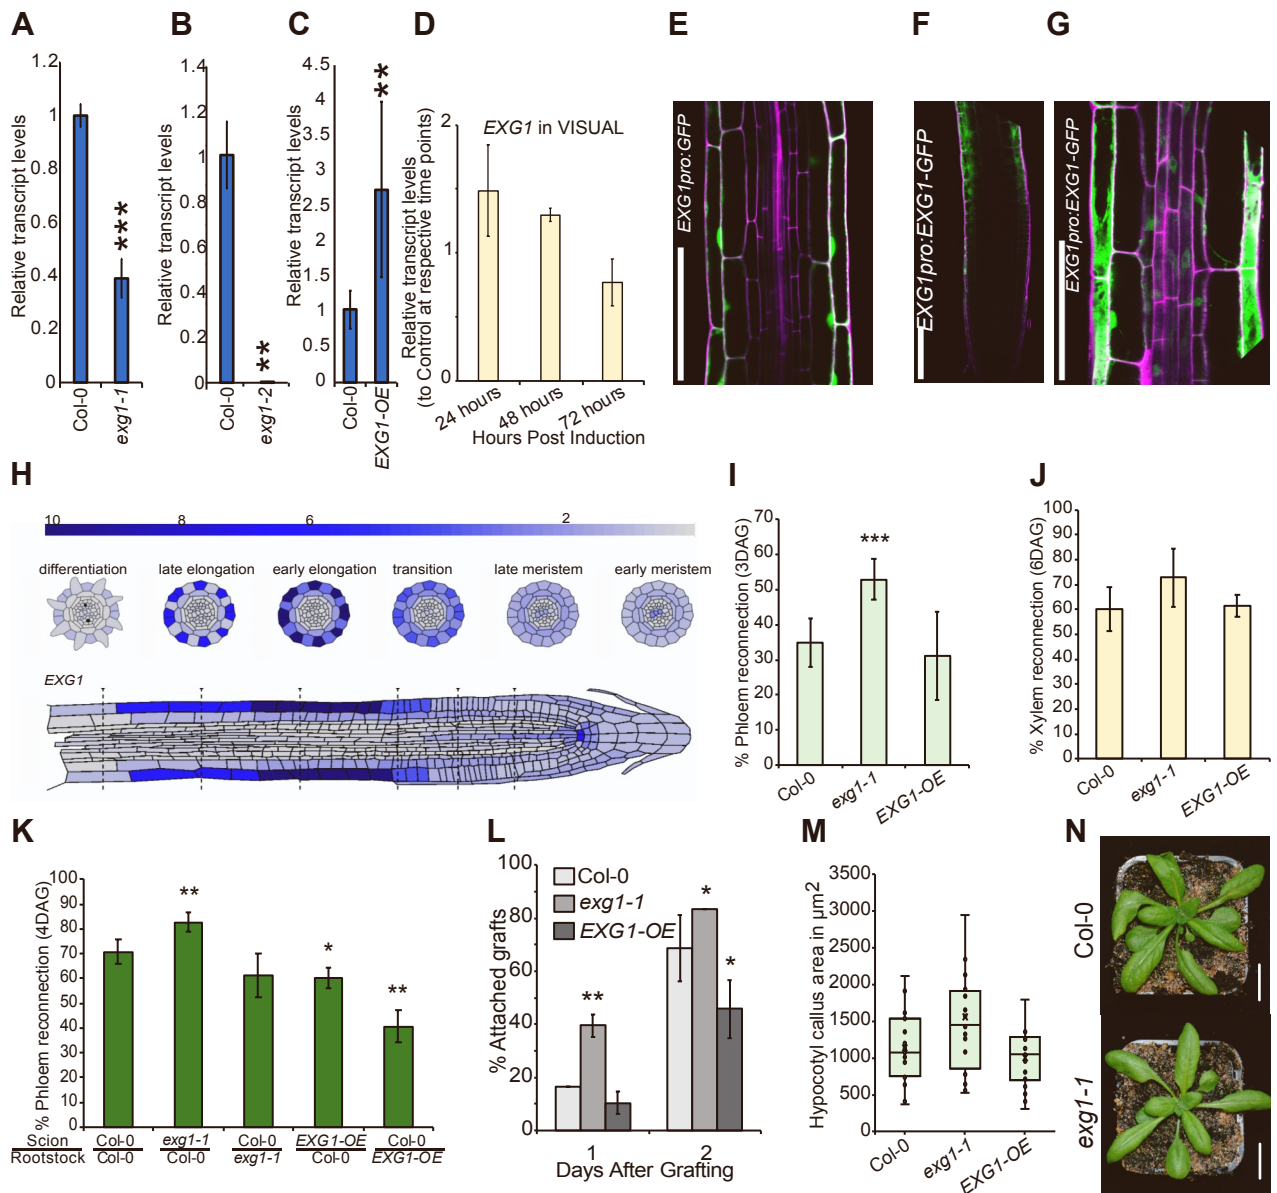

**Supplemental Figure 1. *EXG1* expression levels, phenotypes.** A-B. Expression of *EXG1* in *exg1-1* and *exg1-2* T-DNA insertion lines. C. Expression of *EXG1* in FOX hunting line *EXG1-OE*. D. Transcript levels of *EXG1* during VISUAL induction. E-F. *EXG1pro:GFP* fluorescence at the transition zone in the roots and at the root tip. G. *EXG1pro:EXG1-GFP* fluorescence at the transition zone in the roots. Cell walls stained by PI (magenta). Scale bar represents 100  $\mu m$ . H. *EXG1* expression pattern in different cell layers of the primary root as generated from Root Cell Atlas (<https://rootcellatlas.org/>) Ryu et al., 2019; Denyer et al., 2019; Shulse et al., 2019; Jean-Baptiste et al., 2019; Wendrich et al., 2020; Shahan et al., 2022). I-J. Reconnection percentage of phloem (3 days after grafting – DAG) and xylem (6 DAG). The mean  $\pm$  SD of 4-5 experiments is shown. K. Reconnection percentage of phloem (4DAG) during *EXG1* heterografting. The mean  $\pm$  SD of 4 experiments is shown. L. Percentage of attached grafts at 1 DAG and 2 DAG. The mean  $\pm$  SD of 4 experiments is shown. M. Hypocotyl explant callus areas of *Col-0*, *exg1-1* and *EXG1-OE*. Dots represent individual samples. N. *Col-0* and *exg1-1* plants in pots. Scale bar represents 1 cm. Asterisks indicate significant differences compared to *Col-0*. For transcript levels significance was calculated using Student's t-test \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . For grafting and attachment assays significance was calculated by pairwise t-tests with Benjamini-Hochberg adjustment, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

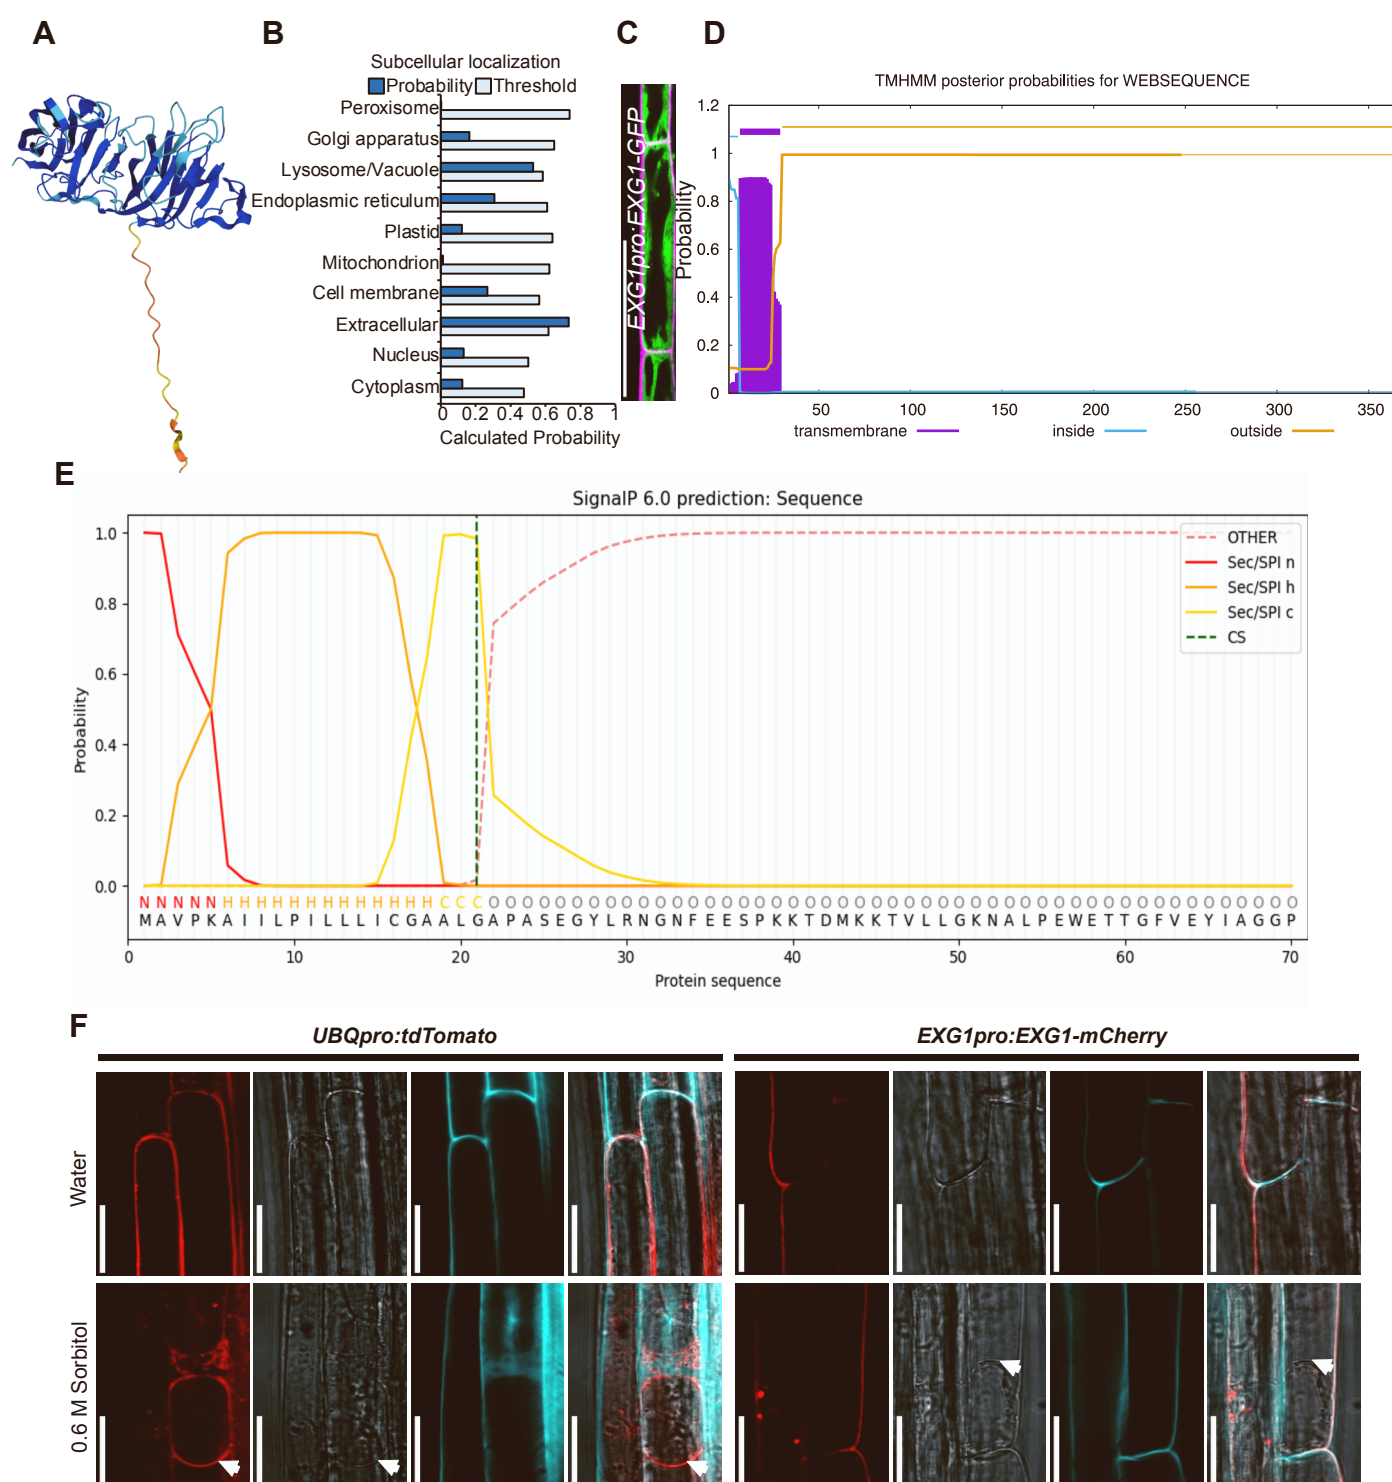

**Supplemental Figure 2. EXG1 protein predictions and subcellular localiations.** A. Predicted protein structure of EXG1 using AlphaFold 2.0 (Jumper et al., 2021; Varadi et al., 2021). B. Threshold and calculated probability of subcellular localization of the EXG1 protein, predicted using DeepLoc2.0 (Thumulari et al., 2022). C. *EXG1pro:EXG1-GFP* fluorescence in root tip epidermal cell. Cell walls stained by PI (magenta). Scale bar represents 50  $\mu$ m. D. Transmembrane domain prediction using TMHMM (Krogh et al., 2001). E. Signal sequence prediction using Signal IP6.0 (Teufel et al., 2022). (F) Images showing plasmolysis of *EXG1pro:EXG1-mCherry* and *UBQpro:tdTomato* (in red), cell wall marked by Calcofluor white (cyan) in water and 0.6M sorbitol. White arrows indicate plasma membrane. Scale bars represent 20  $\mu$ m.

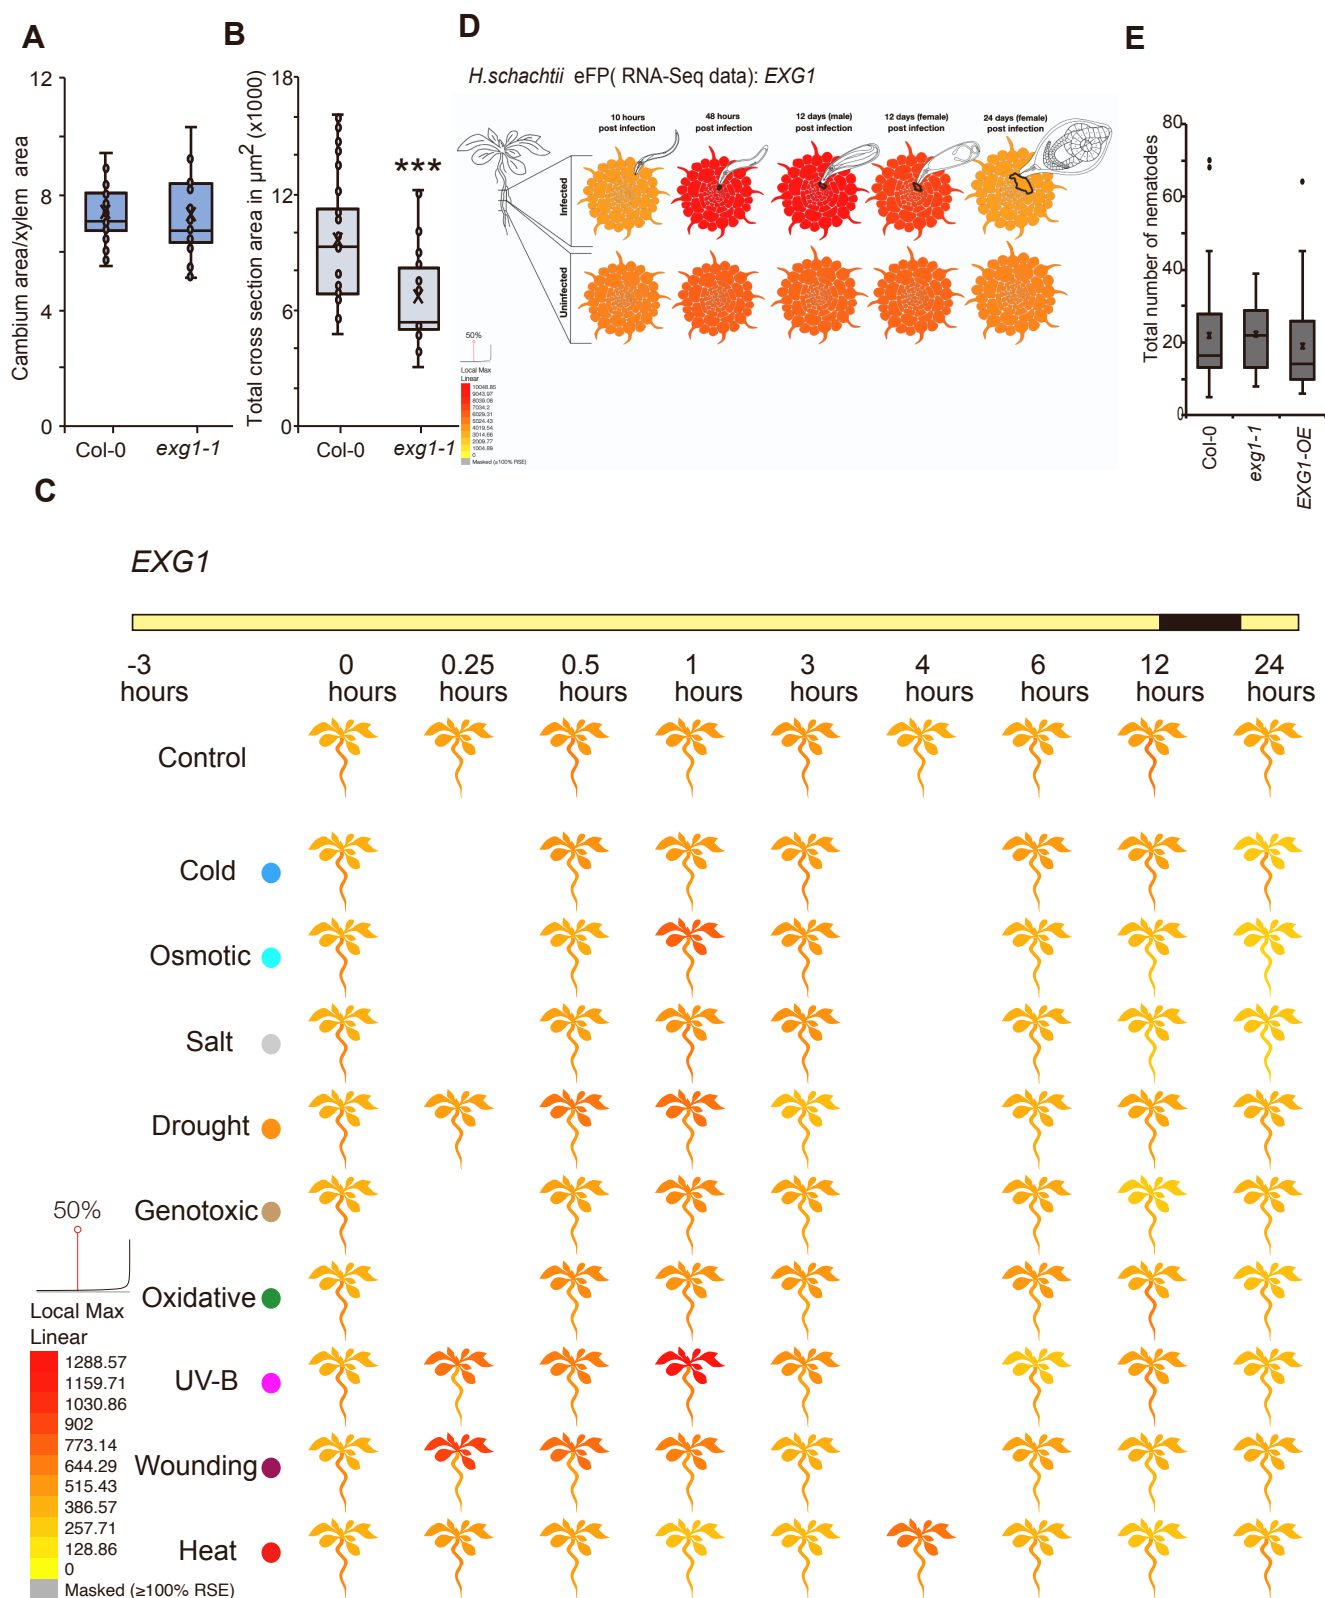

**Supplemental Figure 3. *In silico* expression profiles of *EXG1* during stress, nematode infection.** A. Cambium:xylem area quantifications. Dots represent individual samples. B. Total cross section area quantifications. Dots represent individual samples. C. *EXG1* expression during different abiotic stresses, eFP Browser profile (Kilian et al., 2007; Fucile et al., 2011). D. *EXG1* expression during *H. schachtii* infection. Data from ePlant (Fucile et al., 2011; Bar Toronto). E. Total number of nematodes per plant in Col-0, *exg1-1* and *EXG1-OE*. Dots indicate individual samples. Asterisks indicate statistical significance. For cross sections significance calculated by Wilcoxon's test, \*\*\*  $p < 0.001$ .

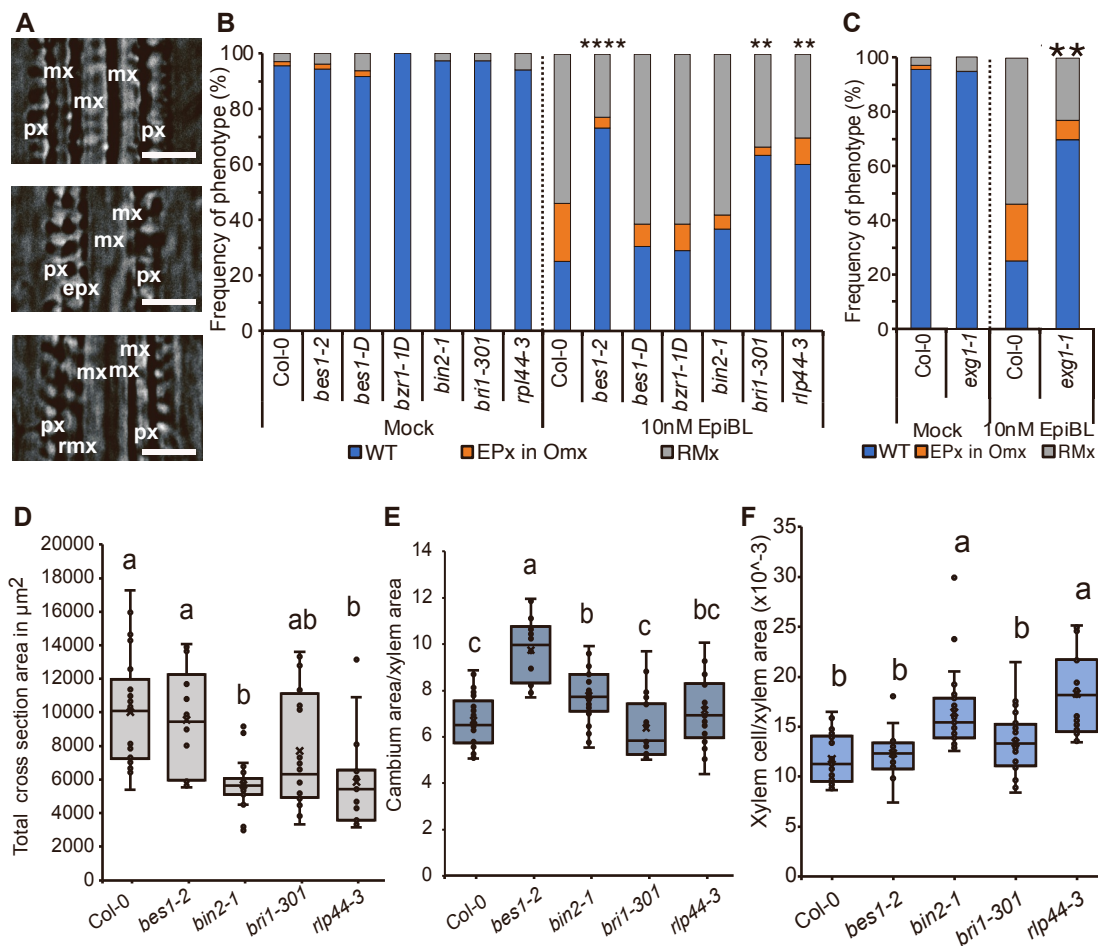

**Supplemental Figure 4. Brassinosteroid mutants and *RLP44* in non-wounded conditions.** A. Images showing primary root xylem phenotypes including protoxylem (px), metaxylem (mx), extra protoxylem (epx), reticulate metaxylem (rmx). Scale bar represents 200µM. B. Xylem phenotypes under mock and exogenous epiBL treatments: wild type (WT), extra protoxylem in outer metaxylem (EPx in Omx) or reticulate metaxylem (RMx) (n≥32). C. Xylem phenotypes of under mock and exogenous epiBL treatment: wild type (WT), extra protoxylem in outer metaxylem (EPx in Omx) or reticulate metaxylem (RMx) (n=50). D. Total cross section area comparisons. Dots represent samples. E. Cambium:xylem area comparisons. Dots represent samples. F. Xylem cell/ unit xylem area comparisons. Dots represent samples. Asterisks indicate statistical significance. For xylem phenotype significance was calculated by Fisher's exact test with Benjamini-Hochberg adjustment, \*\*p<0.01, \*\*\*\*p<0.0001. For cross section significance was calculated by One-way ANOVA, with Tukey's post-hoc test. Compact letters indicate significant differences.

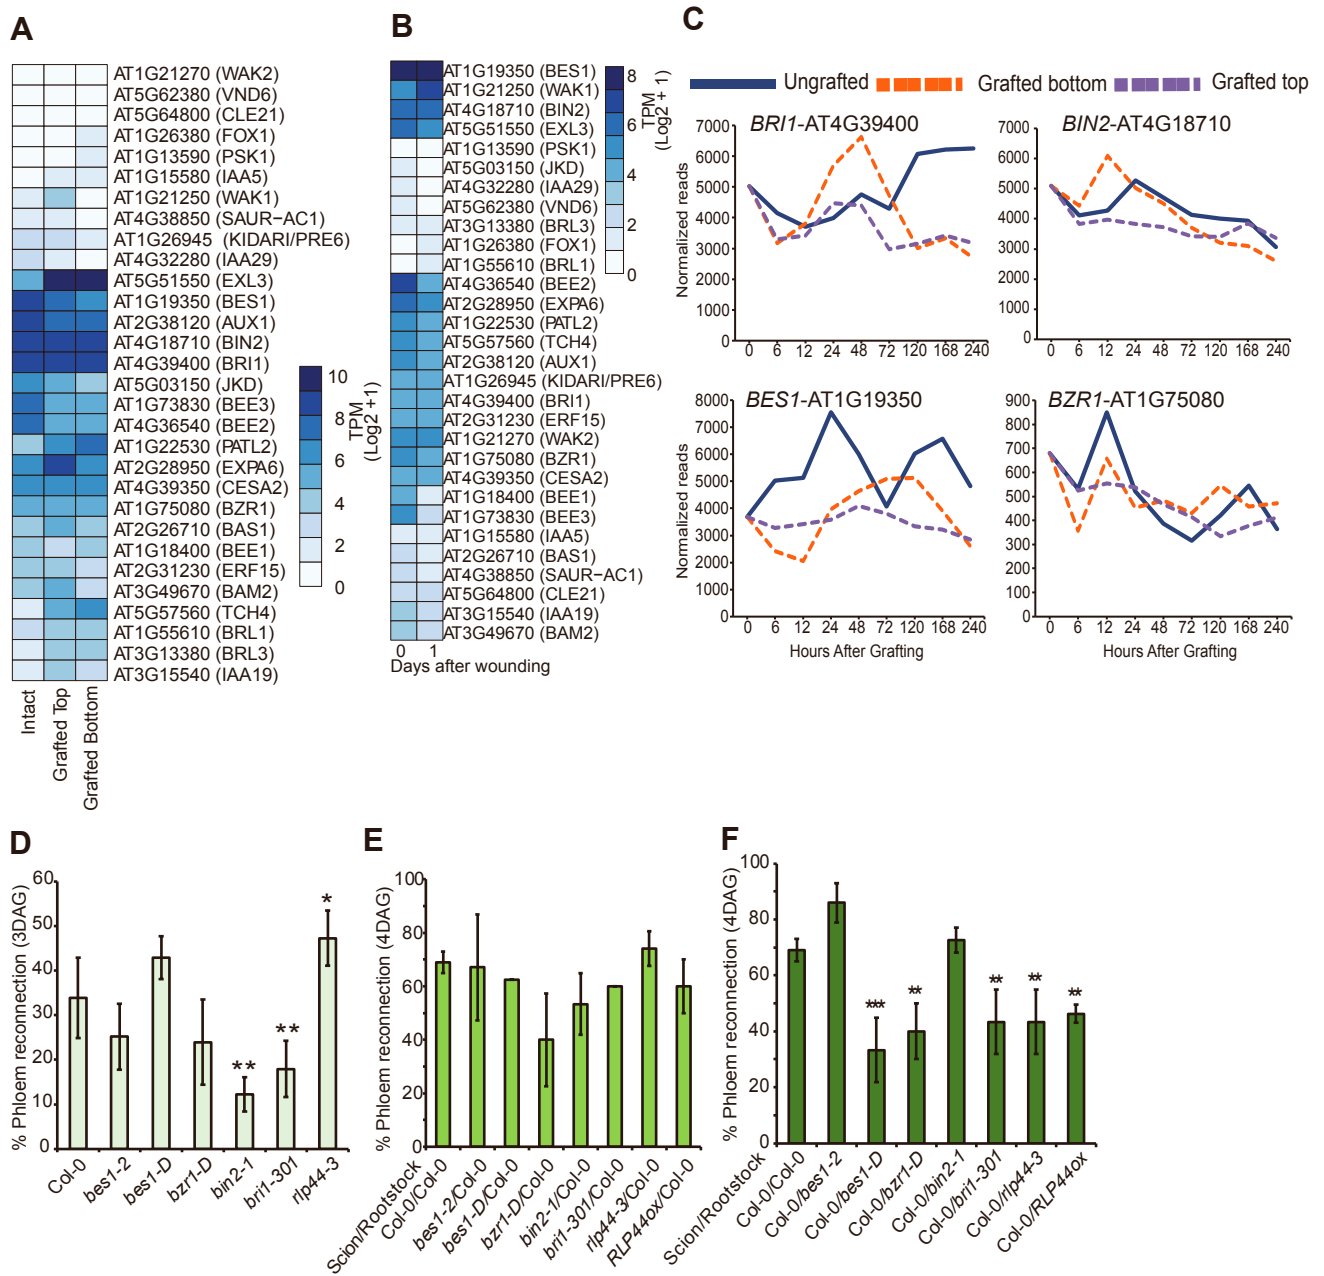

**Supplemental Figure 5: BR responses and requirements at the graft junction.** A. Heat map of the expression levels of brassinosteroid responsive genes at 24 hours after grafting (Zhang et al., 2022). B. Heat map of the expression levels of brassinosteroid responsive genes in petioles after wounding (Pan et al., 2019). C. Expression profile of brassinosteroid induced genes during graft formation (Melnik et al. 2018). D. Reconnection percentage of phloem (3DAG). Mean  $\pm$  SD of 4 experiments is shown. E-F. Reconnection percentage of phloem (4DAG) during heterografting. Mean  $\pm$  SD of 3 experiments is shown. Asterisks indicate statistical significance. For grafting assays significance calculated by pairwise t-tests with Benjamini-Hochberg adjustment \* $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

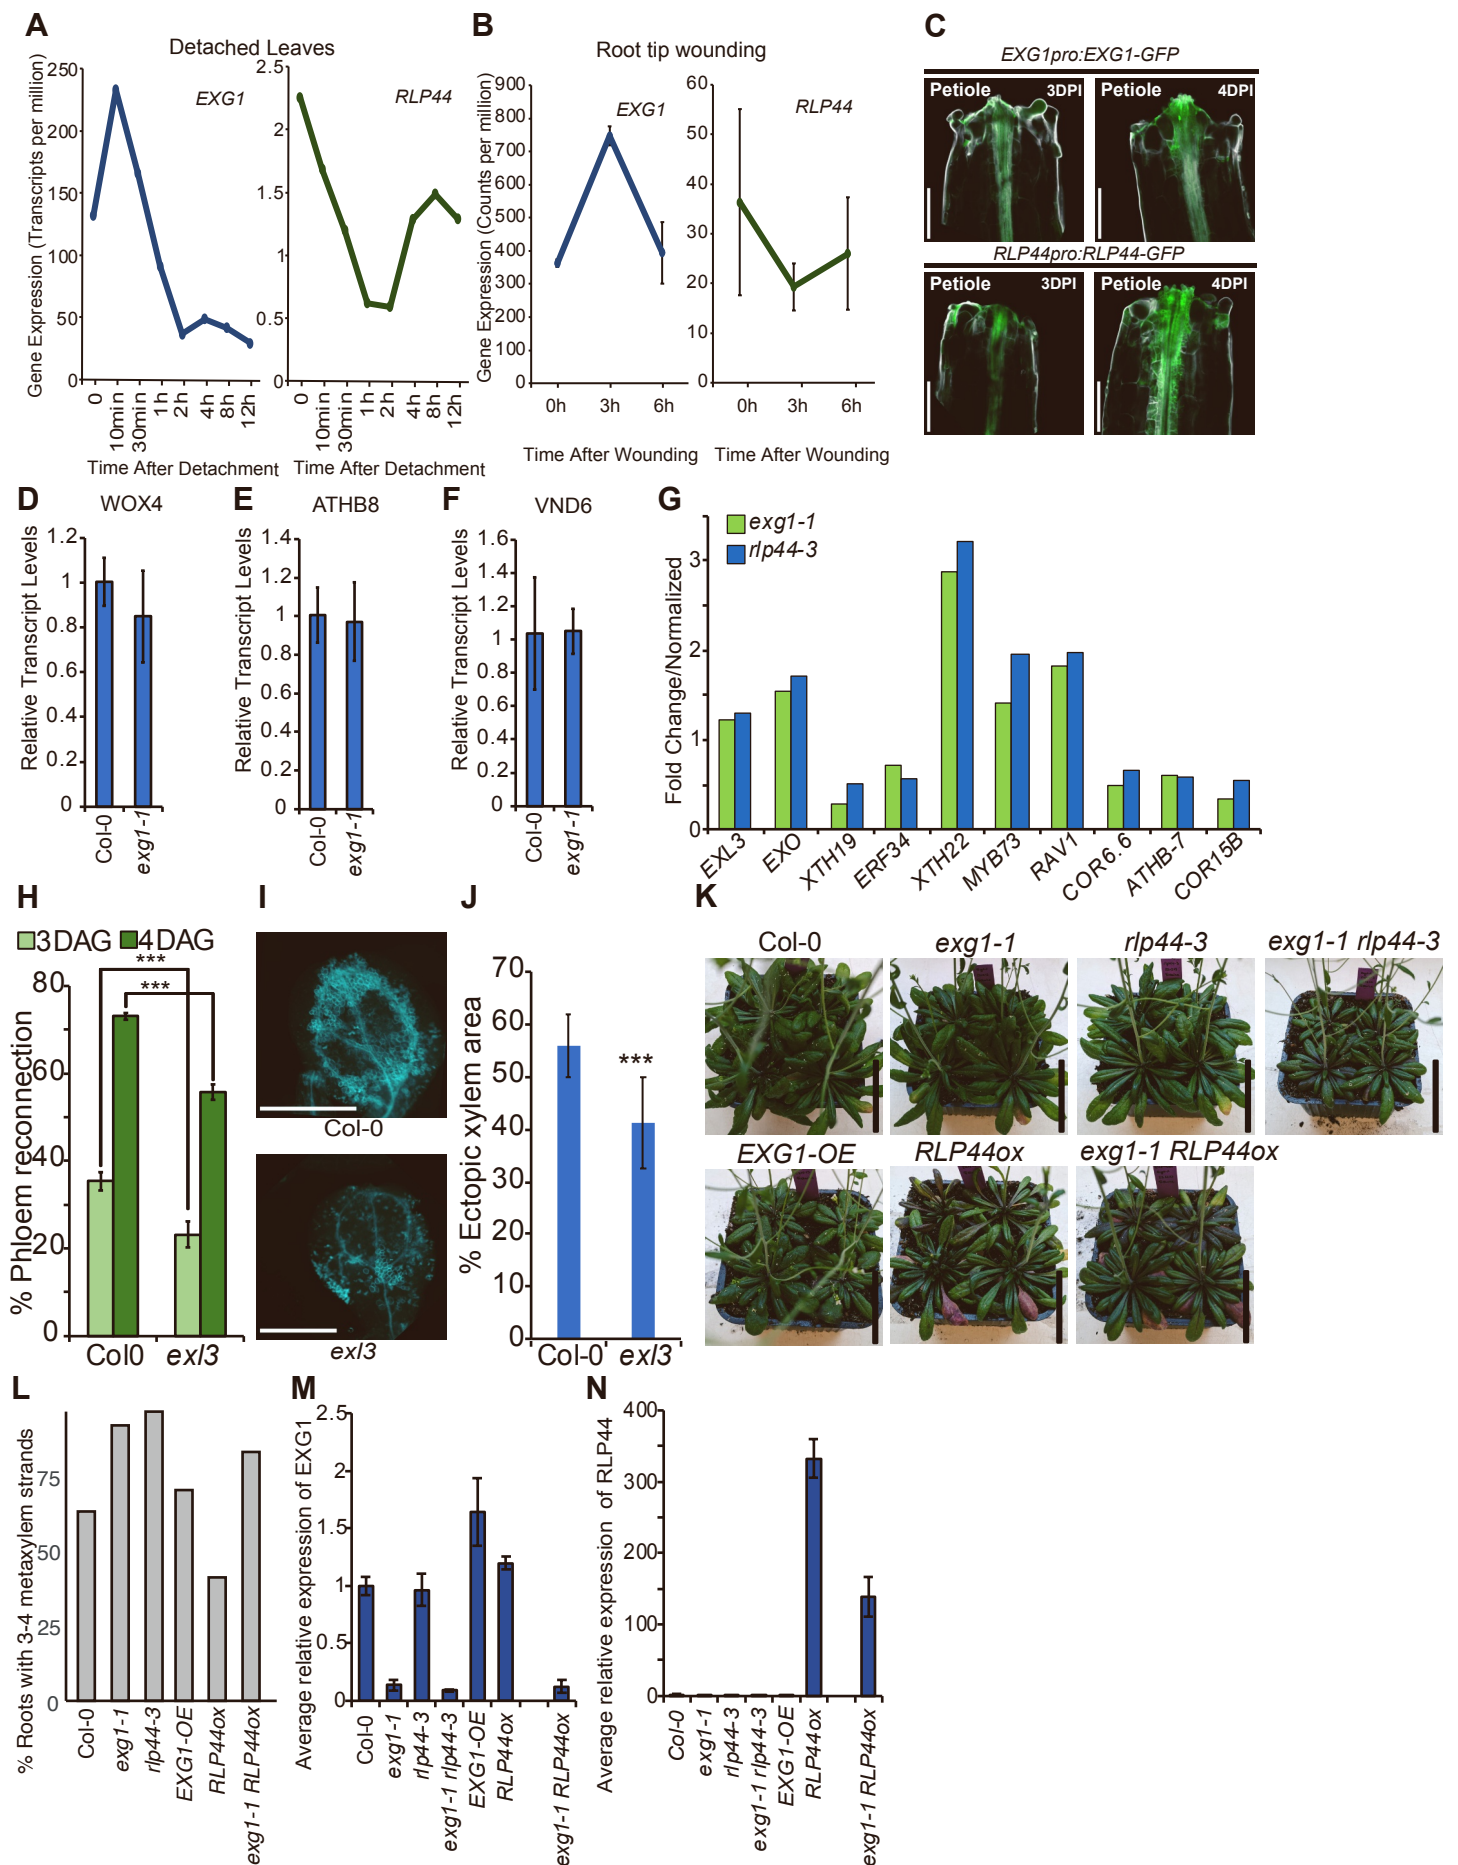

**Supplemental Figure 6. *EXG1* is stress responsive and shares common downstream targets with *RLP44*.** A. Expression of *EXG1* and *RLP44* in 12-day old, detached leaves of seedlings (Zhang et al., 2019) B. Expression of *EXG1* and *RLP44* in wounded root tips (Matosevich et al., 2020). C. *EXG1pro:EXG1-GFP* and *RLP44pro:RLP44-GFP* fusion protein fluorescence during petiole callus formation at 3 and 4 days post induction. Cell walls stained by Calcofluor white (grey). Scale bars represent 200  $\mu$ m. D. Relative transcript levels of WOX4 in *exg1-1* compared to WT Col-0. E. Relative transcript levels of ATHB8 in *exg1-1* compared to WT Col-0. F. Relative transcript levels of VND6 in *exg1-1* compared to WT Col-0. G. Bar plot showing Fold change of a subset of genes differentially expressed in both *exg1-1* and *rlp44-3*. H. Reconnection percentage of phloem 3 and 4DAG. The mean  $\pm$  SD of 3 experiments is shown. Asterisks indicate significant differences compared to Col-0. \*\*\*  $p < 0.001$ , Student's t-test. I. VISUAL assay images of ectopic xylem formation. Scale bar represents 1 mm. J. % Ectopic xylem area quantifications. K. Images of mature plants. Scale bars represent 1cm. L. Metaxylem strand percentage. M. qPCR for average transcript level of *EXG1*. N. qPCR for average transcript level of *RLP44*. Asterisks indicate significant differences. For grafting assays significance was calculated using Student's t-test, \*\*\* $p < 0.001$ . For VISUAL assays significance was calculated using Wilcoxon's test, \*\*\* $p < 0.001$ .

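Of the genes in this subset, *EXO* (AT4G08950) had log2 fold changes of 0.62 in *exg1-1* and 0.78 in *rlp44-3*, each with an implied standard error of 0.147. *RAV1* (AT1G13260) had 0.86 and 0.98, each with an implied standard error of 0.103. *MYB73* (AT4G37260), which overlaps AT4G37270 on the other strand, rose by 0.50 in *exg1-1* and 0.97 in *rlp44-3*. *ERF34* (AT2G44940) had −0.47 and −0.79, and *ATHB7* (AT2G46680) had −0.73 and −0.78. As ratios, fitted values were 1.54-fold and 1.72-fold higher for *EXO*, and 1.82-fold and 1.98-fold higher for *RAV1*, in *exg1-1* and *rlp44-3* than in Col-0.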

Supplemental Table 1: List of lines used and generated in this study

| AGI code  | Name         | Line                        | Mutant          | Source                    | Donated by          |
|-----------|--------------|-----------------------------|-----------------|---------------------------|---------------------|
| AT3G08030 | <i>EXG1</i>  | <i>exg1-1</i>               | SALK_011516C    | This Study                | NASC                |
| AT3G08030 | <i>EXG1</i>  | <i>exg1-2</i>               | SALK_119379C    | This Study                | NASC                |
| AT3G08030 | <i>EXG1</i>  | <i>EXG1-OE</i>              | -               | (Ichikawa et al. 2006)    | RIKEN BRC           |
| AT3G08030 | <i>EXG1</i>  | <i>EXG1pro:GFP</i>          | -               | This Study                | -                   |
| AT3G08030 | <i>EXG1</i>  | <i>EXG1pro:EXG1-GFP</i>     |                 | This Study                | -                   |
| AT3G08030 | <i>EXG1</i>  | <i>EXG1pro:EXG1-mCherry</i> |                 | This Study                | -                   |
| -         | -            | <i>UBQpro:tdTomato</i>      |                 | (Segonzac et al. 2012)    | Elliot Meyerowitz   |
| AT3G49750 | <i>RLP44</i> | <i>rlp44-3</i>              | SAIL_596_E12    | (Wolf et al. 2014)        | Sebastian Wolf      |
| AT3G49750 | <i>RLP44</i> | <i>RLP44ox</i>              | -               | (Wolf et al. 2014)        |                     |
| AT4G32880 | <i>ATHB8</i> | <i>athb8-12</i>             | -               | (Prigge et al. 2005)      | Annelie Carlsbecker |
| AT5G51550 | <i>EXL3</i>  | <i>exl3</i>                 | SALK_070475C    | This Study                | NASC                |
| AT3G22600 | <i>LTPG5</i> | <i>ltpg5</i>                | SALK_007462C    | (Edstam and Edqvist 2014) | NASC                |
| AT5G10930 | <i>CIPK5</i> | <i>cipk5</i>                | SALK_063555C    | (Förster et al. 2019)     | NASC                |
| AT4G24130 | <i>SVB5</i>  | <i>svb5</i>                 | SALK_006910C    | (Hussain et al. 2021)     | NASC                |
| AT4G39400 | <i>BRI1</i>  | <i>bri1-301</i>             |                 | (Li and Nam 2002)         | Sebastian Wolf      |
| AT4G18710 | <i>BIN2</i>  | <i>bin2-1</i>               |                 | (Li et al. 2001)          |                     |
| AT1G19350 | <i>BES1</i>  | <i>bes1-2</i>               | WiscDsLox246D02 | (Lachowiec et al. 2013)   | Yuki Kondo          |
| AT1G19350 | <i>BES1</i>  | <i>bes1-D</i>               |                 | (Yin et al. 2002)         |                     |
| AT1G75080 | <i>BZR1</i>  | <i>bzr1-D</i>               |                 | (Wang et al. 2002)        |                     |

Supplemental Table 2: Primers used for genotyping

| Name        | Sequence                           | Reason                                                 |
|-------------|------------------------------------|--------------------------------------------------------|
| EXG1-F1     | CAAAGACGACAAAATTCCCAC              | Genotyping <i>EXG1-1</i>                               |
| EXG1-R1     | CGTGAGTGCGTAGAGAGAACC              |                                                        |
| EXG1-F2     | CACTAACCAAGGAAAACCTCATTCTC         | Genotyping <i>EXG1-2</i>                               |
| EXG1-R2     | CAAGCTCTTTAATGGCGACAG              |                                                        |
| Exl3-F1     | GCAATCATTAGGCAAAAGCTG              | Genotyping <i>exl3</i>                                 |
| Exl3-R1     | TCAGCCGTTGGATCTAAACAC              |                                                        |
| CIPK5-F1    | GGAAAGTACGAGATGGGAAGG              | Genotyping <i>cipk5</i>                                |
| CIPK5-R1    | TGTTTCATCTCCTTCGTAACCG             |                                                        |
| LTPG5-F1    | TGGGATGCGTACATGTGTATG              | Genotyping <i>ltpg5</i>                                |
| LTPG5-R1    | ATGTAGTTGAGACACGGCGAC              |                                                        |
| SVB5-F1     | TTGCTTCATCCAAACGTAACC              | Genotyping <i>svb5</i>                                 |
| SVB5-R1     | AAGGGCTTTGGACTTTACCTG              |                                                        |
| RLP44-3-F1  | ATTCCACTCCCAAGTCCAATC              | Genotyping <i>rlp44-3</i>                              |
| RLP44-3-R1  | AATGGATGGCATGATTAGGATC             |                                                        |
| SALK_LB1    | ATTTTGCCGATTTTCGGAAC               | LBb1.3 SALK pROK2                                      |
| SAIL_LB1    | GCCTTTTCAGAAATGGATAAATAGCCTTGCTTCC | LB1 for SAIL lines C/418-451 of pCSA110-pDAP101_T-DNAs |
| pDs-Lox_LB1 | AACGTCCGCAATGTGTTATTAAGTTGTC       | WiscDsLox T-DNA LB primer P745                         |

Supplemental Table 3: Primers used for expression analysis

| Name        | Sequence                 | Reason                 |
|-------------|--------------------------|------------------------|
| EXG1_qP-F   | GCTCCTGCTTCTGAAGGTTATC   | qPCR primers for EXG1  |
| EXG1_qP-R   | AACCGGTGGTTTCCCATTCG     |                        |
| EXL3-qP-F1  | CAAGATTTTTGCGGCCAGGT     | qPCR primers for EXL3  |
| EXL3-qP-R1  | AAGCACAACTCCGGGACAA      |                        |
| CIPK5-qP-F1 | CGCCGAAATTCTTCAACGCT     | qPCR primers for CIPK5 |
| CIPK5-qP-R1 | GACCGTGACGTAAACACCGA     |                        |
| LTPG5-qP-F1 | CTTGGTCTGCCTAGGGCTTG     | qPCR primers for LTPG5 |
| LTPG5-qP-R1 | CCTGGTCCTGAAGAGTTTGG     |                        |
| SVB5-qP-F1  | ATGACAGGAGTGAAGAGTAAGCAG | qPCR primers for SVB5  |
| SVB5-qP-R1  | CGGTAACGGGGAAAGACCTG     |                        |

Supplemental Table 4: Primers used for Cloning

| Name      | Sequence                               | Cloning module | Reason                 |
|-----------|----------------------------------------|----------------|------------------------|
| EXG1-proF | AACAGGTCTCAACCTCACCGATGGTGAC<br>ATTG   | Greengate      | EXG1 promoter          |
| EXG1-proR | AACAGGTCTCATGTTTGTCTCTGTTGTTC<br>TTCC  | Greengate      |                        |
| RbcsT-F   | AACAGGTCTCACTGCAGAGCTTTCGTTTCG<br>TATC | Greengate      | Pea Rbcs9-E terminator |
| RbcsT-R   | ACAAGGTCTCATAGTGTGTCATCAATT<br>GGC     | Greengate      |                        |
| GFP-CDS-F | AACAGGTCTCAGGCTATGGTGAGCAAGG<br>GCG    | Greengate      | GFP coding sequence    |
| GFP-CDS-R | ACAAGGTCTCACTGACTACTTGTACAGCT<br>CGTCC | Greengate      |                        |

#### References

- Edstam MM and Edqvist J.** Involvement of GPI-anchored lipid transfer proteins in the development of seed coats and pollen in *Arabidopsis thaliana*. *Physiol Plantarum*. 2014;**152**(1):32–42. <https://doi.org/10.1111/ppl.12156>
- Förster S, Schmidt LK, Kopic E, Anschütz U, Huang S, Schlücking K, Köster P, Waadt R, Larrieu A, Batistič O, et al.** Wounding-Induced Stomatal Closure Requires Jasmonate-Mediated Activation of GORK K<sup>+</sup> Channels by a Ca<sup>2+</sup> Sensor-Kinase CBL1-CIPK5 Complex. *Developmental Cell*. 2019;**48**(1):87-99.e6. <https://doi.org/10.1016/j.devcel.2018.11.014>
- Hussain S, Zhang N, Wang W, Ahmed S, Cheng Y, Chen S, Wang X, Wang Y, Hu X, Wang T, et al.** Involvement of ABA Responsive SVB Genes in the Regulation of Trichome Formation in *Arabidopsis*. *IJMS*. 2021;**22**(13):6790. <https://doi.org/10.3390/ijms22136790>
- Ichikawa T, Nakazawa M, Kawashima M, Iizumi H, Kuroda H, Kondou Y, Tsuchiya Y, Suzuki K, Ishikawa A, Seki M, et al.** The FOX hunting system: an alternative gain-of-function gene hunting technique. *The Plant Journal*. 2006;**48**(6):974–985. <https://doi.org/10.1111/j.1365-3113.2006.02924.x>
- Lachowiec J, Lemus T, Thomas JH, Murphy PJM, Nemhauser JL, and Queitsch C.** The Protein Chaperone HSP90 Can Facilitate the Divergence of Gene Duplicates. *Genetics*. 2013;**193**(4):1269–1277. <https://doi.org/10.1534/genetics.112.148098>
- Li J and Nam KH.** Regulation of Brassinosteroid Signaling by a GSK3/SHAGGY-Like Kinase. *Science*. 2002;**295**(5558):1299–1301. <https://doi.org/10.1126/science.1065769>
- Li J, Nam KH, Vafeados D, and Chory J.** *BIN2*, a New Brassinosteroid-Insensitive Locus in *Arabidopsis*. *Plant Physiology*. 2001;**127**(1):14–22. <https://doi.org/10.1104/pp.127.1.14>
- Prigge MJ, Otsuga D, Alonso JM, Ecker JR, Drews GN, and Clark SE.** Class III Homeodomain-Leucine Zipper Gene Family Members Have Overlapping, Antagonistic, and Distinct Roles in *Arabidopsis* Development. *The Plant Cell*. 2005;**17**(1):61–76. <https://doi.org/10.1105/tpc.104.026161>
- Segonzac C, Nimchuk ZL, Beck M, Tarr PT, Robatzek S, Meyerowitz EM, and Zipfel C.** The Shoot Apical Meristem Regulatory Peptide CLV3 Does Not Activate Innate Immunity. *Plant Cell*. 2012;**24**(8):3186–3192. <https://doi.org/10.1105/tpc.111.091264>

**Wang Z-Y, Nakano T, Gendron J, He J, Chen M, Vafeados D, Yang Y, Fujioka S, Yoshida S, Asami T, et al.** Nuclear-Localized BZR1 Mediates Brassinosteroid-Induced Growth and Feedback Suppression of Brassinosteroid Biosynthesis. *Developmental Cell*. 2002;**2**(4):505–513. [https://doi.org/10.1016/S1534-5807\(02\)00153-3](https://doi.org/10.1016/S1534-5807(02)00153-3)

**Wolf S, van der Does D, Ladwig F, Sticht C, Kolbeck A, Schürholz A-K, Augustin S, Keinath N, Rausch T, Greiner S, et al.** A receptor-like protein mediates the response to pectin modification by activating brassinosteroid signaling. *Proc Natl Acad Sci USA*. 2014;**111**(42):15261–15266. <https://doi.org/10.1073/pnas.1322979111>

**Yin Y, Wang Z-Y, Mora-Garcia S, Li J, Yoshida S, Asami T, and Chory J.** BES1 Accumulates in the Nucleus in Response to Brassinosteroids to Regulate Gene Expression and Promote Stem Elongation. *Cell*. 2002;**109**(2):181–191. [https://doi.org/10.1016/S0092-8674\(02\)00721-3](https://doi.org/10.1016/S0092-8674(02)00721-3)

# Supplementary material for: Damage activates EXG1 and RLP44 to suppress vascular differentiation during regeneration in Arabidopsis
**Source:** Plant Commun. 2025 Jan 16;6(4):101256. doi: 10.1016/j.xplc.2025.101256
**Supplement:** Document S3. Article plus supplemental information

# Damage activates *EXG1* and *RLP44* to suppress vascular differentiation during regeneration in *Arabidopsis*

Shamik Mazumdar<sup>1,3</sup>, Frauke Augstein<sup>1</sup>, Ai Zhang<sup>1,4</sup>, Constance Musseau<sup>1,5</sup>, Muhammad Shahzad Anjam<sup>2</sup>, Peter Marhavy<sup>2</sup> and Charles W. Melnyk<sup>1,\*</sup>

<https://doi.org/10.1016/j.xplc.2025.101256>

## ABSTRACT

Plants possess remarkable regenerative abilities to form *de novo* vasculature after damage and in response to pathogens that invade and withdraw nutrients. To identify common factors that affect vascular formation upon stress, we searched for *Arabidopsis thaliana* genes differentially expressed upon *Agrobacterium* infection, nematode infection, and plant grafting. One such gene is cell wall-related and highly induced by all three stresses, which we named *ENHANCED XYLEM AND GRAFTING1* (*EXG1*), since its mutations promote ectopic xylem formation in a vascular cell induction system and enhance graft formation. Further observations revealed that *exg1* mutants show inhibited cambium development and callus formation but enhanced tissue attachment, syncytium size, phloem reconnection, and xylem formation. Given that brassinosteroids also promote xylem differentiation, we analyzed brassinosteroid-related genes and found that mutations in *RLP44* encoding a receptor-like protein cause similar regeneration-related phenotypes as mutations in *EXG1*. Like *EXG1*, *RLP44* expression is also induced by grafting and wounding. Mutations in *EXG1* and *RLP44* affect the expression of many genes in common, including those related to cell walls and genes important for vascular regeneration. Our results suggest that *EXG1* integrates information from wounding or pathogen stress and functions with *RLP44* to suppress vascular differentiation during regeneration and healing.

**Key words:** wounding, xylem, grafting, cell wall, regeneration, stress

Mazumdar S., Augstein F., Zhang A., Musseau C., Anjam M.S., Marhavy P., and Melnyk C.W. (2025). Damage activates *EXG1* and *RLP44* to suppress vascular differentiation during regeneration in *Arabidopsis*. *Plant Comm.* **6**, 101256.

## INTRODUCTION

The ability of plants to regenerate tissues after injury is of fundamental importance to maintain tissue integrity and promote regrowth. Upon wounding, plants activate defense and regeneration responses to deter further injury and heal damage. Wounding induces cell-wall damage, causes auxin accumulation, and increases auxin response around the injury. These processes activate several transcriptional factors such as *ETHYLENE RESPONSE FACTOR* (*ERF115*), *TARGET OF MONOPTEROS 6* (*TMO6*), and *HIGH CAMBIAL ACTIVITY*

(*HCA2*) that are important for wound healing (Canher et al., 2020; Hoermayer et al., 2020; Zhang et al., 2022). During early stages of regeneration, cells close to the wound site expand and deposit cell-wall materials such as pectin, which can help tissues adhere (Sala et al., 2019; Zhang et al., 2022). Cells dedifferentiate and divide to form a mass of pluripotent stem cells known as callus, which are regulated by cell-cycle genes including *CYCLIN D3;1* (*CYCD3;1*) and the transcription factor *WOUND INDUCED DIFFERENTIATION1* (*WIND1*) that activates cytokinin responses (Iwase et al., 2011a; Ikeuchi et al., 2017). Callus tissues fill the wound and differentiate to reform

## Plant Communications

missing cell types and reconnect vasculature by forming new phloem and xylem (Iwase et al., 2021).

Similar recognition and healing processes occur during plant grafting, a horticulturally relevant technique, when two plants are cut and joined to create a new plant. At the graft junction, thousands of genes are differentially expressed, with cambium-related genes activating first, followed by phloem-related and then xylem-related genes (Melnyk et al., 2018). Several genes have been identified as important for graft formation, including the auxin-related genes *ABERRANT LATERAL ROOT FORMATION 4* (*ALF4*) and *AUXIN RESISTANT 1* (*AXR1*) that are needed below the graft junction, and cambium-related genes such as *HCA2*, *TMO6*, *WUSCHEL-RELATED HOMEBOX4* (*WOX4*), and *NAC DOMAIN-CONTAINING PROTEIN 96* (*NAC0969*) (Melnyk et al., 2015, 2018; Matsuoka et al., 2016; Thomas et al., 2022; Zhang et al., 2022). Mutations in these genes reduce vascular connectivity or cambium formation; however, no recessive mutations that improve grafting have been identified to date.

Given the importance of cell walls during regeneration, it is surprising that during graft healing no role has been found for brassinosteroids (Nanda and Melnyk, 2018), a group of plant hormones involved in vascular development and maintaining cell-wall homeostasis (Caño-Delgado et al., 2004; Ibañez et al., 2009; Wolf et al., 2012; Lozano-Elena and Caño-Delgado, 2019; Oh et al., 2020). Activating brassinosteroid signaling is critical for forming ectopic xylem from leaf mesophyll cells using the vascular cell induction culture system using *Arabidopsis* leaves (VISUAL) system (Kondo et al., 2015). By enhancing or suppressing brassinosteroid signaling, more or less ectopic xylem is formed (Kondo et al., 2015). However, during normal root development, mutations in the genes encoding brassinosteroid receptors including *BRASSINOSTEROID INSENSITIVE 1* (*BRI1*) promote xylem formation and suppress cambium (Kang et al., 2017), yet this role of *BRI1* seems independent of canonical brassinosteroid signaling and instead is related to its interaction with *RECEPTOR-LIKE PROTEIN 44* (*RLP44*) (Holzwart et al., 2018). During root development, *BRI1*–*RLP44* associates with the phytosulfokine pathway to promote cambial identity but repress xylem differentiation (Holzwart et al., 2018). Phytosulfokine signaling is known to be activated by wound-induced *ERF115* (Heyman et al., 2013). However, the role of canonical and non-canonical brassinosteroid signaling during grafting and regeneration remains poorly characterized.

Although most pathogens induce plant defense responses, some can activate the regeneration pathways to infect their hosts more efficiently. *Agrobacterium* enters plant wound sites and induces auxin and cytokinin production to cause cell differentiation, cell division, vascularization, and tumor growth (Deeken et al., 2007; Zhang et al., 2015). Root-knot nematodes and cyst nematodes feed on plant roots and cause cell proliferation to derive nutrients from host plants (Shanks et al., 2016; Olmo et al., 2020). They also activate host genes that regulate vascular development, such as *HOMEBOX-8* (*ATHB8*), *WOX4*, and *TRACHEARY ELEMENT DIFFERENTIATION INHIBITORY FACTOR RECEPTOR* (*TDR/PXY*) (Yamaguchi et al., 2017). The cyst nematode *Heterodera schachtii* releases CLE-like effector proteins into plant cells to induce cell proliferation and activate the *WOX4*-mediated

## Damage suppresses vascular differentiation via *EXG1*

cambium-promoting pathway (Guo et al., 2017). Thus, *WOX4* activation during both nematode infection and grafting suggests an overlap in common processes induced during various forms of regeneration or parasitism (Melnyk, 2017d). However, what genes regulate these common processes and how they promote or inhibit parasitism and regeneration remain largely unknown. In this study, we investigated these aspects and identified and characterized a gene, *AT3G08030*, also known as *ATHA2-1* due to its phylogenetic relatedness to a clade of DUF642 protein genes (Vázquez-Lobo et al., 2012). Mutants of *AT3G08030* exhibit enhanced vascular formation in grafting and VISUAL assays, and increased xylem formation in primary roots, leading us to name this gene *ENHANCED XYLEM AND GRAFTING 1* (*EXG1*). This gene regulates multiple regeneration and developmental processes, and its mutants appeared phenotypically similar to mutants of *RLP44* in affecting development and regeneration. Given that *EXG1* is highly and rapidly activated upon wounding, we propose that it acts as a stress-responsive gene that functions with *RLP44* to balance cambial proliferation and vascular differentiation.

## RESULTS

### *EXG1* is stress-responsive and regulates regeneration post wounding

To identify genes differentially expressed in response to stress, we compared previously published *Arabidopsis thaliana* transcriptomic datasets related to *Agrobacterium* infection, nematode infection, and plant grafting (Deeken et al., 2007; Szakasits et al., 2009; Barcala et al., 2010; Melnyk et al., 2018). Of those differentially expressed in at least two datasets, we selected genes associated with vascular development and narrowed our list to 22 candidates, which include previously described vascular-related genes such as *ATHB8* (*AT4G32880*) and *WRKY23* (*AT2G47260*) (Baima et al., 2001; Prát et al., 2018) (Figure 1A). As a second method to find novel vascular regulators, we employed the VISUAL system of ectopic xylem formation, which can rapidly identify mutants related to vascular development (Kondo et al., 2015). Transfer-DNA (T-DNA) mutant lines were tested using VISUAL, and many showed reduced ectopic xylem formation, consistent with a role for their corresponding genes in promoting vascular development (Figure 1B). However, *AT3G08030/EXG1* appeared exceptional, since its mutants of this gene exhibited increased levels of ectopic xylem formation (Figure 1B). We obtained a second T-DNA mutant line of *EXG1* named *exg1-2* and an overexpression line, *35Spro:EXG1-cDNA* (*EXG1-OE*), from the FOX hunting system (Ichikawa et al., 2006), and confirmed the relative transcript levels of *EXG1* in the respective lines (Supplemental Figure 1A–1C). In subsequent VISUAL assays for xylem formation, *exg1-2* showed enhanced ectopic xylem formation, like *exg1-1*, whereas *EXG1-OE* exhibited reduced ectopic xylem formation compared with the wild-type Columbia-0 (*Col-0*) (Figure 1C and 1D). During VISUAL, (pro)cambium-related gene expression peaks at 24 h post induction and subsequently decreases at later time points (Kondo et al., 2015). We found that *EXG1* transcript levels were also elevated at 24 h and reduced as time progressed (Supplemental Figure 1D). We generated transcriptional and translational reporters to further understand spatiotemporal dynamics of *EXG1* expression. In *Arabidopsis* primary roots, transcriptional reporters showed highest fluorescence in the root

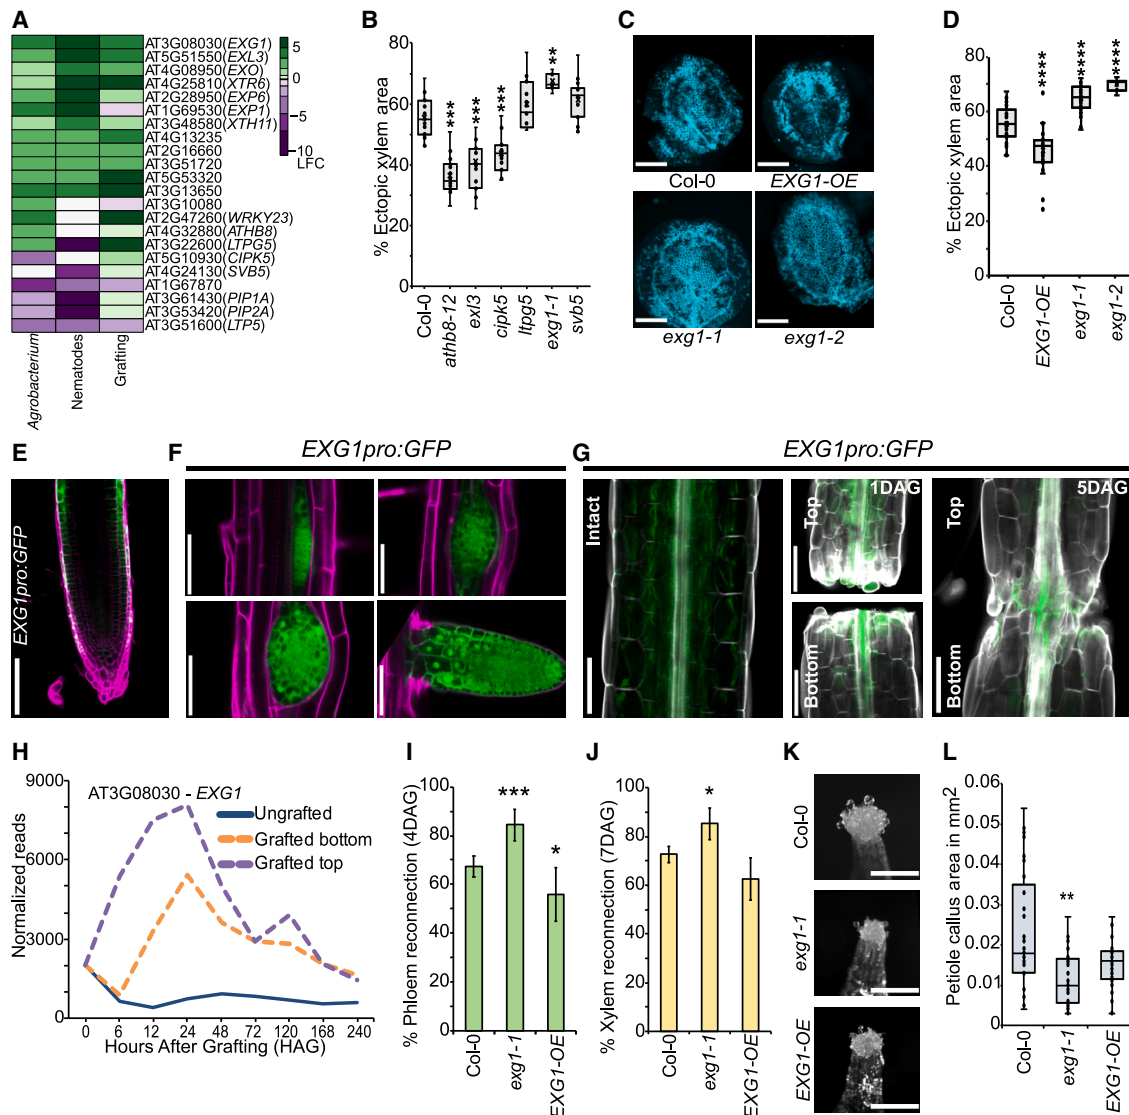

**Figure 1. *EXG1* is activated by stress and affects regeneration in VISUAL and grafting assays.**

(A) Heatmap showing differentially expressed genes in *Agrobacterium*-infected hosts (Deeken et al., 2007), nematode-infected hosts (Szakasits et al., 2009; Barcala et al., 2010), and grafted top versus ungrafted at 24 h (Melnik et al., 2018).

(B) VISUAL assay quantification of percentage ectopic xylem area. Dots represent individual samples.

(C) VISUAL assay images of ectopic xylem formation in *EXG1* mutants. Scale bars represent 1 mm.

(D) Percentage ectopic xylem area quantification. Dots represent individual samples.

(E) *EXG1pro:GFP* fluorescence at the root tip. Cell walls were stained by PI (magenta). Scale bar represents 100  $\mu$ m.

(F) *EXG1pro:GFP* fluorescence in different stages of lateral root development. Cell walls were stained by PI (magenta). Scale bars represent 100  $\mu$ m.

(G) *EXG1pro:GFP* (green) during graft formation. Comparison of intact, grafted top, and grafted bottom 1 and 5 days after grafting (DAG). Cell walls were stained by Calcofluor white (gray). Scale bars represent 100  $\mu$ m.

(H) Dynamics of *EXG1* expression during grafting (Melnik et al., 2018).

(I and J) Reconnection percentage of phloem (4 DAG) and xylem (7 DAG). The mean  $\pm$  SD of five experiments is shown.

(K) Representative images of callus formation in petiole explants. Scale bars represent 250  $\mu$ m.

(L) Petiole callus area quantification.

Asterisks indicate statistical significance compared to Col-0. For VISUAL and petiole callus assays significance was calculated by Wilcoxon's test: \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ . For grafting assays significance was calculated by pairwise  $t$ -tests with Benjamini–Hochberg adjustment: \* $p < 0.05$  and \*\* $p < 0.01$ .

epidermis, with little signal in the cortex or stele (Figure 1E; Supplemental Figure 1E–1G). Previously published datasets confirmed the expression of *EXG1* in outer cell layers of the root (Supplemental Figure 1H) (<https://rootcellatlas.org/>) (Denyer et al., 2019; Jean-Baptiste et al., 2019; Ryu et al., 2019;

Shulze et al., 2019; Zhang et al., 2019; Wendrich et al., 2020; Shahan et al., 2022). However, in lateral root primordia, we observed strong *EXG1* expression throughout the inner and outer cell layers (Figure 1F). We tested the *EXG1* transcriptional reporter during graft formation, and found that the signal increased

## Plant Communications

at the cut site and in vascular tissues compared with unwounded intact plants (Figure 1G). Moreover, we found the signal in both the grafted top and the grafted bottom at 1 day after grafting (1 DAG) and at the graft junction at 5 DAG, consistent with *EXG1* transcriptional dynamics during graft formation from a previously published dataset (Melnyk et al., 2018) (Figure 1G and 1H). To test the role of *EXG1* during graft formation, we performed *Arabidopsis* hypocotyl grafting experiments. We applied the vascular mobile dye carboxyfluorescein diacetate (CFDA) to grafted scions or rootstocks using previously described assays (Melnyk et al., 2015; Melnyk, 2017a). The *exg1-1* mutant showed enhanced phloem reconnection at both 3 and 4 DAG and enhanced xylem reconnection compared with Col-0 plants at 7 DAG (Figure 1I and 1J; Supplemental Figure 1I and 1J). However, *EXG1*-OE significantly reduced phloem connectivity but had an insignificant effect on xylem connectivity compared with Col-0 (Figure 1I and 1J; Supplemental Figure 1I and 1J). We performed heterografting assays and found that *exg1-1* grafted as a scion on a Col-0 rootstock enhanced grafting, whereas overexpression of *EXG1* either in the scion or in the rootstock reduced grafting efficiency (Supplemental Figure 1K). We checked tissue attachment during grafting, since tissue attachment is needed for phloem and xylem connection (Melnyk et al., 2015; Melnyk and Meyerowitz, 2015). The *exg1-1* mutant improved tissue attachment at the graft junction, whereas *EXG1*-OE reduced tissue attachment compared with Col-0 (Supplemental Figure 1L). Since wounding typically produces wound-induced callus (Ikeuchi et al., 2017, 2020, 2022; Iwase et al., 2021), we tested this for *exg1-1* and found that it showed reduced wound-induced callus formation from petioles compared with Col-0; however, *EXG1*-OE exhibited little effect (Figure 1K and 1L). In hypocotyl callus, however, *exg1-1* showed an insignificant effect (Supplemental Figure 1M). The effects of *EXG1* appeared most prominent in regenerating tissues, since we could not detect any phenotypic differences between non-wounded Col-0 and *exg1-1* grown in pots (Supplemental Figure 1N). Next, we analyzed the predicted protein structure and subcellular localization of *EXG1*, and noticed that *EXG1* is predicted to be a highly coiled extracellular protein and localized to the cell wall (Supplemental Figure 2A–2C). *EXG1* also possesses a putative transmembrane domain and signal peptide motif at the N terminus, suggesting that it could be secreted (Supplemental Figure 2D and 2E; Supplemental Data 1) (Krogh et al., 2001; Jumper et al., 2021; Teufel et al., 2022; Varadi et al., 2022). To test the subcellular localization of *EXG1*, we generated an *EXG1pro:EXG1-mCherry* line and performed plasmolysis with 0.6 M sorbitol using *UBQpro:tdTomato* as a control. Post plasmolysis, we observed that, while *tdTomato* is localized with the plasma membrane, *EXG1-mCherry* is localized with the cell wall (Supplemental Figure 2F). Taken together, these results indicate that *EXG1* is cell-wall associated and activated by stress and wounding, and plays a role in suppressing graft formation and ectopic xylem formation.

### *EXG1* affects cambium development and nematode infection

To test the role of *EXG1* beyond wounding, we measured xylem morphology in *exg1* primary roots, since it affects ectopic xylem formation in leaves (Figure 1B–1D). We found that *exg1-1* had a greater number of metaxylem cell files compared with the wild-

## Damage suppresses vascular differentiation via *EXG1*

type Col-0 (Figure 2A). Cross sections 2 mm below the hypocotyl–root junction in 21-day-old seedlings showed reduced cambium and reduced xylem area in *exg1-1* compared with the wild-type Col-0 (Figure 2B–2D). We did not observe any changes in the number of xylem cells or the cambium-to-xylem area ratio between Col-0 and *exg1-1* (Figure 2E; Supplemental Figure 3A). However, when normalized for unit xylem area, *exg1-1* had more xylem cells per unit area than Col-0 (Figure 2F). Moreover, the total cross-sectional area was also lower in *exg1-1* compared with Col-0 (Supplemental Figure 3B). Next, we analyzed previously published datasets and found that *EXG1* was upregulated by multiple stress treatments including osmotic, salt, heat, drought, cold, UV-B, and nematode infection (Supplemental Figure 3C) (data from ePlant Browser, Bar Toronto) (Kilian et al., 2007; Fucile et al., 2011; Siddique et al., 2022; Waese et al., 2017) (Supplemental Figure 3D). We performed infection assays with the plant-parasitic cyst nematode, *H. schachtii*. Nematodes characteristically develop feeding sites near the vasculature and induce *de novo* phloem formation, assumed to symplastically connect the syncytial feeding structures to the vascular bundles for continuous supply of nutrients (Melnyk, 2017d). At the infection site, *exg1-1* had larger syncytium than the wild-type Col-0, whereas in *EXG1*-OE, the syncytium size was reduced compared with the wild-type Col-0 (Figure 2G and 2H). Twelve days post infection, the total number of male nematodes was significantly increased in *exg1-1* compared with *EXG1*-OE (Figure 2I). Female nematodes did not change in number but were reduced in size in *EXG1*-OE, while there were no changes in the combined total number of nematodes (Figure 2J and 2K; Supplemental Figure 3E). Taken together, these results suggest that, while *EXG1* promotes cambium formation, it suppresses xylem differentiation and inhibits syncytium development.

### *RLP44* mutants phenocopy *EXG1* mutants during development

Our finding that *exg1-1* displayed more xylem in VISUAL coupled to the observation of increased metaxylem cell files in primary roots prompted us to investigate the role of brassinosteroids, given that this hormone is known to promote xylem differentiation (Caño-Delgado et al., 2004; Ibañez et al., 2009; Furuya et al., 2021). We analyzed ectopic xylem formation using the VISUAL system for mutants in the brassinosteroid-signaling-related genes *BRASSINOSTEROID INSENSITIVE 1* (*BRI1*), *BRASSINOSTEROID INSENSITIVE 2* (*BIN2*), *BRI1-EMS SUPPRESSOR 1* (*BES1*), *BRASSINAZOLE RESISTANT 1* (*BZR1*), and *RLP44*. Brassinosteroid mutants have been previously implicated in affecting VISUAL (Kondo et al., 2014, 2015). We found that *bes1-2* and *bin2-1* showed reduced ectopic xylem formation, while *bes1-D* displayed increased ectopic xylem, compared with Col-0 (Figure 3A and 3B) (Kondo et al., 2015). However, we also found that *rlp44-3* had enhanced ectopic xylem formation, whereas *RLP44ox* showed a reduction in ectopic xylem formation compared with Col-0 (Figure 3A and 3B). The canonical brassinosteroid mutants, with the exception of *bri1-301*, showed little effect on metaxylem strand number in the primary root, but *rlp44-3* had extra metaxylem strands as previously reported (Figure 3C) (Holzwart et al., 2018) and similar to *exg1-1* (Figure 2A). We then treated *rlp44-3*, *bri1-301*, *bes1-2*, *bes1-D*, *bzr1-D*, and *bin2-1* with 10 nM epiBrassinolide (epiBL) or mock

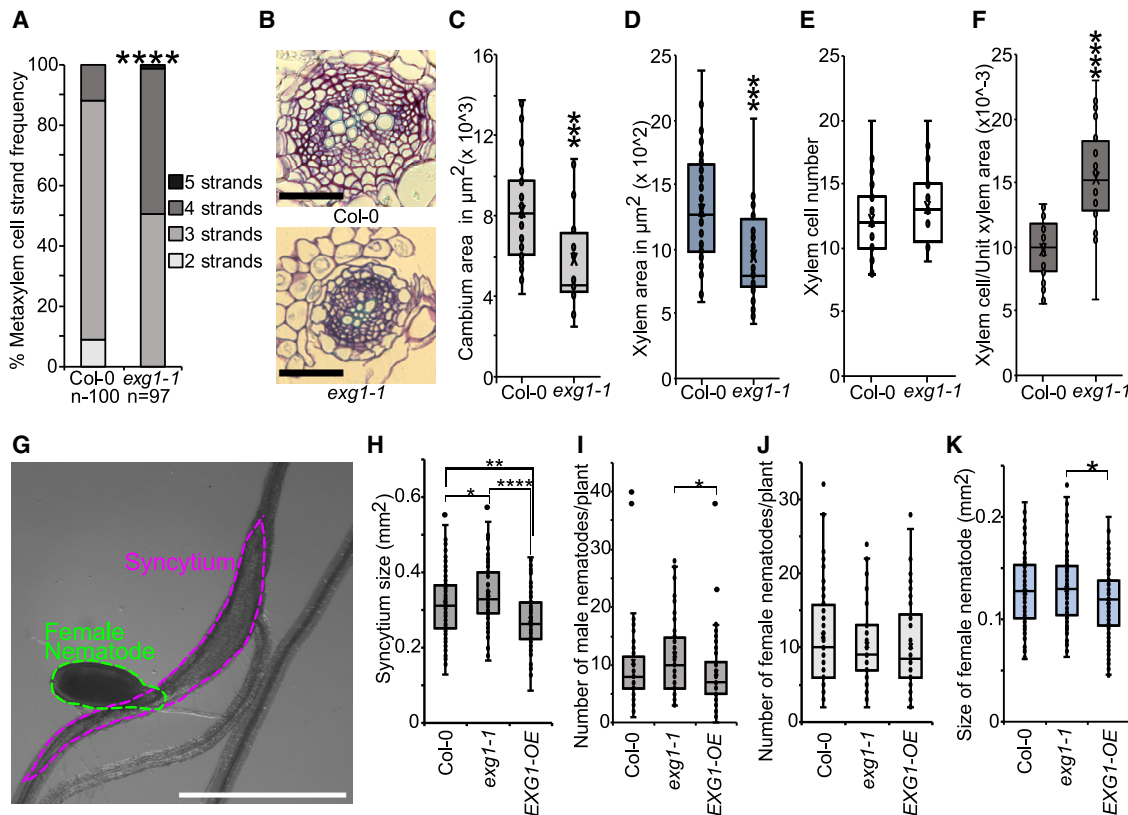

**Figure 2. *EXG1* affects cambium development and nematode infection.**

(A) Metaxylem strand number ( $n \geq 97$ ).  
 (B) Cross sections 2 mm below 21-day-old shoot-root junction. Scale bars, 200  $\mu$ m.  
 (C) Cambium area quantification. Dots represent individual samples.  
 (D) Xylem area quantification. Dots represent individual samples.  
 (E) Number of xylem cells. Dots represent individual samples.  
 (F) Xylem cell/unit xylem area quantification. Dots represent individual samples.  
 (G) Picture showing infection of Col-0 root by a female nematode (*Heterodera schachtii*). Green dotted line indicates female size, magenta dotted line indicates syncytium size. Scale bar, 1 mm.  
 (H) Syncytium size at 14 days post infection (dpi). Dots indicate individual samples.  
 (I) Number of male nematodes per plant at 12 dpi. Dots indicate individual samples.  
 (J) Number of female nematodes per plant. Dots indicate individual samples.  
 (K) Size of female nematodes at 14 dpi. Dots indicate individual samples.  
 Asterisks indicate statistical significance. For cross sections and nematode assay, significance was calculated by Wilcoxon's test: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ . For metaxylem number, significance was calculated using Fisher's exact test with Benjamini-Hochberg adjustment: \*\*\*\* $p < 0.0001$ .

conditions to observe if there are any developmental changes. epiBL rescued the metaxylem phenotype in all mutants. However, *bes1-2*, *bri1-301*, and *rlp44-3* were resistant to xylem identity changes compared with treated Col-0 (Supplemental Figure 4A and B). We also observed similar resistance to xylem identity changes in *exg1-1* roots when treated with epiBL (Supplemental Figure 4C). We then checked cross sections 2 mm below the hypocotyl-root junction in 21-day-old seedlings. We observed that in *rlp44-3*, both cambium area and xylem area were reduced compared with Col-0 (Figure 3D–3F), while *bes1-2* and *bri1-301* had no discernible reduction in cambium area compared with wild-type Col-0, but they showed reduced xylem area (Figure 3D–3F). Moreover, *bin2-1* showed a reduction in cambium and xylem area compared with Col-0 (Figure 3D–3F). The total cross-sectional area was reduced in *rlp44-3* and *bin2-1*, while no discernible difference was observed for the ratio of cambium

to xylem area (Supplemental Figure 4D and 4E). Moreover, while all mutants had fewer xylem cells compared with Col-0, when normalized to unit xylem area, both *rlp44-3* and *bin2-1* had more xylem cell per unit area (Supplemental Figure 4F). Overall, it appeared that only *rlp44-3* showed a complete overlap of phenotype with *exg1-1* during vascular development, suggesting that these two genes might share a common function.

### *RLP44* mutants phenocopy *EXG1* mutants during regeneration

To further understand the relationship between *RLP44* and *EXG1*, we analyzed their mutants during regeneration by performing grafting and callus formation assays. Expression of *RLP44* was initially repressed during graft formation but within 120 h increased compared with non-grafted controls (Figure 4A) (Melnyk et al.,

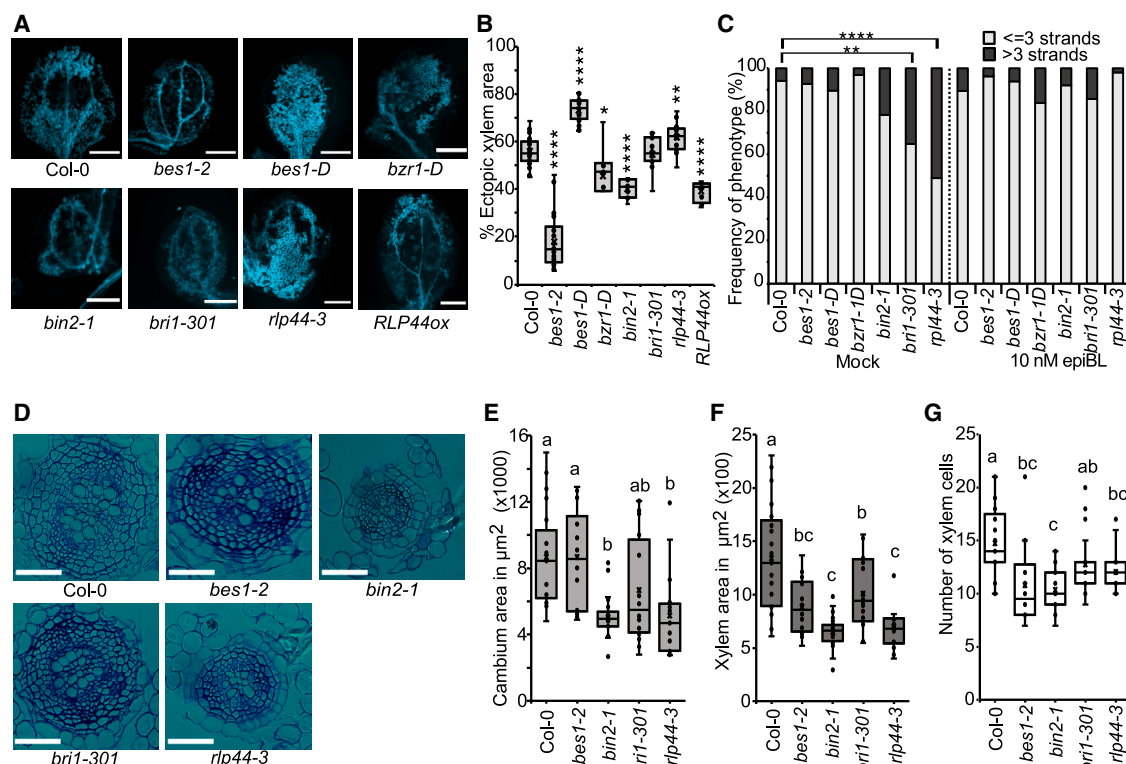

**Figure 3. *RLP44* mutants behave like *EXG1* mutants in non-wounded conditions.**

(A) Images showing bikinin-treated cotyledons of brassinosteroid-related mutants in VISUAL. Scale bars, 1 mm.

(B) Percentage of ectopic xylem area quantification. Dots represent samples.

(C) Metaxylem strand number under mock and epiBL treatments ( $n \geq 32$ ).

(D) Cross sections 2 mm below the shoot–root junction. Scale bars, 50  $\mu\text{m}$ .

(E) Cambium area comparison. Dots represent individual samples.

(F) Xylem area comparison. Dots represent individual samples.

(G) Xylem cell number comparison. Dots represent samples.

Asterisks indicate statistical significance compared to Col-0. For VISUAL, significance was calculated by Wilcoxon's test: \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\*\* $p < 0.0001$ . For metaxylem number, significance was calculated by Fisher's exact test with Benjamini–Hochberg adjustment: \*\* $p < 0.01$  and \*\*\*\* $p < 0.0001$ . For cross sections, significance was calculated by one-way ANOVA with Tukey's *post hoc* test. Lowercase letters indicate significant differences.

2018). Genes reported to be induced by brassinosteroids, such as *BR ENHANCED EXPRESSION 1* (*BEE1*), *BEE2*, *BEE3*, *PHYB ACTIVATION TAGGED SUPPRESSOR 1* (*BAS1*), *TOUCH4/XYL-GLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 22* (*TCH4/XTH22*), *KIDARI/PRE6*, *SMALL AUXIN UPREGULATED-AC1* (*SAUR-AC1*), *INDOLE ACETIC ACID INDUCED 5* (*IAA5*), *IAA19*, and *VASCULAR RELATED NAC DOMAIN 6* (*VND6*) (Neff et al., 1999; Friedrichsen et al., 2002; Nakamura et al., 2004; Kubo et al., 2005; Vert et al., 2005; Liu et al., 2020), along with other core brassinosteroid pathway genes, showed some changes in gene expression during graft formation or petiole wounding, but there was no consistent pattern of up- or downregulation (Supplemental Figure 5A–5C) (Melnik et al., 2018; Pan et al., 2019; Zhang et al., 2022). Grafting *bri1-301*, *bes1-2*, *bzi1-D*, and *bin2-1* reduced phloem and xylem reconnection, but exceptionally, *rlp44-3* showed increased rates of phloem connectivity compared with Col-0 at both 3 and 4 DAG and had a slight but non-significant increase in xylem connectivity (Figure 4B and 4C; Supplemental Figure 5D). We obtained a *35Spro:RLP44-RFP* (*RLP44ox*) line (Wolf et al., 2014) and found that it behaved opposite to *rlp44-3*, showing reduced phloem and xylem connectivity (Figure 4B and 4C). In addition, *rlp44-3* exhibited improved

attachment of the grafts (Figure 4D). Heterografting assays revealed that mutations in *RLP44* in the rootstock reduced phloem reconnection, whereas its mutations in the scion non-significantly improved grafting (Supplemental Figure 5E and 5F). As a second test, we analyzed callus formation levels in wounded petiole explants and observed that only *bes1-D* and *rlp44-3* showed significantly reduced petiole callus formation compared with Col-0 (Figure 4E and 4F). Taken together, these results show that, while core brassinosteroid signaling promotes vascular regeneration and callus formation, mutations in *RLP44* exhibit regeneration phenotypes similar to those of mutations in *EXG1*, and both genes appear to repress vascular connectivity but promote petiole callus formation. Moreover, our results also suggest that, while *RLP44* mutants show similarities to *EXG1* mutants, these phenotypes are unlike to those of canonical brassinosteroid signaling mutants, and these genes potentially act through a different pathway.

### ***EXG1* and *RLP44* affect a common set of stress-responsive and cell-wall-related genes**

Our previous data suggest that *EXG1* and *RLP44* might regulate similar pathways. Thus, we compare their expression patterns.

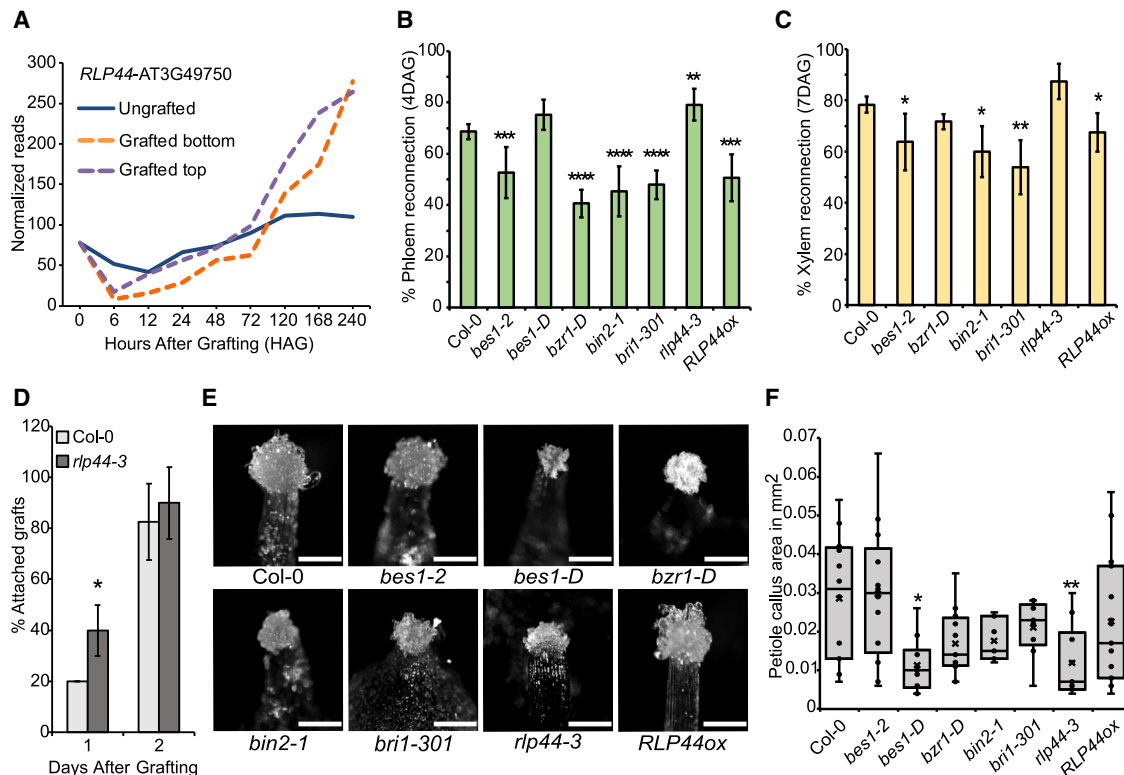

**Figure 4. *RLP44* mutants behave like *EXG1* mutants during regeneration.**

**(A)** *RLP44* expression during graft formation (Melnik et al., 2018).

**(B and C)** Reconnection percentage of phloem (4 DAG) and xylem (7 DAG) in homografted brassinosteroid-related mutants. Mean  $\pm$  SD of three to seven experiments is shown.

**(D)** Attachment rate. The mean  $\pm$  SD of three experiments is shown.

**(E)** Images showing callus formation in petiole explants. Scale bars, 200  $\mu$ m.

**(F)** Petiole callus area quantification. Dots indicate samples.

Asterisks indicate significant difference compared to Col-0. For grafting assays, significance was calculated by pairwise *t*-tests with Benjamini–Hochberg adjustment: \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, and \*\*\*\**p* < 0.0001. For attachment rates, significance was calculated by Student's *t*-test: \**p* < 0.05. For petiole callus assays, significance was calculated using Wilcoxon's test: \**p* < 0.05 and \*\**p* < 0.01.

*EXG1* and *RLP44* translational reporters showed different expression patterns: *EXG1* was primarily epidermal in root tips, while *RLP44* was in the inner vascular tissues and lateral root cap (Figure 5A). However, in hypocotyls, *EXG1* was expressed in multiple cell files, and we could observe its vascular expression similar to *RLP44* (Figure 5B). We also found that *EXG1* transcripts were highly and rapidly induced upon cutting or wounding, whereas *RLP44* transcripts were delayed but increased as time progressed (Pan et al., 2019; Matosevich et al., 2020) (Supplemental Figure 6A and 6B). We performed grafting with the translational reporters and found that after cutting, *EXG1* and *RLP44* reporters were activated in the vascular region (Figure 5B). A similar co-expression pattern of *EXG1* and *RLP44* was also observed in the vasculature in cut petioles (Supplemental Figure 6C). To understand whether *exg1-1* affects any cambium-related genes, we performed qPCR assays with markers for cambium (*WOX4* and *ATHB8*) and xylem (*VND6*) but found no discernible difference in transcript levels when comparing mutants with Col-0 (Supplemental Figure 6D–6F).

We next performed genome-wide transcriptomic analyses on *exg1-1* and *rlp44-3* seedlings to identify differentially expressed genes (DEGs). We found 977 DEGs in *exg1-1* compared with the wild-type Col-0, with 369 genes downregulated and 608 genes up-

regulated (Supplemental Data 2). In *rlp44-3*, we identified 171 DEGs, including 129 genes upregulated and 42 genes downregulated compared with the wild-type Col-0 (Supplemental Data 3). We performed a Gene Ontology (GO) analysis on *exg1-1*-regulated transcripts and observed a large and significant enrichment for cellular components associated with the cell wall (Supplemental Data 4). Cell-wall-related genes such as *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 19* (*XTH19*), *XTH20*, *XTH31*, and *TRICHOME BIREFRINGENCE-LIKE 15* (*TBL15*) were downregulated, while *XTH4*, *XTH6*, *XTH16*, *XTH22*, *XTH24*, and *XTH27* were upregulated. Genes enriched for cell-wall loosening, including *EXPANSIN B3* (*EXPB3*), *EXPA3*, *EXPA4*, *EXPA5*, *EXPA8*, and *EXPA15*, were also downregulated (Supplemental Data 2). Genes related to stress response, such as *RESPONSE TO DESICCATION 29A* (*RD29A*), *KIN1*, *COR6.6*, *COLD RELATED 15B* (*COR15B*), and *ETHYLENE RESPONSE FACTOR 104* (*ERF104*), were also differentially expressed. We then compared the gene expression profiles of *exg1-1* and *rlp44-3*, and observed a significant overlap between their profiles (Figure 5C). We selected a subset of genes based on those most highly expressed and analyzed their transcription dynamics during graft formation based on an existing dataset (Melnik et al., 2018). We found that the overlapping upregulated genes in

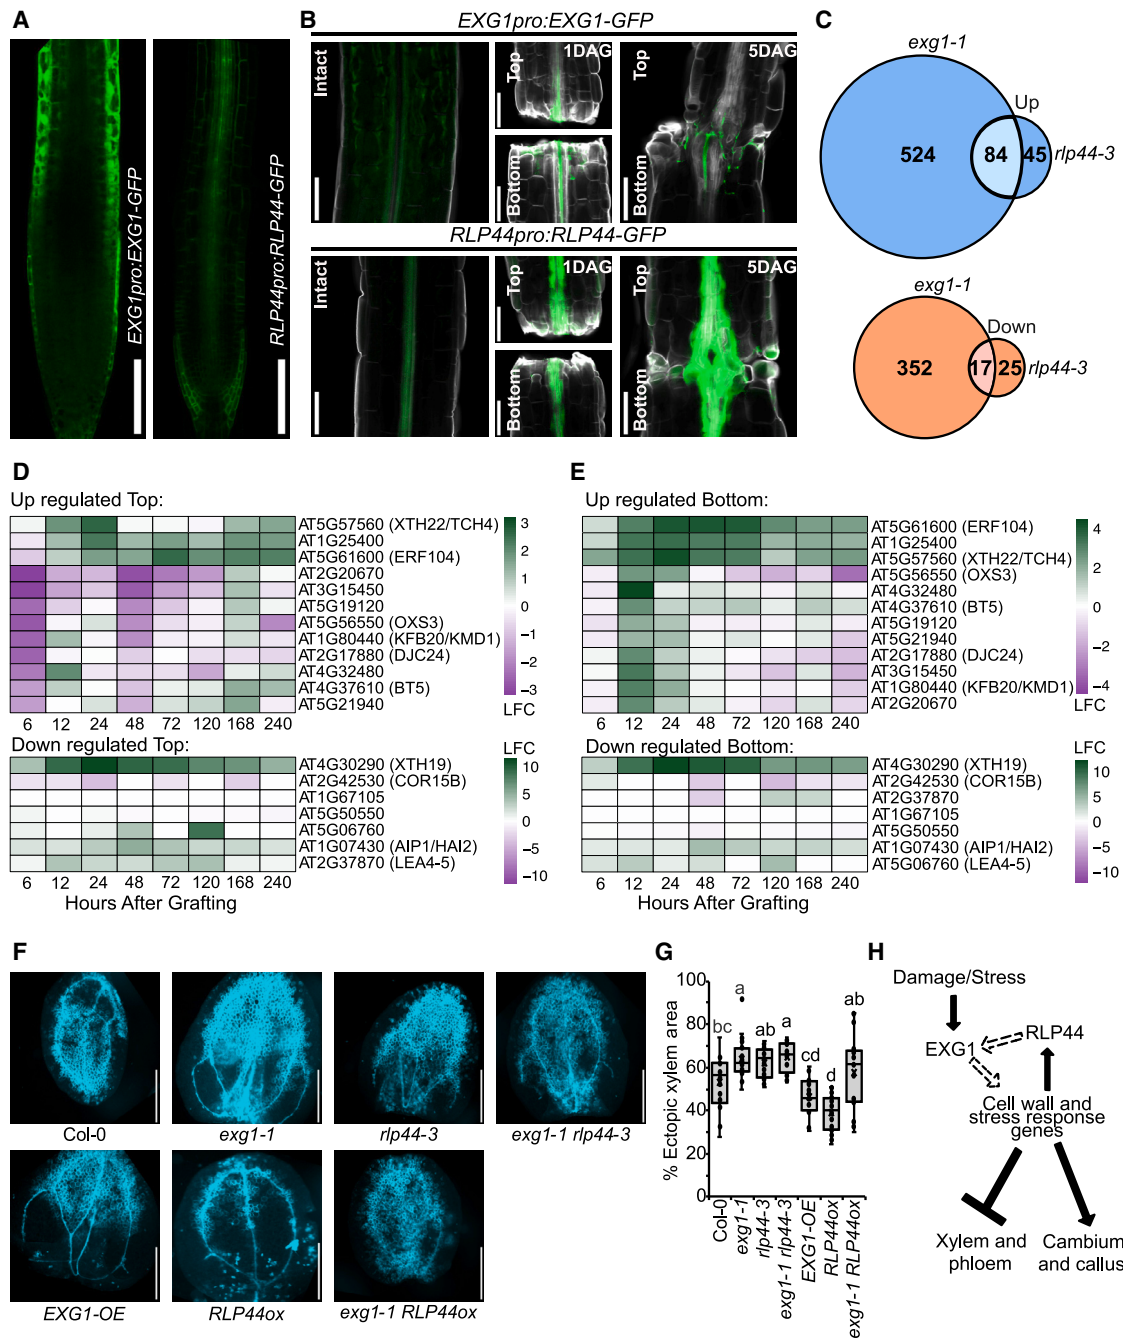

**Figure 5. *EXG1* and *RLP44* share common target genes that modify regeneration potential.**

(A) *EXG1pro:EXG1-GFP* and *RLP44pro:RLP44-GFP* fusion protein fluorescence in root tips. Scale bars represent 100  $\mu$ m.

(B) *EXG1pro:EXG1-GFP* and *RLP44pro:RLP44-GFP* fusion protein fluorescence during grafting at 1 and 5 DAG compared to intact. Cell walls were stained by Calcofluor white (gray). Scale bars represent 100  $\mu$ m.

(C) Venn diagram representing overlap between differentially expressed genes (DEGs) in *exg1-1* and *rlp44-3*.  $p = 1.114 \times 10^{-28}$  for overlapping down-regulated genes and  $1.511 \times 10^{-35}$  for overlapping up-regulated genes by hypergeometric test.

(D) Heatmap of common up- and down-regulated DEGs between *exg1-1* and *rlp44-3* in WT Col-0 grafted top during graft formation compared to ungrafted Col-0 (Melnyk et al., 2018).

(E) Heatmap of common up- and down-regulated DEGs between *exg1-1* and *rlp44-3* in WT Col-0 grafted bottom during graft formation compared to ungrafted Col-0 (Melnyk et al., 2018).

(F) Images of samples in VISUAL.

(legend continued on next page)

the genome-wide transcriptomic analyses were also those highly upregulated in the grafted bottom, whereas overlapping downregulated genes showed no clear trend (Figure 5D and 5E). These results demonstrate that *EXG1* and *RLP44* affect a common set of genes and provide targets in the rootstock that might explain changes in grafting success. We selected *EXORDIUM LIKE 3* (*EXL3*), which was one of the 22 genes shortlisted (Figure 1A) and a common upregulated gene in *exg1-1* and *rlp44-3* (Supplemental Figure 6G; Supplemental Data 2 and 3). An *exl3* mutant showed reduced graft phloem reconnection and reduced VISUAL ectopic xylem formation (Supplemental Figure 6H–6J), consistent with this gene being important for vascular formation and a possible candidate for how *exg1* and *rlp44* mutations enhanced grafting.

To understand the biological relationship between *EXG1* and *RLP44*, we generated various double-mutant combinations (Supplemental Figure 6K). We analyzed ectopic xylem formation with VISUAL and observed that *exg1-1 rlp44-3* showed similar enhanced ectopic xylem levels compared with *exg1-1* and *rlp44-3* single mutants (Figure 5F and 5G). The *exg1-1 RLP44ox* plants had lower ectopic xylem levels more similar to those of *exg1-1* (Figure 5F and 5G). A similar trend was also observed with the metaxylem cell file numbers in the roots of *exg1-1 RLP44ox* plants (Supplemental Figure 6L). These data suggest that *EXG1* and *RLP44* act in the same genetic pathway and that *EXG1* function is required for the *RLP44ox* phenotype.

## DISCUSSION

In this study, we identified *EXG1* as a stress-responsive gene that represses vascular differentiation. Upon wounding, induction of *EXG1* was rapid, occurring between 10 min and 6 h after cutting (Figures 1 and 6), suggesting its regulation by hormones, reactive oxygen species, cell-wall modifications, turgor pressure, or other rapid responses (Hoermayer et al., 2020; Bellandi et al., 2022; Zhang et al., 2022). *EXG1* upregulation occurred with various biotic and abiotic stressors that cause tissue damage or tissue invasion, demonstrating a common plant response. Unlike short-acting defense responses that occur during plant grafting (Melnyk et al., 2018), *EXG1* induction lasted for several days, suggesting it had developmental roles during regeneration. *exg1* mutants showed reduced callus formation yet enhanced phloem connectivity, xylem connectivity, and tissue attachment during wounding or grafting. To our knowledge, *exg1* is the first identified recessive mutation that enhances grafting success. These phenotypes were surprising, given the rapid and strong induction of *EXG1* by grafting, suggesting that induction of a negative regulator is of benefit. Moreover, *exg1* increased graft attachment rates but reduced cambium levels (Figures 1 and 2). Given the importance of cambium during grafting (Melnyk, 2017c; Melnyk et al., 2018), our results seem paradoxical but could be explained by an enhancement of attachment or earlier vascular differentiation in *exg1* despite limited cambium formation. We did not observe any vascular- or cambium-

How the deposited data were processed for this re-analysis (not part of the article)

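Messenger RNA was measured by sequencing in 9 libraries of whole seedlings, 3 each of Col-0, *exg1-1* and *rlp44-3*, at 7 days of age in 8 h light and 16 h dark. The sample labels spell the gene EVG1 where the paper writes *EXG1*, and were taken as the same mutant because the paper cites this data set for it. Each library was mapped to its genotype from its label, and 3 further columns of the deposited table, of a genotype that is not among the mapped samples, were not used.

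The authors trimmed the reads with fastp, mapped them to TAIR10 with HISAT2 and counted them with HTSeq-count. The paper's DEGs come from DESeq2 with an adjusted p under 0.05. Versions of these tools, the use of strand in counting and the treatment of reads that map to several places were not given in the sources used here. The authors deposited a table named as raw counts with 33341 rows, of which 25717 had values and 7624 had none in any column. Its values were fitted means on the scale of reads and not counts. None was whole within 1e-06, the 3 columns of a genotype were proportional over all genes, and the log2 ratios between genotypes equalled the paper's log2 fold changes up to 1 constant per mutant. Sums over the 3 columns of a genotype between 5 and 20 reads lay within 0.05 of a whole number for 29.2% of genes in Col-0, 18.1% in *exg1-1* and 70.9% in *rlp44-3*, where 10% would be seen by chance. Read totals and the spread between replicates are not in the table.

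The comparisons had been planned on counts before the data were examined, with edgeR and DESeq2 tests, gene set tests, a replicate block and omission of each library in turn, but these could not be run, because the values hold no replicate spread. In their place, each genotype was treated as 1 value per gene, the sum of its 3 columns. Genes were kept where all libraries of at least 1 genotype reached 10 reads in a library of median size (0.908 CPM) and the sum over the libraries reached 15, which left 19454 genes. Genotypes were scaled by a TMM factor written for this work, trimming 30% of log ratios and 5% of mean levels at each end. The log2 scale against Col-0 was 0.34 for *exg1-1* and 0.31 for *rlp44-3*. No p-value across genes was computed from the fitted values. Fisher's exact test and the hypergeometric test were applied only to the paper's gene lists, as recalculations of the kind of test the paper used.

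For listed genes, the standard error of a log2 fold change was derived from the paper's p-value and log2 fold change under a 2-sided Wald test. It is not a measurement made here. Genes without reads in a genotype sit at the lowest value of the table. Fold differences against them are lower bounds computed against a floor of 3 reads over the 3 libraries, and genes with 1 to 3 reads are given with an exact 95% counting interval. Floors and intervals cover counting error only. At the depths of this table, a gene near the filter's 10 reads per library has a log2 fold change with a large counting error.

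Genes named in the text follow a rule set before the data were examined: every gene the paper names for this transcriptome, the markers *WOX4*, *ATHB8* and *VND6*, the 3 largest rises and 3 largest falls per mutant among listed genes with a mean of at least 1 CPM, and genes listed in opposite directions. The rule also asked that every library of a mutant lie beyond every Col-0 library, which could not be applied. The paper's tables of fold changes had been read when the rule was written. Other named genes were chosen after their values were seen. Lists of vascular, brassinosteroid, dawn clock, evening clock, low-sugar, abscisic acid and cold, and seed genes were also fixed before the data were examined but after those tables had been read, and the expansin and XTH families were taken by symbol. A list was described by the percentile of its median among 10000 random lists of the same size, matched in 20 bins of expression.

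Gene names, neighbours, GC content and location notes came from RefSeq's TAIR10.1 annotation, in which 25487 of the 25717 genes were found. Because the authors mapped to TAIR10, no coordinates are given. The scaling step was tested on simulated data with 200 changed genes per comparison. Of those with at least 50 reads, 135 of 143 (94.4%) came within 0.25 of the simulated log2 fold change for *exg1-1*, and 155 of 162 (95.7%) for *rlp44-3*. Shared Col-0 libraries were examined by simulating 20 data sets of unchanged groups at each of 2 dispersions.

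Alternatives were RLE scaling, upper quartile scaling, library totals, no filter, at least 10 reads in every library, organelle genes left out, and removal of a lowess trend on GC content (span 0.3). The scale implied by the paper's own tables, and values under 3 reads set to 3, were added after the data were seen. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures matplotlib 3.10.9. The 391 genes apart between the mutants, and all other counts of genes past 2-fold, are descriptions of these fitted values and not calls of significance.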

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

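The list tests in this part were fixed before the data were examined, although after the paper's tables of fold changes had been read. AT1G75945 is named by the rule for named genes, and *IRT1* was chosen after its values were seen.

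Genes induced by low sugar, which the paper does not discuss, were higher in both mutants. The median log2 fold change of the 14 genes was 0.95 in *exg1-1*, where all 14 were higher and all 14 were in the paper's list, and 0.62 in *rlp44-3*, where 12 were higher and 5 were listed. Because the list was fixed after the paper's tables, which hold all 14 genes, had been read, its position among random lists is no test and is not given. Over the scalings and filters tried, the medians ranged from 0.90 to 0.97 and from 0.62 to 0.65, which argues against scaling and GC content as the source. A difference of the Col-0 plants alone would move both mutants alike. The list was higher in *exg1-1* than in *rlp44-3*, with a median of 0.47 and 11 of the 14 genes higher. *KFB20* (−0.51), *KFB50* (−0.46) and *TPS8* (−0.09) were lower. However, all 14 genes were known to be listed in *exg1-1* when the list was fixed, which favours higher values there. The comparison between the mutants therefore cannot decide, and a difference of the Col-0 plants stays open. Sugar starvation genes also follow light and dark, and collection of the mutants at another time of day could raise them. The dawn clock genes, which bear on this, had a median of 0.20 in *exg1-1*, and the evening clock genes one of 0.40. A shift in time would be expected to move these lists in opposite directions, so this argues against it in *exg1-1*. For *rlp44-3* it stays open, and harvest times were not given in the sources used here. A change of sugar status through the mutations is a further open explanation, and was not tested.

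Evening clock genes, which the paper does not discuss either, were higher in both mutants, all 8 of them in each. The median log2 fold change was 0.40 in *exg1-1* (percentile 99.99 among random lists) and 0.30 in *rlp44-3* (percentile 99.95). Only 1 of the 8 was listed by the paper in *exg1-1* and none in *rlp44-3*. Collection at another time of day than Col-0 might move dawn and evening genes in opposite directions. Whether each gene would follow this was not tested. In *rlp44-3* the dawn genes fell, with a median of −0.11 and 6 of 7 lower. In *exg1-1* the dawn genes rose instead, with a median of 0.20 and 7 of 7 higher, and 2 of them, *LNK2* (0.51) and *PRR7* (0.47), were listed as upregulated, although the median lies within the range of 95% of random lists, −0.15 to 0.21. Compared with each other, the mutants differed in the dawn genes, with a median of 0.33 higher in *exg1-1* (percentile 99.95) and 7 of 7 higher, so 1 shift in time common to both mutants would leave this part unexplained. In *exg1-1*, all 7 dawn and all 8 evening genes were higher than in Col-0, not in opposite directions. Because the dawn median was within the range of random lists, this does not decide about another collection time in *exg1-1*. In *rlp44-3*, where the lists moved in opposite directions, another collection time stays open as well. With harvest times unknown, it cannot be told apart in either mutant from an effect of the mutation on the clock.

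AT1G75945 was at the lowest value in Col-0 and in *rlp44-3*, and had 79.3 reads per library in *exg1-1*, at least 62.5-fold higher than in Col-0. It was in the paper's *exg1-1* list but is not discussed. Its nearest neighbours with values had log2 fold changes of −0.14 and −0.07, so the rise was not shared by the region. A DNA variant in the *exg1-1* background is a candidate explanation. The test made of this looked only at the region of the insertion, where the 50 genes on either side of *EXG1* held 3 listed genes and 88% of windows of that size held as many, and AT1G75945 lies outside it. A variant elsewhere and an effect of *EXG1* on this gene both stay open.

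*IRT1* (AT4G19690), an iron transporter gene, was at the lowest value in Col-0 and had 19.0 reads per library in *rlp44-3*, at least 15.3-fold higher, and 1.86 in *exg1-1*. The paper did not list it in either mutant. Whether the reads came from all *rlp44-3* libraries or from 1 of them is not visible in fitted values. No technical or biological explanation was tested.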

How the results depend on the processing

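The alternatives were set before the data were examined, except the scale implied by the paper's tables and the floor on values under 3 reads. No paired analysis was possible because the 3 columns of each genotype are exact multiples of one another, so the replicate numbers carry no values of their own. For the same reason, the planned edgeR and DESeq2 tests, other thresholds on adjusted p, fits with fewer genotypes, division of the Col-0 libraries between the mutants, gene set tests with fry or camera, and omission of each library were not run.

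The counts of genes at least 2-fold apart moved by more than 1.5 times under the filters on low values and under none of the other alternatives run for them, which do not include the floor on values under 3 reads. With no filter, 998 genes were higher and 1877 lower in *exg1-1*, 1035 higher and 1611 lower in *rlp44-3*, 369 higher and 1002 lower in both, and 2205 were apart between the mutants. With at least 10 reads in every library, the counts were 99 and 113 in *exg1-1*, 56 and 66 in *rlp44-3*, 26 and 28 in both, and 166 between the mutants. The latter filter removes genes that fell to few reads in a mutant by its construction, and the former adds genes with few reads, whose ratios carry a large counting error.

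The Pearson correlation of the log2 fold changes of both mutants across genes was 0.513 with no filter and 0.481 with at least 10 reads in every library, against 0.549, and the Spearman correlation was 0.366 and 0.388 against 0.400. The cause was not tested. Among 104 values of these counts and correlations, and of listed genes with the listed direction, 86 stayed within 1.5 times or within the interval of the correlation. The other 18 moved, all under the 2 filters. The counts of listed genes were the same in every setting. Since their directions come from the paper's own fit, these counts are no independent check.

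Scaling mattered little. RLE scaling, library totals, upper quartile scaling, leaving out organelle genes and the GC correction left between 166 and 192 genes at least 2-fold higher and between 300 and 350 lower in *exg1-1*. Medians of all genes moved by at most 0.06 on the log2 scale. All listed genes that an alternative keeps had the listed direction under it. With at least 10 reads in every library, these were 598 of the 608 upregulated and 344 of the 369 downregulated genes in *exg1-1*, and 126 of 129 and 35 of 42 in *rlp44-3*. Of 708 values of named genes under the alternatives, 706 stayed within the implied standard error, or for genes not listed within the counting error. *XTH4* and *XTH27* in *rlp44-3*, neither of them listed there, moved to 0.33 and 0.31 under the GC correction, and no listed gene reversed. Setting values under 3 reads to 3 left each list median unchanged. The cell wall enrichment among genes listed as downregulated in *exg1-1* had p = 0.0566 by Fisher's exact test, 0.0385 with no filter and 0.0433 with at least 10 reads in every library.

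Depth limits the low genes. The genes at least 2-fold lower in *rlp44-3* had a median of 12.3 reads per library and those lower in *exg1-1* one of 13.9, and 199 and 223 of them were not listed by the paper.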

Differences from the paper's values

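The overlap of upregulated genes had an exact hypergeometric p of 4.03e-95 over 19454 genes, where the paper's value is 1.511E-35. The overlap of downregulated genes had one of 6.1e-19, where the paper's value is 1.114E-28. Of the alternatives set before the data were examined, a background without a filter gave 3.43e-105 and 5.89e-21, and genes with at least 10 reads in every library gave 6.38e-93 and 1.68e-18. None came within 1.5 times of the paper's values, and the number of genes the paper drew from is not stated in its text. The value here was smaller than the paper's for upregulated genes and larger for downregulated genes. The other scalings do not enter this test. The test assumes lists drawn independently, which lists from comparisons with the same Col-0 libraries are not.

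Cell wall genes were enriched 1.75-fold among all genes listed in *exg1-1* and 1.84-fold among the upregulated ones, where the paper's values are 2.99 and 3.24. Without a filter the enrichments were 1.85-fold and 1.95-fold, and with at least 10 reads in every library 1.78-fold and 1.85-fold, so no alternative reached the paper's values. The paper's analysis used Gene Ontology terms over all genes in its database. The values here used location notes of the annotation and, as background, only kept genes that carry one, so the groups of genes are not the same.

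*EXPA16* is named by the paper among expansin genes downregulated in *exg1*, and its log2 fold change here was 0.03 in *exg1-1*, at 12.6 reads per library in Col-0 and 16.2 in *exg1-1*. The other 3 expansin genes in that statement were lower, *EXPA4* by a log2 fold change of −0.61, *EXPA8* by −0.44 and *EXPB3* by −0.96. In *rlp44-3* *EXPA16* had −0.50. The value for *exg1-1* was −0.02 with library totals and with upper quartile scaling, the alternatives under which it was lower than in Col-0, and between 0.01 and 0.05 under the others.

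The log2 fold changes of named genes were set beside the paper's in 58 cases, and 0 differed by more than the implied standard error under the main scaling or any alternative. Since the deposited values come from the paper's own fit, this is no independent check.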

Other observations

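The tests of the deposited table's columns and of the correlation between the mutants were chosen after the results were seen. The tests of seed material, shared Col-0 libraries, GC content and linked variants were set before their results were seen.

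The deposited table, named as raw counts, appears to hold fitted means of the paper's model. If so, the log2 ratios would differ from the paper's log2 fold changes by 1 constant, and the largest deviation was 4.9e-06 over the 977 genes listed in *exg1-1*. Counts and a separate fit would scatter. The pattern is technical, and it means that no spread between replicates can be read from the table.

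Seed transcripts were far lower in both mutants than in Col-0. Of 17 seed storage, oleosin and late embryogenesis genes, 13 passed the filter on low values, and all 13 were lower in each mutant, with a median log2 fold change of −3.14 in *exg1-1* and −3.57 in *rlp44-3*. *CRA1* had 44.1 reads per library in Col-0, 6.35 in *exg1-1* and 4.39 in *rlp44-3*. *EM6*, in contrast, had 36.4, 29.9 and 26.4. *CRC* (AT4G28520), another storage protein gene of the list, was at the lowest value in *exg1-1* and at least 32.6-fold lower than in Col-0. The seed regulator *ABI4* (AT2G40220), picked after its values were seen, was also at the lowest value in *exg1-1* and at least 13.5-fold lower. *SCPL44* (AT1G43780), picked likewise, was at the lowest value in *rlp44-3* and at least 22.3-fold lower. Only 1 of the 13 was listed by the paper in each mutant.

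A candidate explanation for the lower abscisic acid and cold genes in both mutants is ungerminated or late seed material in Col-0 libraries, which would carry storage and late embryogenesis transcripts. The seed list median of −3.14 in *exg1-1* goes with it. The reads do not decide whether it is the whole cause. The difference in reads was larger for some stress genes than for storage genes. *RAB18* had 1106 reads per library in Col-0 and 464 in *exg1-1*, while no kept seed gene exceeded 88.1 reads per library in Col-0. The share of each transcript in seed material was not known, so this does not exclude it. Neither *RAB18* nor *RD29B*, at 335 reads per library in Col-0 and 99.6 in *exg1-1*, was listed in either mutant. Falls of this size that are not listed could reflect a large spread between libraries, which cannot be checked here. The standard errors implied by the paper's p-values were larger than counting error for many listed genes, with a median ratio of 2.13 over the *exg1-1* list. The ratio was 5.21 for *LEA4-5* and 4.23 for *KIN1*, but also 7.70 for *XTH24*. Values per library, which would show whether 1 Col-0 library carried the seed transcripts, are not in the table. Seed material in Col-0, a difference in germination time between the genotypes and an effect of the mutations on abscisic acid responses cannot be told apart here.

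Because both mutants were compared with the same Col-0 libraries, chance differences in Col-0 would make their changes alike. For the correlation across genes the answer depends on the assumed dispersion. The observed Pearson correlation was 0.549, and simulated unchanged groups reached 0.558 at a dispersion of 0.01 but only 0.520 at 0.0902. The observed Spearman correlation, 0.400, was below the simulated means of 0.500 and 0.491. The true dispersion cannot be read from the fitted values, so this stays open. For the overlap, 0 of 20 simulations at either dispersion reached the observed numbers. This argues against chance differences in Col-0 of the simulated size alone as the source of the overlap, but not against larger ones. Simulated lists of the paper's sizes shared at most 61 upregulated and 14 downregulated genes, where the paper's lists shared 84 and 17. Simulations gave at most 17 genes at least 2-fold lower in both at the higher dispersion, where 118 were observed, and at most 44 higher in both, where 47 were observed. The simulated spread was derived from the paper's p-values of listed genes and covers random differences between libraries only. Genes with a larger spread are not covered by it. A systematic difference of the Col-0 plants and a common effect of both mutations cannot be told apart with a single Col-0 group. Of the 118 genes lower in both, 96 were listed in neither mutant, so the simulated spread was not derived from these 96. The median of the 118 genes was 11.7 reads per library. Whether chance differences in Col-0 gave these 118 genes stays open. Among the 47 higher in both, 21 were listed in both and 20 in neither.

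GC content was tested as a source of the genes at least 2-fold apart from Col-0. After removal of the trend, 492 such genes were counted in *exg1-1*, against 499 before, and 334 in *rlp44-3*, against 326, which argues against GC content as the cause in either mutant.

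Variants linked to the insertions were tested by counting listed genes near each insertion. The 50 genes on either side of *EXG1* held 3 genes listed in *exg1-1*, where the median window held 5, and 88% of windows held as many, which argues against linked variants as the source of the list. The window of *RLP44* held 2 genes listed in *rlp44-3*, where the median window held 1, and 19.9% of windows held as many, so the few genes decide nothing there. Next to *EXG1*, *FRD3* (AT3G08040) was listed as downregulated in *exg1-1*, with a log2 fold change of −0.93 against −0.28 in *rlp44-3*. It was noticed after the values were seen. A local effect of the insertion on *FRD3* was not tested.

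Single genes stood apart in 1 mutant. AT3G01345 had 2.94 reads per library in Col-0, 2775 in *exg1-1* and 1.66 in *rlp44-3*, while its neighbours AT3G01340 and AT3G01350 had log2 fold changes of 0.09 and −0.15 in *exg1-1*. *MRD1* had 245, 0.667 and 290 reads per library, and its overlapping neighbour *HEI10* (AT1G53490) had a log2 fold change of −1.63 in *exg1-1*. Reads of *MRD1* counted on *HEI10* would give such a fall, but the use of strand in counting was not given in the sources used here. AT1G29090 was the only gene listed in opposite directions, with 32.4 reads per library in Col-0, 118 in *exg1-1* and 9.32 in *rlp44-3*. No explanation was tested for these genes.

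The paper found no difference in *WOX4*, *ATHB8* and *VND6* by quantitative PCR. In these libraries, *WOX4* had log2 fold changes of −0.18 in *exg1-1* and 0.00 in *rlp44-3*, and *ATHB8* had 0.05 and 0.03. *VND6* had −1.13 and −0.91, at 17.2 reads per library in Col-0, 9.98 in *exg1-1* and 11.3 in *rlp44-3*. It overlaps AT5G62390 on the other strand, and none of the 3 genes was in the paper's lists. The median of the 20 vascular genes was −0.16 in *exg1-1* (percentile 2.08 among random lists) and −0.07 in *rlp44-3* (percentile 12.8). For 14 kept brassinosteroid genes it was 0.15 (percentile 98.19) and 0.00 (percentile 45.26), and for the 26 kept XTH genes 0.07 (percentile 85.36) and −0.14 (percentile 0.01), with members going both ways. The brassinosteroid list joins genes that the paper gives as induced by the hormone with pathway genes such as *BRI1* and *BIN2*. Its median is therefore no measure of the hormone response.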
